# The MicroRNAome of Pregnancy: Deciphering miRNA Networks at the Maternal-Fetal Interface

**DOI:** 10.1371/journal.pone.0072264

**Published:** 2013-11-22

**Authors:** Jocelyn M. Wessels, Andrew K. Edwards, Kasra Khalaj, Rami T. Kridli, Mallikarjun Bidarimath, Chandrakant Tayade

## Abstract

MicroRNAs (miRNAs) post-transcriptionally regulate a vast network of genes by inhibiting mRNA translation. Aberrant miRNA expression profiles have been implicated in pathologies and physiological processes including pregnancy and angiogenesis. Using our established model of implantation failure and spontaneous fetal loss in pigs (*Sus scrofa*), 236 miRNAs were profiled and compared between 1) non-pregnant and pregnant endometrium, 2) maternal and fetal tissues, and 3) viable and growth-arrested conceptus attachment sites by microarray and Real-Time PCR. Many significant differences in miRNA expression were observed between each of the aforementioned comparisons, and several were validated by PCR. Results indicated which miRNAs were important during pregnancy, which were elevated on the maternal or fetal side of the maternal-fetal interface, and they implicated the maternal expression of *miR-10a, 27a, 29c, 323, 331-5p, 339-3p, 374b-5p*, and *935* in the spontaneous loss observed in pigs. Several putative mRNA targets of the miRNAs (elevated in endometrium associated with arresting conceptuses) were assessed by quantitative Real-Time PCR and were depressed, supporting their regulation by miRNAs. Finally, targets were clustered by function to obtain ranked lists of gene networks that indicated which pathways/physiological processes might be important in non-pregnant (extracellular matrix factors) versus pregnant endometrium (nuclear transcription factor regulation), maternal (blood vessel development) versus fetal (neuronal differentiation) tissue, and healthy (extracellular matrix factors) versus arresting (GRAM domain) conceptus attachment sites. Overall, we demonstrate the presence of miRNAs on both sides of the maternal-fetal interface, implicate them in spontaneous fetal loss, and present a unique glimpse into the vast microRNAome of pregnancy.

## Introduction

MicroRNAs (miRNAs) are short, non-coding RNA segments that participate in the post-transcriptional regulation of gene expression. In general, they bind and destabilize or degrade their complementary mRNA, repressing gene translation [1]. To date, 1600 precursors and 2042 mature miRNAs have been reported in humans [2]. MiRNAs are promiscuous; a single miRNA has hundreds of mRNA targets [3]. As such, they have been shown to participate in a myriad of physiological processes including: embryonic and neuronal development, cellular proliferation, apoptosis, haematopoiesis, and angiogenesis [4], [5]. Altered miRNA expression profiles have been implicated in numerous disease states including: cancer [6], heart disease [7], interstitial lung disease [8], skeletal muscle disease [9], Alzheimer's disease [10], and endometriosis, a reproductive disorder [11]. While the roles of miRNAs in reproductive biology are just beginning to be unveiled, they have been shown to induce endometrial stromal cell differentiation *in vitro* [12], and participate in endometrial receptivity [13], implantation [14] and labour [15].

While many miRNA studies have been conducted in humans, the pig represents a unique model system to study the miRNA expression profiles of pregnancy. Pigs have an epitheliochorial type of placentation where there is no mixing of fetal and maternal tissues, and they have a high rate of naturally occurring spontaneous conceptus loss. During early pregnancy, around gestation day (gd) 20, up to 30% of conceptuses are spontaneously lost [16]–[18]. Previous studies found discrepancies in the number of mRNA transcripts and expression of angiogenic factors at viable conceptus attachment sites as compared to arrested littermate attachment sites [19]–[21]. Another study found 17 differentially expressed miRNAs at gd30 and 90, where the genes were responsible for cell growth, trophoblast differentiation, angiogenesis and formation/maintenance of cell junctions [22]. Thus, a more thorough understanding of the molecular differences and their regulatory cascades at the maternal-fetal interface will help decipher the fundamentals of pregnancy, and spontaneous fetal loss. Here we present a comprehensive examination of the miRNA networks, and their putative target mRNAs between: 1) non-pregnant and pregnant endometrium, 2) maternal and fetal tissues, and 3) viable and non-viable littermates.

## Materials and Methods

### Research Animals

Specific pathogen-free Yorkshire pigs from the Arkell Swine Research Station (University of Guelph, Guelph, ON, Canada) were used for this study. All animal procedures were approved by the Animal Care Committee of the University of Guelph (Animal Utilization Protocol Number 10R061). First to third parity sows were checked daily for estrus using an intact boar. At estrus, sows were placed in stalls and bred by artificial insemination using fresh pooled semen. Sows were re-bred 24 hours later. Sows (n = 3) were euthanized at gd20. Reproductive tracts were immediately collected at the University of Guelph abattoir, transported to the laboratory on ice, and examined for abnormalities. The uteri were cut longitudinally along the anti-mesometrial side, exposing all conceptuses. One healthy conceptus, and one arresting conceptus were selected per sow, based on disparity in size and vascularity as previously described [19], [20], [23], [24]. Paired samples of mesometrial endometrium and trophoblast were collected from each attachment site. Non-pregnant samples were collected from random, mesometrial endometrial sites from sows at mid-estrus (n = 4). Samples were immediately frozen and stored at −80°C.

### miRNA Extraction

Total RNA including miRNA was extracted from all samples using miRNeasy mini kits (Qiagen, Mississauga, ON, Canada) according to the manufacturer's directions. The concentration and purity of the RNA extracted was measured using the GeneQuant pro RNA/DNA calculator (Biochrom Ltd., Cambridge, UK). RNA was stored at −80°C until required.

### miRNA Microarray

Five micrograms of RNA were diluted to a volume of 50 µl with DNase/RNase free water (Gibco, Burlington, ON, Canada). A mixture of 5 µl of 3M NaOAc, pH 5.2 and 150 µl of 100% ethanol was added to each sample. The samples were immediately shipped on dry ice to LC Sciences (LC Sciences, Houston, TX, USA) for a miRNA microarray for all 236 porcine-specific miRNA sequences available in the miRBase sequence database [25], version 16 (www.mirbase.org). Briefly, small RNAs were tagged with Cy3 or Cy5, hybridized to a μParaflo microfluidic chip that contained 12 copies of all 236 porcine specific miRNA probes. After hybridization, a 16-plex microarray was performed. Fluorescent images were captured with a laser scanner and digitized. Background intensity was subtracted, signals were normalized using a LOWESS filter (locally-weighted regression), and each chip contained multiple control probes for quality control and assurance, and to allow for inter-chip comparisons. The average signal intensity for each miRNA was calculated. Biological replicates were grouped, and averaged. Fold change was calculated by dividing averaged signal intensities for each miRNA. Student's t-tests were performed for all comparisons: non-pregnant endometrium (NP) vs. endometrium associated with healthy conceptus attachment sites (HE), NP vs. endometrium associated with arresting conceptus attachment sites (AE), HE vs. trophoblast associated with healthy conceptus attachment site (HT), AE vs. trophoblast associated with arresting conceptus attachment sites (AT), HE vs. AE, HT vs. AT, and differentially detected signals were those with a *p* value<0.05. The microarray data in this paper has been published in the NCBI Gene Expression Omnibus [26] and can be accessed at (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45761). (GEO Accession Number: GSE45761).

### miRNA Target Prediction

To understand the biological significance of the differentially expressed miRNAs, the miRNA-target prediction resource miRecords [27] (http://mirecords.biolead.org/) was used to create a list of putative mRNA targets for the miRNAs found to differ between tissues with a *p* value<0.05. miRecords integrated results from 11 target prediction programs (DIANA-microT, MicroInspector, miRanda, miRDB/miRTarget2, miTarget, NBMirTar, PicTar, PITA, RNA22, RNAhybrid, and TargetScan/TargetScanS), each with their own unique target prediction algorithm.

Although porcine-specific miRNA microarrays were commercially available, miRecords did not have the capacity to search for porcine miRNA targets. Identical miRBase gene names across species indicate orthologs, and here we have assumed sequence conservation between humans (hsa-miR) and pigs (ssc-miR) [28], [29]. Additionally, in a comparison of miRNA binding sites in the 3′ UTR it was reported that the majority of these sites were preferentially conserved across species [29]. Therefore, predictions were based on the miRNA/mRNA interactions in humans, not pigs. The ‘Validated Targets’ and ‘Predicted Targets’ components of miRecords were used to search for putative targets of each differentially expressed miRNA. Only targets predicted by 6 of the 11 (55%) prediction programs were included in the list of putative targets. For *miR-331-5p*, *339-3p*, and *935* these parameters were loosened to targets predicted by 4 of 11 programs. This generated a large database containing both validated and predicted miRNA targets for each miRNA which was differentially expressed between pig reproductive tissues (NP vs. HE; HE vs. HT; AE vs. AT; and HE vs. AE) (Material S2: Putative miRNA Targets).

### Gene Functional Classification and Annotation

Each list of miRNA target genes was run through a high-throughput data mining software. The Database for Annotation, Visualization, and Integrated Discovery (DAVID) software (http://david.abcc.ncifcrf.gov/) [30] was used to analyze these lists in an attempt to derive biological meaning from them. First, gene functional classifications were performed to classify each list of genes into groups, and rank those groups according to the number of times functionally related genes were represented within the list (Material S4: Functional Classifications of Target mRNAs). Second, functional annotation charts were created to determine the magnitude of enrichment of the genes in the submitted lists compared to the human genome as a background (Material S5: Functional Annotation Charts of Target mRNAs). Finally, DAVID functional annotation clustering was used to group genes within the list based on their co-associations and function (Material S3: Functional Annotation Clusters of Target mRNAs).

### Selection of miRNAs and Putative mRNA Targets for Validation by Real-Time PCR

Of the 236 miRNAs probed in the microarray, 12 (*miR-10a*, *27a*, *29a*, *29c*, *30b-5p*, *99a*, *148a*, *148b*, *323*, *331-5p*, *339-3p*, and *374b-5p*) were selected for secondary validation by quantitative Real-Time PCR. The 12 miRNAs chosen were observed to be significantly different (p<0.05) by microarray in various early gestational porcine tissues.

Of the thousands of putative mRNA targets identified by the target prediction software, 11 were selected (5 validated, and 6 predicted; *AhR, CCNG1*, *CDC42*, *DNMT3A*, *FADD*, *FOXO1*, *GPR37*, *IFI30*, *MMD*, *USF2*, and *USP46*) for secondary validation by quantitative Real-Time PCR. These 11 mRNA targets were chosen from the list mRNA targets of the miRNAs which were significantly elevated in arresting endometrium as compared to healthy endometrium.

### cDNA Preparation

Total RNA including miRNA from endometrial and trophoblast samples was reverse transcribed using the miScript Reverse Transcription kit (Qiagen, Mississauga, ON, Canada) as per the manufacturer's protocol. Additional cDNA from endometrium associated with healthy and arresting attachment sites was available for the Real-Time PCR experiment where mRNA targets were quantified. For this experiment, healthy (n = 6) and arresting (n = 6) gd20 endometrium was used for relative quantification.

### Validation of miRNA Microarray by Real-Time PCR

Quantitative Real-Time PCR was performed to validate microarray results using the miScript PCR System (Qiagen, Mississauga, ON, Canada). The expression level of the 12 miRNAs selected were measured using Poly-T miScript Universal Primers and porcine-specific custom-designed primers (Qiagen, Mississauga, ON, Canada). Real-Time PCR was performed using the plate-based LightCycler 480 PCR System (Roche Diagnostics, Laval, QC, Canada). All samples were run in quadruplicate for each of the 12 miRNA genes and in duplicate for the control gene RNU1A (denaturation: 95°C, 15 min; amplification: 45 cycles: 95°C for 15 s, 55°C for 30 s, 70°C for 30 s; melting curve: 70–95°C at a rate of 0.1°C per second). RNU1A was selected as a miRNA reference gene because it was previously demonstrated by our lab to be stably expressed during early porcine pregnancy [31]. Relative quantification was performed using the 2^−ΔCp^ method [32]. All miRNA PCR products were run on a 1% agarose gel to estimate their size. Specific information about the miRNAs (PCR efficiencies, melting temperatures, product sizes, GenBank accessions, etc.) can be found in Table 1.

**Table 1:** miRNAs Assessed by Real-Time PCR.

miRNA	Efficiency	Melting Temp. (°C)	Confirmed by Sequencing	Size (bp)	GenBank Accession
*ssc-miR-10a*	1.804	75.16	Yes	22	JX185556
*ssc-miR-27a*	1.655	75.91	No	∼20	N/A
*ssc-miR-29a*	1.609	75.25	Yes	∼20	JX185557
*ssc-miR-29c*	1.720	74.94	No	∼20	N/A
*ssc-miR-30b-5p*	1.680	75.29	Yes	21	JX185558
*ssc-miR-99a*	1.606	75.27	Yes	18	JX185559
*ssc-miR-148a*	1.476	75.14	No	∼20	N/A
*ssc-miR-148b*	1.713	75.26	Yes	20	JX185560
*ssc-miR-323*	1.743	76.92	Yes	20	JX185552
*ssc-miR-331-5p*	1.663	75.99	Yes	20	JX185553
*ssc-miR-339-3p*	1.689	76.58	Yes	17	JX185554
*ssc-miR-374b-5p*	1.537	75.10	Yes	21	JX185562
*RNU1A*	1.762	78.49	Yes	150	JN617883

### Assessment of miRNA Targets by Real-Time PCR

Transcripts for 11 mRNA targets of the miRNAs were relatively quantified by Real-Time PCR, in duplicate using the LightCycler 480 software (Roche Diagnostics, Laval, QC, Canada). Primers were designed using Primer3 software (http://frodo.wi.mit.edu/primer3/) from pig sequences available on NCBI's Nucleotide, and tested for hairpins, self-dimers, and hetero-dimers using OligoAnalyzer 3.1 (http://www.idtdna.com/analyzer/applications/oligoanalyzer/). Primer sequences are listed in Table 2. Relative quantification was performed using GAPDH as a control gene. GAPDH did not differ across groups by one-way ANOVA.

**Table 2:** mRNAs Assessed by Real-Time PCR.

Gene Name	Primer	Efficiency	Melting Temp. (°C)	Size (bp)	GenBank Accession
***AhR***	For: GCAGTCAAATGCACGCTTAG	2.057	80.32	276	KC012627
	Rev: GAGCTAGGGTTGAGGGAATC				
***CCNG1***	For: AGGTCTGCGGCTTGAGACTA	2.048	80.83	272	KC012621
	Rev: ATCAGTTGCCAGTGGGACAT				
***CDC42***	For: TGATTGGTGGAGAGCCATATAC	1.863	80.64	295	KC012622
	Rev: TCAGCAGTCTCTGGAGTGATAG				
***DNMT3A***	For: ACAACGACGAGAGCGACACT	1.765	86.42	294	KC012620
	Rev: ACTTCTGCCGCACCTCATAC				
***FADD***	For: CGCCATCGAGGAGAAGTATC	1.817	90.61	271	KC012625
	Rev: AAGAGCAGCGGGTCATCAG				
***FOXO1***	For: TACATTTCGCCCACGGACTA	1.908	83.78	262	KC012619
	Rev: GATGGTGCCTGGTGAAGACT				
***GPR37***	For: AGCCGAAATACCACCAGAGT	1.801	86.00	207	KC012626
	Rev: CAGCCAAACTTGCTGTCATA				
***IFI30***	For: GCAGGAGTGCAAGATGAACA	1.796	82.79	250	KC012618
	Rev: ATATTCATGGGGTGGCTTCA				
***MMD***	For: GCTTTCCCATTAGCCGTGTA	1.950	77.77	256	KC012628
	Rev: GCAATTTCTCCATGCTTCAC				
***USF2***	For: CCAGTTCCGCACAGAGAATA	1.864	77.18	263	KC012623
	Rev: CACCATTGCTGAAGGGATTT				
***USP46***	For: CAGGATGCTCACGAGTTTCTAA	1.808	80.32	282	KC012624
	Rev: GAGACAGTGGGTGATGGATGTA				
***GAPDH***	For: GCGTGAACCATGAGAAGTATG	1.880	88.09	276	Designed from: NM_001206359.1
	Rev: GTCAGATCCACAACCGACAC				

### Cloning and Sequencing

Fresh miRNA PCR products were cloned into a plasmid vector with the topoisomerase-TA cloning kit (Life Technologies, Burlington, ON, Canada), purified using the Genelute Plasmid Mini-Prep Kit (Sigma, St. Louis, MO, USA), and sent for sequencing (Laboratory Services, University of Guelph, Guelph, ON, Canada). PCR product for mRNAs were directly sent for sequencing. Each resulting sequence underwent BLASTN analysis on the National Center for Biotechnology Information website. Sequences were submitted to NCBI GenBank (Table 1). Three of the 12 miRNAs (*miR-27a*, *29c*, and *148a*) selected for Real-Time PCR validation of microarray results could not be positively identified by sequencing, even after cloning was repeated two additional times. However, the primers were purchased commercially and the product sizes were as expected. Sequences for mRNA studies were directly sequenced after PCR, and submitted to GenBank (Table 2).

### Statistical Analyses

Statistical analysis of microarray data was performed by LC Sciences (LC Sciences, Houston, TX, USA). Briefly, measurement of each miRNA in the microarray was repeated 12 times and the signal intensities were averaged. Groups were compared by t-test, and a *p* value of <0.05 was considered significant.

Real-Time PCR data were also compared by t-test (SigmaPlot 10.0 Systat Software Inc., Chicago, IL, USA) to match comparisons made for the microarray data. A *p* value of <0.05 between groups was considered significant. Bars on the graphs represent the mean plus the standard error of measurement (SEM).

For both the microarray and Real-Time PCR experiments the only statistical comparisons made were between NP vs. HE, NP vs. AE, HE vs. HT, AE vs. AT, HE vs. AE, and HT vs. AT. Other comparisons not made (eg. NP vs. AT) were deemed to be biologically irrelevant.

### NCBI GenBank Accession Numbers

*ssc-miR-10a* (JX185556); *ssc-miR-29a* (JX185557); *ssc-miR-30b-5p* (JX185558); *ssc-miR-99a* (JX185559); *ssc-miR-148b* (JX185560); *ssc-miR-323* (JX185552); *ssc-miR-331-5p* (JX185553); *ssc-miR-339-3p* (JX185554); *ssc-miR-374b-5p* (JX185562); *RNU1A* (JN617883); *AhR* (KC012627), *CCNG1* (KC012621); *CDC42* (KC012622); *DNMT3A* (KC012620); *FADD* (KC012625); *FOXO1* (KC012619); *GPR37* (KC012626); *IFI30* (KC012618); *MMD* (KC012628); *USF2* (KC012623); *USP46* (KC012624).

**NCBI Gene Expression Omnibus Number:** GSE45761

## Results

### miRNA Expression by Microarray during Porcine Pregnancy

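Small RNA from 16 porcine samples was hybridized to a microarray of 236 pig miRNA probes from miRBase 16, each printed in 12 spots. The samples were non-pregnant endometrium (NP) from 4 sows and, from each of 3 other sows at gd20, endometrium and trophoblast from a healthy attachment site (HE and HT) and from an arresting attachment site (AE and AT), so that these 4 groups held 3 samples each from the same animals. Each sample was stained with 1 dye. In HE and in HT 2 samples were stained with Cy3 and 1 with Cy5, in AE and in AT 1 with Cy3 and 2 with Cy5, and in NP 2 with each. The authors deposited the mean pixel density of every spot before background subtraction, which was used here, and the average signal per miRNA after background subtraction and LOWESS normalization on the linear scale, which was used as an alternative. The 75th percentile of the miRNA signal above background, divided by the background, had a median of 5.66 in NP, 1.08 in HE, 3.37 in AE, 0.626 in HT and 1.11 in AT. The background had a median of 274 in the 8 Cy3 samples and 58.7 in the 8 Cy5 samples. Between 72 and 184 miRNAs per sample had a signal of more than 32 above background, and a miRNA was called detected in a sample by that limit. Densities were corrected with the normexp method, put on the log2 scale, averaged over the spots of a probe and normalized between samples by cyclic loess, which centres the arrays on each other, so every difference is relative to the other miRNAs of the same array. The 168 miRNAs detected in at least 3 of the 16 samples were tested with limma in one model of the 5 groups, with Benjamini-Hochberg adjustment, and with the Student's test of the methods on the same log2 values without adjustment. A positive log2 fold change means a higher value in the group named first. A fold against a group in which a miRNA was not detected is given as a lower limit, computed from the detection limit. The number of arrays limits the precision of every value. In simulated data with 4 against 3 samples, limma called 95.6% of the miRNAs changed by 2 on the log2 scale. The simulated noise was independent between samples, with no effect of sow or dye, so the share in real data may be lower. A 4-fold change set in the spot densities, 2 on the log2 scale, came back as 1.66 after normexp and cyclic loess. Folds are thus drawn towards 0 by the processing, and which step does so was not tested.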

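Non-pregnant endometrium held more miR-100, miR-99a, miR-27a, miR-27b and miR-148a and less miR-21, miR-30a-5p, miR-30d and miR-29a than healthy gd20 endometrium. Of the 168 miRNAs tested, 12 were higher in NP, 11 were lower and 145 did not pass an adjusted p under 0.05 from limma. In the miR-99/100, miR-10 and miR-125 families, 2 of 7 measured members were higher and none was lower (3 higher when adjusted over the list alone). The largest of these was miR-100 (log2 fold change 2.34, standard error 0.45, adjusted p = 0.00798), a relative of miR-99a that represses mTOR. In the miR-23/27/24 clusters, 2 of 6 were higher and none was lower, also when adjusted over the list alone. These were miR-27b (log2 fold change 1.89, standard error 0.42, adjusted p = 0.0178) and miR-27a (log2 fold change 1.68, standard error 0.29, adjusted p = 0.00798), repressors of fat cell differentiation. In the miR-181 family, which acts in lymphocyte development, 2 of 4 were higher (3 when adjusted over the list alone), with the median of the family above 0 except under scaling to the 75th percentile of detected miRNAs. In the miR-30 family, 2 of 8 were lower, miR-30a-5p (log2 fold change -1.43, standard error 0.28, adjusted p = 0.00798) and miR-30d (log2 fold change -1.59, standard error 0.39, adjusted p = 0.0193), with the same count when adjusted over the list alone. Both arms of a hairpin were counted in a family, so the 8 include miR-30a-3p, miR-30b-3p and miR-30e-3p. Of the 3 members of the miR-29 family, which represses collagens, 1 was lower by either adjustment. Of the 7 members of the let-7 family 1 was higher by either adjustment. Of the 12 miRNAs that the paper measured by PCR on these samples, and so chose with these data in view, 3 were higher and 1 was lower (4 and 1 when adjusted over the list alone). None of these lists as a whole passed camera's test, whose adjusted p was 0.0649 for the miR-99/100 list, 0.0649 for miR-181, 0.104 for miR-23/27/24, 0.203 for miR-30, 0.454 for miR-29, 0.380 for let-7 and the same for the PCR list. By the Student's test of the methods 42 miRNAs had an unadjusted p under 0.05, with 21 higher and 21 lower, and none passed after Benjamini-Hochberg adjustment of that test. The balance depended on the scaling: limma called 75 (5 higher) and the methods' test 94 (9 higher) with scaling to the 75th percentile of detected miRNAs, 71 (10 higher) and 83 (13 higher) with scaling to that of all miRNAs, and 6 (all higher) and 22 (21 higher) without normalization, while a filter at a signal of 500 left 12 and 24. Within the Cy3 samples limma called 0 miRNAs and within the Cy5 samples 1, in fits chosen after the data had been seen and with 1 or 2 samples a group. The count of 23 became 7 without HE replicate 1, 2 without HE replicate 3, 9 without NP replicate 2, 10 without NP replicate 4 and 37 without NP replicate 3, and 3 when only these 7 samples were fitted. The 42 of the methods' test became 22 without HE replicate 3 or NP replicate 2 and 25 without NP replicate 4. Of the lists, 2 passed without HE replicate 3 and 1 without NP replicate 1.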

In total 29 miRNAs differed significantly (p<0.05) between non-pregnant endometrium, and gd20 endometrium isolated from healthy porcine attachment sites (Figure 1A and Material S1: Microarray Heat Maps). In non-pregnant endometrium, 13 miRNAs (*miR-27a, 27b, 99a, 100, 125b, 130a, 148a, 181c, 181d-5p, 204, 205, 374b-5p*, and *574*) were elevated, and 16 miRNAs (*miR-21, 22-3p, 29a, 30b-5p, 30d, 30e-5p, 149, 183, 191, 296, 323, 362, 432-3p, 503, 4335*, and *4339*) were decreased when compared to healthy gd20 endometrium.

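All 29 miRNAs listed for this comparison were tested and had the listed direction, and 15 of them passed an adjusted p under 0.05. The paper's lists come from these same arrays, so a shared direction with them, here and below, is not independent support. The fold was 5.05 for miR-100, which lay at 10.82 ± 0.53 (SD, n = 4) on the log2 scale in NP and 8.48 ± 0.60 (SD, n = 3) in HE. For miR-204, which lies in an intron of TRPM3, the log2 fold change was 1.86 (standard error 0.56), and for miR-148a, a repressor of DNA methyltransferases, 1.73 (standard error 0.39). miR-205, an epithelial miRNA, was 2.25-fold higher in NP and was detected in 4 of 4 NP and 2 of 3 HE samples. Among the decreased miRNAs, miR-296 was 3.4-fold lower in NP with a log2 fold change of -1.77 (standard error 0.42). The abundant miR-21, a repressor of PTEN and PDCD4, lay at 11.40 ± 0.60 (SD, n = 4) in NP and 13.15 ± 1.04 (SD, n = 3) in HE, a log2 fold change of -1.75 (standard error 0.48). For miR-22-3p the log2 fold change was -1.32 (standard error 0.41), for miR-149 -1.07 (standard error 0.33) and for miR-29a -1.09 (standard error 0.30). Outside this list, miR-361-3p had -1.27 (standard error 0.33). The listed miR-125b (1.04) and miR-181c (0.81), given by their log2 fold changes, did not pass. The methods' test without adjustment passed 20 of the 29. Every NP sample lay outside the range of the HE samples for 45 of 168 miRNAs (26.8%, where chance gives 5.71%). Of the 18 named miRNAs with an adjusted p under 0.05, miR-27a and miR-30a-5p kept it whichever sample was left out, and the other 16 lost it without at least 1 sample, all 16 of them without HE replicate 3 and 12 without HE replicate 1. With each sample scaled to the 75th percentile of detected miRNAs, the median of all miRNAs moved to -1.21, and miR-205 and miR-181d-5p then had log2 fold changes of -0.20 and -1.01.

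**Figure D1:**
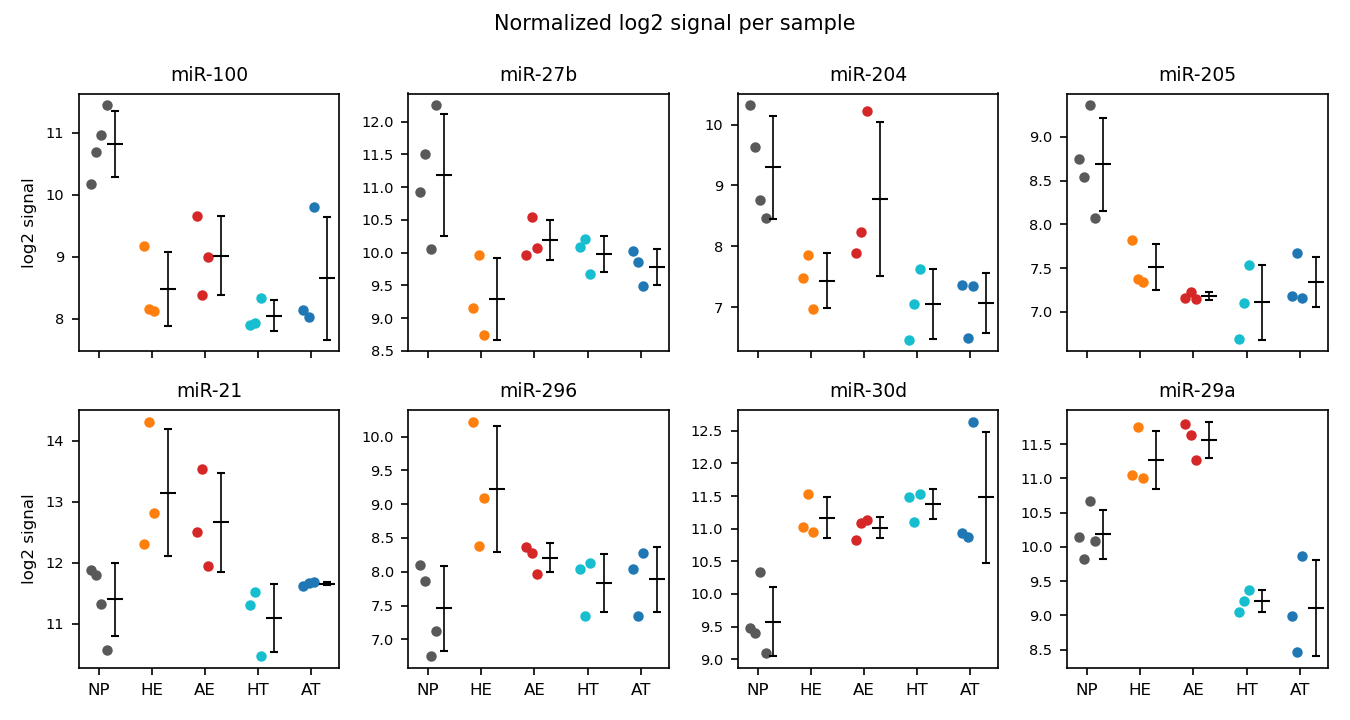
Normalized log2 signal of 8 miRNAs in each sample of the 5 groups. Points are samples, horizontal bars are means and vertical bars are SD, with n = 4 for NP and n = 3 for the other groups; each panel has its own axis. For miR-100 and miR-205 all 4 NP samples lie above all HE and AE samples, and for miR-30d and miR-29a all lie below them.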

**Figure 1:**
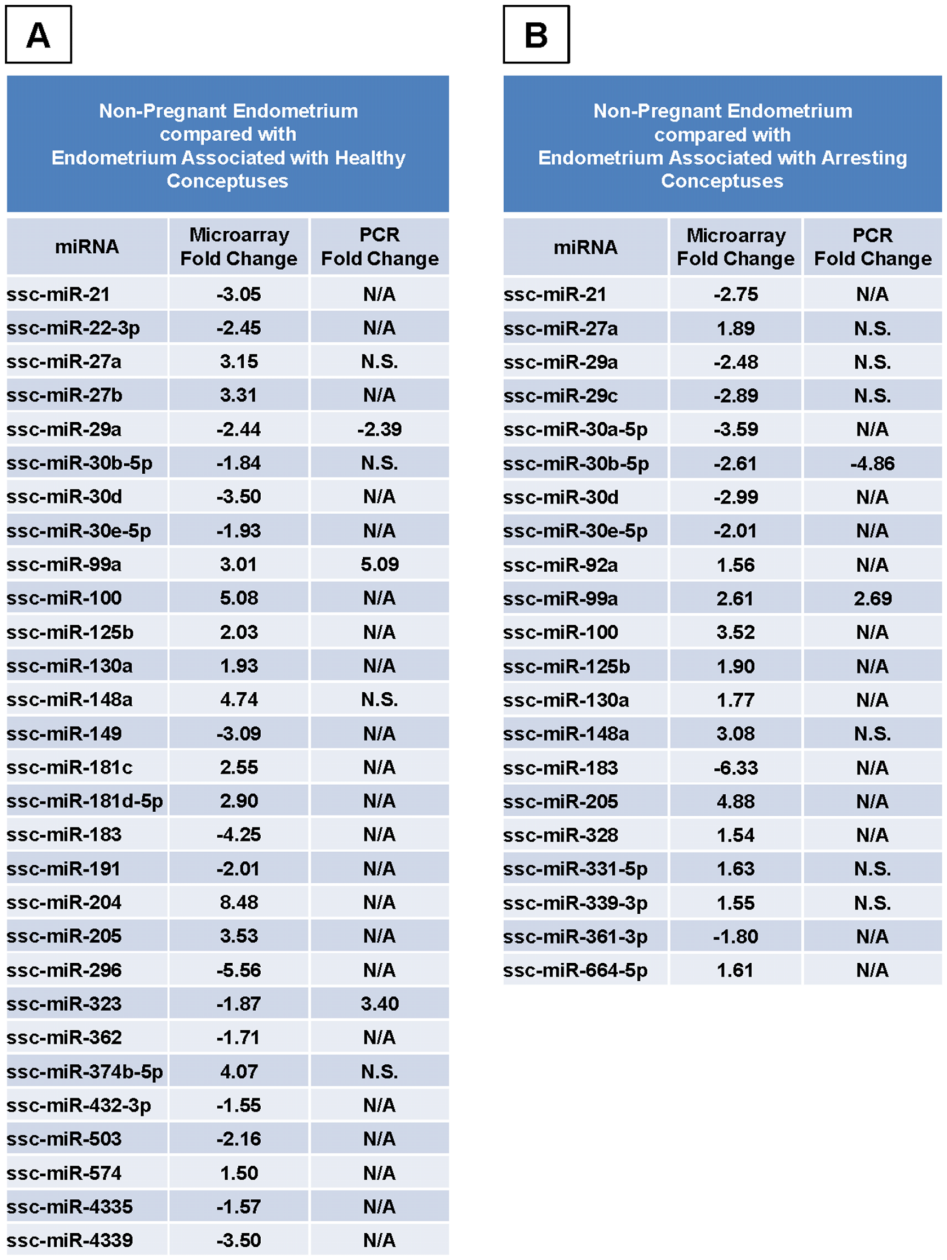
miRNA Expression during Porcine Pregnancy. Expression levels of miRNAs detected by microarray which were significantly different (*p*<0.05) between non-pregnant endometrium (n = 4) as compared to endometrium associated with healthy conceptus attachment sites (A, n = 3), and arresting conceptus attachment sites (B, n = 3). Real-Time PCR validation was performed for several miRNAs, and significant fold changes are listed for comparison. A positive fold change indicates that the miRNA was elevated in non-pregnant endometrium. A negative fold change indicates a decrease in the miRNA in the non-pregnant endometrium. N/A: not assessed, N.S.: not significant.

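Compared with endometrium of arresting sites, non-pregnant endometrium had less of 4 of 8 miR-30 and 2 of 3 miR-29 members and more miR-100 and miR-205. Of the 168 miRNAs tested, 3 were higher in NP, 8 were lower and 157 did not pass an adjusted p under 0.05 from limma. In the miR-30 family, which restrains epithelial-mesenchymal transition, 4 of 8 measured members were lower and none was higher (6 lower when adjusted over the list alone). Of the 4, miR-30a-3p is the other arm of the hairpin of miR-30a-5p, and the 8 also include miR-30b-3p and miR-30e-3p. miR-30a-5p was 3.80-fold lower (log2 fold change -1.93, standard error 0.28, adjusted p = 0.00172), and miR-30b-5p (-1.45 (standard error 0.30)), miR-30d (-1.44 (standard error 0.39)) and miR-30a-3p (-1.23 (standard error 0.29)) are given by their log2 fold changes. In the miR-29 family 2 of 3 were lower (3 when adjusted over the list alone), miR-29c (log2 fold change -1.73, standard error 0.33, adjusted p = 0.00892) and miR-29a (log2 fold change -1.38, standard error 0.30, adjusted p = 0.0171). In the miR-181 family 1 of 4 was higher and none was lower (3 higher when adjusted over the list alone), with a log2 fold change of 0.60 (standard error 0.16) for miR-181d-5p. As lists these 3 families passed camera's test with a preset correlation, at an adjusted p of 1.61e-05 for miR-30, 0.00238 for miR-29 and 0.0240 for miR-181. None of these calls held with an estimated correlation, where the adjusted p = 0.102 for miR-30, 0.137 for miR-29 and 0.380 for miR-181. In the miR-99/100, miR-10 and miR-125 families 1 of 7 was higher (2 when adjusted over the list alone, camera's adjusted p = 0.430), with a median of 0.30 that became -0.21 with scaling to the 75th percentile of all miRNAs. Of the 12 miRNAs measured by PCR none was higher and 3 were lower (3 and 3 when adjusted over the list alone, adjusted p = 0.852). By the methods' test 32 miRNAs had an unadjusted p under 0.05, 17 higher and 15 lower, and none after adjustment of that test. They numbered 49, of which 44 lower, with scaling to the 75th percentile of all miRNAs, 21, of which 8 lower, with scaling to that of detected miRNAs, 14, of which 5 lower, without normalization and 13 with a filter at a signal of 500. Within the Cy3 samples and within the Cy5 samples limma called 0 miRNAs, in fits chosen after the data had been seen. The count of 11 became 6 without AE replicate 2 or without AE replicate 3, 7 without NP replicate 2 or without NP replicate 4 and 21 without NP replicate 3, and it was 0 with scaling to the 75th percentile of detected miRNAs and without normalization, 4 with quantile normalization, 5 with plain background subtraction and 6 with the authors' values. The lists passing became 5 without NP replicate 1.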

When non-pregnant endometrium was compare to gd20 endometrium isolated from arresting porcine attachment sites 21 miRNAs differed significantly (p<0.05) (Figure 1B). In non-pregnant endometrium, 12 miRNAs (*miR-27a, 92a, 99a, 100, 125b, 130a, 148a, 205, 328, 331-5p, 339-3p*, and *664-5p*) were elevated, and 9 miRNAs (*miR-21, 29a, 29c, 30a-5p, 30b-5p, 30d, 30e-5p, 183*, and *361-3p*) were decreased when compared to arresting gd20 endometrium.

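The 21 listed miRNAs were all tested and all had the listed direction, and 8 passed an adjusted p under 0.05. miR-205 was 2.83-fold higher in NP (log2 fold change 1.5, standard error 0.27, adjusted p = 0.00818) and was detected in 1 of 3 AE samples. miR-100 was 3.49-fold higher (log2 fold change 1.80, standard error 0.45, adjusted p = 0.0275). miR-183, from a cluster expressed in epithelia, was detected in all 3 AE samples and in 0 of 4 NP samples, which makes it at least 1.94-fold lower in NP (adjusted p = 0.0193). miR-29c lay at 8.69 ± 0.22 (SD, n = 4) in NP on the log2 scale. miR-425-5p, which the paper does not list, also passed. Listed miRNAs that did not pass were miR-148a (1.37), miR-99a (1.35) and miR-27a (0.96), among others, by their log2 fold changes. The methods' test without adjustment passed 16 of the 21. In 38 of 168 miRNAs (22.6%, chance 5.71%) the NP and AE samples did not overlap. Of the 11 miRNAs called, miR-205, miR-30a-5p and miR-29c kept the call whichever sample was left out, and the other 8 lost it without at least 1 sample, miR-100 without AE replicate 2, AE replicate 3, NP replicate 2 or NP replicate 4.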

### miRNA Expression by Microarray in Endometrium and Trophoblast

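Healthy endometrium held more of 6 of 7 let-7 members and less of 5 of 8 members of the miR-17-92 clusters and paralogs than the trophoblast apposed to it. Of the 168 miRNAs tested, 20 were higher in HE, 17 were lower and 131 did not pass an adjusted p under 0.05 from limma. Of the let-7 family, which rises with differentiation and represses LIN28 and RAS genes, 6 of 7 measured members were higher and none was lower, also when adjusted over the list alone. let-7c was 15.7-fold higher (log2 fold change 3.97, standard error 0.40, adjusted p = 1.29e-05) and let-7a 9.96-fold (log2 fold change 3.32, standard error 0.37, adjusted p = 2.57e-05). Of the miR-17-92 clusters and their paralogs, which promote proliferation, 5 of 8 were lower and none was higher (6 lower when adjusted over the list alone). miR-17-5p was 8.93-fold lower (log2 fold change -3.16, standard error 0.38, adjusted p = 5.72e-05) and miR-92a 8.27-fold (log2 fold change -3.05, standard error 0.39, adjusted p = 9.64e-05). Of the imprinted DLK1-DIO3 cluster, whose miRNAs are expressed from the maternal allele and abundant in placenta, 4 of 9 were lower by either adjustment, with log2 fold changes of -1.50 (standard error 0.37) for miR-127 and -1.26 (standard error 0.31) for miR-382. These 3 lists passed camera's test with a preset correlation, at an adjusted p of 1.98e-05, 4.10e-05 and 0.0493, and their medians kept their sign under every scaling tried. With an estimated correlation the adjusted p = 0.374 for let-7 and the same for miR-17-92, and 0.591 for DLK1-DIO3. In the miR-29 family 2 of 3 were higher, in the miR-30 family 2 of 8, both also when adjusted over the list alone, and in the miR-99/100, miR-10 and miR-125 families 3 of 7 (5 over the list alone), with camera's adjusted p = 0.200, 0.455 and 0.118. By the methods' test 54 miRNAs had an unadjusted p under 0.05, 26 higher and 28 lower, and 12 after adjustment of that test, and without normalization 22, all higher, had an unadjusted p under 0.05. With the sow as a fixed block limma called 38, and the paired form of the methods' test, with the sow as block, passed 29. Within the Cy3 samples limma called 18, in a fit chosen after the data had been seen. Within the Cy5 samples 1 HE sample stood against 1 HT sample, so no count is given here. The count of 37 became 16 without HE replicate 1, 17 without HT replicate 1 and 20 without HT replicate 2. The 54 of the methods' test became 35 without HT replicate 1 or HE replicate 3. The count of limma was 61 with quantile normalization, 63 with the authors' values and 19, all higher, without normalization, where the median of all miRNAs moved to 0.65.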

In total 47 miRNAs differed significantly (p<0.05) between gd20 endometrium, and trophoblast isolated from healthy porcine attachment sites (Figure 2A). In healthy gd20 endometrium, 20 miRNAs (*let-7a, let-7c, let-7e, let-7f, let-7g, let-7i, miR-10a, 10b, 21, 23a, 27a, 29a, 29c, 30a-5p, 99a, 125a, 125b, 195, 328*, and *4335*) were elevated and 27 miRNAs (*miR-15b, 16, 17-5p, 18, 19a, 19b, 20, 92a, 103, 106a, 107, 127, 128, 130b, 148b, 184, 214, 299, 320, 323, 378, 382, 411, 423-5p, 505, 532-5p*, and *758*) were decreased when compared to healthy gd20 trophoblast (Material S1: Microarray Heat Maps).

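Of the 47 listed miRNAs 46 were tested, all 46 with the listed direction, and 29 passed an adjusted p under 0.05; miR-184 was not detected in enough samples to be tested. let-7f was 11.5-fold higher in HE (log2 fold change 3.53, standard error 0.32, adjusted p = 6.63e-06), let-7g 5.02-fold and let-7e 3.90-fold. let-7f lay at 12.24 ± 0.06 (SD, n = 3) on the log2 scale in HE and 8.72 ± 0.55 (SD, n = 3) in HT. miR-195, a member of the miR-15/16 family that slows the cell cycle, was 4.93-fold higher (log2 fold change 2.30, standard error 0.37, adjusted p = 0.000437), while miR-16 of the same family had a log2 fold change of -1.39 (standard error 0.35). miR-29a was 4.17-fold higher and miR-21 4.14-fold, with log2 fold changes of 2.06 (standard error 0.32) and 2.05 (standard error 0.52). miR-29c and miR-99a were detected in 3 of 3 HE and 0 of 3 HT samples and were at least 2.93-fold and 3.27-fold higher. In trophoblast, miR-106a (-2.78 (standard error 0.42)), miR-214 (-2.72 (standard error 0.38)), miR-320 (-2.17 (standard error 0.51)) and miR-20 (-1.96 (standard error 0.57)), and outside the list miR-92b-3p (-1.4 (standard error 0.31)), were higher, with the log2 fold change of HE against HT in parentheses. Listed miRNAs that did not pass were miR-10a (1.18), miR-15b (-1.36) and miR-148b (-0.23), among others. The methods' test passed 39 of the listed miRNAs. The HE and HT samples did not overlap for 74 of 168 miRNAs (44.0%, where chance gives 10%). Of the 28 named miRNAs that were called, 14 kept the call whichever sample was left out, among them let-7a, let-7c, let-7f, let-7g, miR-195, miR-29a, miR-29c, miR-21, miR-17-5p, miR-92a, miR-106a and miR-214, and 13 of the other 14 lost it without HE replicate 1. Without normalization miR-16, miR-103 and miR-107 turned to log2 fold changes of 0.43, 0.10 and 0.18.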

**Figure 2:**
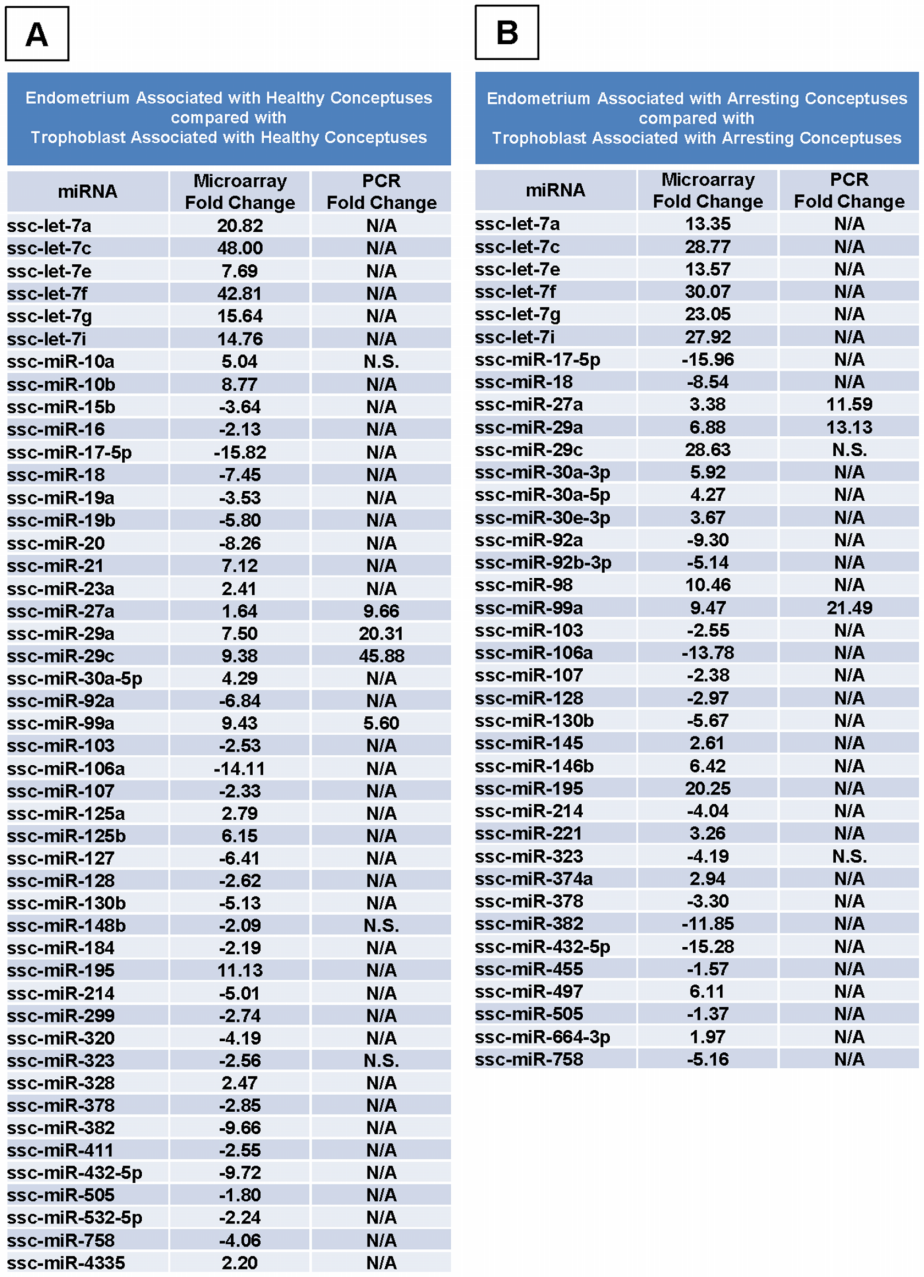
miRNA Expression in Endometrium and Trophoblast. Expression levels of miRNAs detected by microarray which were significantly different (*p*<0.05) between endometrium (n = 3) and trophoblast (n = 3) from isolated from healthy (A) and arresting conceptus attachment sites (B). Real-Time PCR validation was performed for several miRNAs, and significant fold changes are listed for comparison. A positive fold change indicates that the miRNA was elevated in endometrium. A negative fold change indicates a decrease in the miRNA in endometrium. N/A: not assessed, N.S.: not significant.

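At arresting sites the medians of the let-7, miR-29 and miR-30 families were higher in AE than in AT and those of the miR-17-92 clusters and the DLK1-DIO3 cluster lower, with the miR-30 median depending on the normalization. Of the 168 miRNAs tested, 26 were higher in AE, 24 were lower and 118 did not pass an adjusted p under 0.05 from limma. All 7 let-7 members were higher, also when adjusted over the list alone, with let-7f 12.8-fold (log2 fold change 3.68, standard error 0.32, adjusted p = 3.97e-06) and let-7i 8.65-fold (log2 fold change 3.11, standard error 0.45, adjusted p = 0.000120). Of the miR-17-92 clusters and paralogs 5 of 8 were lower (7 when adjusted over the list alone), with miR-92a 17.3-fold (log2 fold change -4.11, standard error 0.39, adjusted p = 7.63e-06) and miR-106a 7.7-fold (log2 fold change -2.94, standard error 0.42, adjusted p = 0.000120). Of the DLK1-DIO3 cluster 6 of 9 were lower (7 over the list alone), with log2 fold changes of -1.92 (standard error 0.31) for miR-432-5p, -1.66 (standard error 0.31) for miR-382 and -1.58 (standard error 0.37) for miR-127. Of the miR-29 family 3 of 3 were higher by either adjustment, with miR-29c 8.71-fold (log2 fold change 3.12, standard error 0.36, adjusted p = 1.91e-05), and of the miR-30 family 5 of 8 by either adjustment, with miR-30a-5p 3.98-fold (log2 fold change 1.99, standard error 0.30, adjusted p = 0.000185). These 5 lists passed camera's test with a preset correlation, at an adjusted p of 8.04e-07 for let-7, 0.000106 for miR-17-92, 0.00591 for DLK1-DIO3 and for miR-29, and 0.0185 for miR-30, whose median alone changed sign, to -0.44 with scaling to the 75th percentile of detected miRNAs. With an estimated correlation the adjusted p = 0.145 for let-7, miR-17-92 and miR-29, 0.209 for DLK1-DIO3 and 0.248 for miR-30. In the miR-99/100, miR-10 and miR-125 families 3 of 7 were higher (4 over the list alone, adjusted p = 0.0546). By the methods' test 45 miRNAs had an unadjusted p under 0.05, 25 higher and 20 lower, and 18 after adjustment of that test. The 45 became 83, of which 72 lower, with scaling to the 75th percentile of detected miRNAs, 22, all higher, without normalization and 26 with a filter at a signal of 500, where limma called 33. With the sow as a fixed block limma called 44. Within the Cy3 samples limma called 17 and within the Cy5 samples 31, in fits chosen after the data had been seen. The count of 50 was 132, of which 119 lower, with scaling to the 75th percentile of detected miRNAs, where the median of all miRNAs moved to -2.14, and 32 when only these 6 samples were fitted.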

In total 38 miRNAs differed significantly (p<0.05) between gd20 endometrium, and trophoblast isolated from arresting porcine attachment sites (Figure 2B). In arresting gd20 endometrium, 21 miRNAs (*let-7a, let-7c, let-7e, let-7f, let-7g, let-7i, miR-27a, 29a, 29c, 30a-3p, 30a-5p, 30e-3p, 98, 99a, 145, 146b, 195, 221, 374a, 497*, and *664-3p*) were elevated and 17 miRNAs (*miR-17-5p, 18, 92a, 92b-3p, 103, 106a, 107, 128, 130b, 214, 323, 378, 382, 432-5p, 455, 505*, and *758*) were decreased when compared to arresting gd20 trophoblast.

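All 38 listed miRNAs were tested and had the listed direction, and 32 passed an adjusted p under 0.05. Among those elevated in AE, let-7c was 12.2-fold higher, let-7g 8.43-fold, let-7e 7.92-fold and let-7a 6.58-fold, with log2 fold changes of 3.61 (standard error 0.40), 3.08 (standard error 0.33), 2.99 (standard error 0.51) and 2.72 (standard error 0.37). miR-195 was 8.93-fold higher (log2 fold change 3.16, standard error 0.37, adjusted p = 2.03e-05) and miR-29a 5.48-fold (log2 fold change 2.46, standard error 0.32, adjusted p = 7.29e-05). miR-99a had a log2 fold change of 2.04 (standard error 0.46) and miR-27a of 1.29 (standard error 0.31). Among those elevated in AT, miR-17-5p was 10.9-fold higher there (log2 fold change -3.44, standard error 0.38, adjusted p = 1.72e-05), and miR-214 had a log2 fold change of -2.82 (standard error 0.38). Outside this list, the log2 fold change of AE against AT was 1.84 (standard error 0.32) for miR-30b-5p, -2.68 (standard error 0.51) for miR-320 and -2.05 (standard error 0.57) for miR-20. miR-323, detected in 0 of 3 AE and 2 of 3 AT samples, was at least 1.69-fold lower in AE. The methods' test passed 33 of the 38. The AE and AT samples did not overlap for 64 of 168 miRNAs (38.1%, where chance gives 10%). Of the 34 named miRNAs that were called, 26 kept the call whichever sample was left out, and miR-4334, miR-335, miR-20, miR-10a, miR-29b, miR-16, miR-15a and miR-107 lost it without AE replicate 3 and, in part, without other samples. Without normalization miR-214, miR-320, miR-16, miR-103 and miR-107 turned to log2 fold changes of 0.63, 0.13, 1.6, 0.42 and 0.46.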

### miRNA Expression by Microarray in Healthy and Arresting Tissues

In total 8 miRNAs differed significantly (p<0.05) between healthy gd20 endometrium, and arresting gd20 endometrium (Figure 3A). 

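Between endometrium of healthy and arresting sites no miRNA passed an adjusted p under 0.05 from limma, while 2, both lower in HE, did with the authors' values on the log2 scale, 2 with quantile normalization and 3 with an intensity trend and robust prior, these also lower. At an unadjusted p under 0.05 limma gave 22 of 168 miRNAs, 5 higher and 17 lower in HE, and the methods' test gave 21, 8 higher and 13 lower. The number and the balance of the latter depended on the scaling, with 83 higher and 3 lower with scaling to the 75th percentile of detected miRNAs, 27 and 12 with scaling to that of all miRNAs, and 0 and 6 without normalization. The smallest adjusted p belonged to miR-374a, from the X-linked FTX locus (adjusted p = 0.101; at least 1.64-fold lower in HE, where it was not detected), and miR-30e-3p (log2 fold change -0.83, standard error 0.20, adjusted p = 0.101). Of the miR-30 family, both arms of a hairpin counted, none of 8 members passed over all miRNAs, while 4 were lower when adjusted over the list alone. Of the miR-29 family none of 3 passed and 2 were lower over the list alone, among them miR-29b, at least 1.42-fold lower in HE, where it was not detected. Of the let-7 family none of 7 passed by either adjustment, and the largest log2 fold changes were -1.86 (standard error 0.63) for miR-98 and -1.11 (standard error 0.45) for let-7i. Of the 12 miRNAs that the paper measured by PCR, some of them chosen from this comparison, none passed and 3 were lower over the list alone. In the miR-99/100, miR-10 and miR-125 families none of 7 passed and 2 were lower over the list alone (camera's adjusted p = 0.0817). As lists, these had lower values in HE by camera's test with a preset correlation, at an adjusted p of 0.00876 for miR-30, 0.0143 for miR-29, 0.0250 for let-7 and 0.0264 for the PCR list. With an estimated correlation the adjusted p = 0.215 for miR-30, miR-29 and the PCR list and 0.677 for let-7. With scaling to the 75th percentile of detected miRNAs, which moved the median of all miRNAs to 1.28, the medians of the miR-30 and PCR lists were 0.27 and 0.39. Across the 168 miRNAs, which are not independent replicates, the log2 fold change of HE against AE rose with the GC content of the miRNA (r = 0.475, rho = 0.459). The miRNAs higher in HE by the methods' test had a mean GC content of 59.2% and those lower 38.6%, against 49.9% for all tested. With the sow as a fixed block limma called 0, and the paired form of the methods' test, with the sow as block, passed 16. Within the Cy3 samples and within the Cy5 samples limma also called 0, in fits chosen after the data had been seen. The 0 calls of limma became 1 without AE replicate 2 and 3 without HE replicate 2, and the 21 of the methods' test became 10 without AE replicate 1 and 12 without HE replicate 3 or AE replicate 3.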

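Of the 8 miRNAs in which healthy and arresting endometrium differ in the paper's list, miR-10a, miR-29c, miR-374b-5p, miR-331-5p and miR-339-3p had an unadjusted p under 0.05 by the methods' test, and none passed an adjusted p under 0.05 from limma. On the log2 scale miR-10a, which lies in a HOX cluster, had a fold change of -1.44 (standard error 0.45) with an adjusted p of 0.175. The change was -0.72 (standard error 0.31) for miR-27a. miR-374b-5p was detected in 0 of 3 HE and 3 of 3 AE samples, which makes it at least 1.40-fold lower in HE. On the other side miR-935, detected in 3 of 3 HE and 1 of 3 AE samples, had a log2 fold change of 0.19 (standard error 0.15). miR-331-5p and miR-339-3p were detected in 2 of 3 HE and 0 of 3 AE samples, and miR-331-5p was at least 1.03-fold higher in HE. More miRNAs were detected in the Cy3 samples (128 to 184) than in the Cy5 samples (72 to 128). HE held 2 Cy3 samples and AE 1, so the higher detection of these miRNAs in HE cannot be told apart from the dye balance. For each of the 8 the HE and AE samples did not overlap, as for 38 of the 168 miRNAs tested (22.6%, where chance gives 10%). The 8 were chosen in the paper from these same arrays. With 3 samples against 3, an exact permutation test cannot give a p under 0.10.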

In healthy gd20 endometrium, 4 miRNAs (*miR-323, 331-5p, 339-3p*, and *935*) were elevated and 4 miRNAs (*miR-10a, 27a, 29c*, and 3*74b-5p*) were decreased when compared to arresting gd20 endometrium. (Material S1: Microarray Heat Maps).

**Figure 3:**
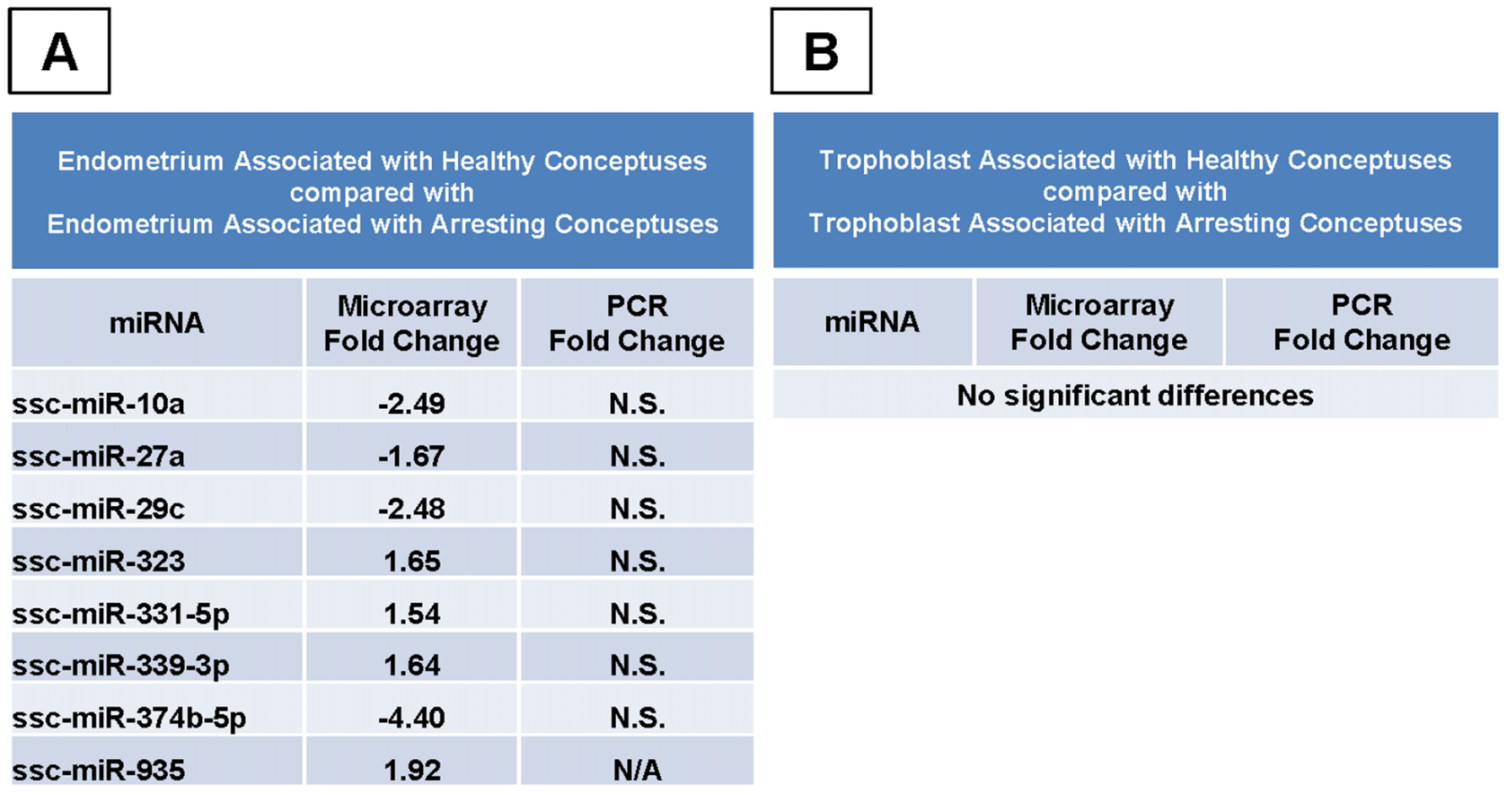
miRNA Expression in Healthy and Arresting Tissues. Expression levels of miRNAs detected by microarray which were significantly different (*p*<0.05) between endometrium from healthy conceptus attachment sites (n = 3) compared to endometrium from arresting attachment sites (n = 3) (A). No miRNAs differed significantly between trophoblast from healthy (n = 3) versus trophoblast from arresting attachment sites (n = 3) (B). Real-Time PCR validation was performed for several miRNAs, and significant fold changes are listed for comparison. A positive fold change indicates that the miRNA was elevated in the endometrium from healthy attachment sites. A negative fold change indicates a decrease in the miRNA in the endometrium from healthy attachment sites as compared to the endometrium from arresting sites. N/A: not assessed, N.S.: not significant.

No significant differences were found between miRNAs isolated from healthy compared to arresting trophoblast (Figure 3B). 

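Trophoblast of healthy and of arresting sites showed no miRNA at an adjusted p under 0.05 from limma, where the smallest adjusted p was 0.997. At an unadjusted p under 0.05 limma gave 1 miRNA, miR-10a, with a log2 fold change of -1.08 (standard error 0.45) and so a lower value in HT, and the methods' test gave 3, all lower, namely miR-181b (-0.32), miR-664-5p and miR-30b-3p, the latter 2 not detected in either group. These 3 were named after their values were seen. With either scaling to the 75th percentile and without normalization the methods' test gave 0, and with the authors' values on the log2 scale 1, higher in HT. The next smallest p belonged to miR-10b (-0.90 (standard error 0.43)), miR-432-5p (-0.61 (standard error 0.31)), miR-382 (-0.58 (standard error 0.31)) and miR-451 (2.55 (standard error 1.36)), a red blood cell miRNA, by their log2 fold changes. No member of any list passed, over all miRNAs or over the list alone. As lists, the stromal cluster of miR-199 and miR-214 (adjusted p = 0.00150) and the smooth muscle miRNAs (adjusted p = 0.0184) were higher in HT, and the miR-99/100, miR-10 and miR-125 families (adjusted p = 0.0184) were lower, by camera's test with a preset correlation. With an estimated correlation the adjusted p = 0.551 for the stromal and smooth muscle lists and 0.689 for the miR-99/100 list. The medians were 0.45, 0.53 and -0.52, with members such as miR-214 at 0.58 and miR-145 at 0.64. The HT and AT samples did not overlap for 5 of 168 miRNAs (2.98%, where chance gives 10%). With the sow as a fixed block, within the Cy3 samples and within the Cy5 samples limma called 0, the last 2 in fits chosen after the data had been seen, and the paired form of the methods' test, with the sow as block, passed 5. The list calls fell from 3 to 1 without HT replicate 1 or HT replicate 2 and to 0 without AT replicate 3, where the median of the miR-99/100 list was 0.08, and the 3 miRNAs of the methods' test became 7 without AT replicate 1.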

Healthy trophoblast expressed 1 miRNA, *miR-148b*, which approached significance (p<0.10), at a higher level than arresting trophoblast.

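miR-148b, a relative of miR-148a, lay near the detection limit, at 7.16 ± 0.04 (SD, n = 3) on the log2 scale in HT and 7.1 ± 0.18 (SD, n = 3) in AT, and was detected in 2 of 3 HT and 1 of 3 AT samples. Its log2 fold change of 0.06 (standard error 0.18) was within the spread of the samples, and an exact permutation test of 3 samples against 3 cannot go below p = 0.10. With the authors' values the log2 fold change was 0.99, and with plain background subtraction it was -0.12.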

### Validation of miRNA by Real-Time PCR

The expression levels of 12 miRNAs (*miR-10a*, *27a*, *29a*, *29c*, *30b-5p*, *99a*, *148a*, *148b*, *323*, *331-5p*, *339-3p*, and *374b-5p*) were measured in all samples by Real-Time PCR to validate microarray results (Figure 4). Three of the 12 miRNAs (*miR-27a*, *29c*, and *148a*) could not be positively identified by sequencing. The primers were purchased commercially, gave single melting peaks of comparable temperatures to the other miRNAs tested, and were the approximate product size expected, indicating that the primer pairs were isolating the correct products.

**Figure 4:**
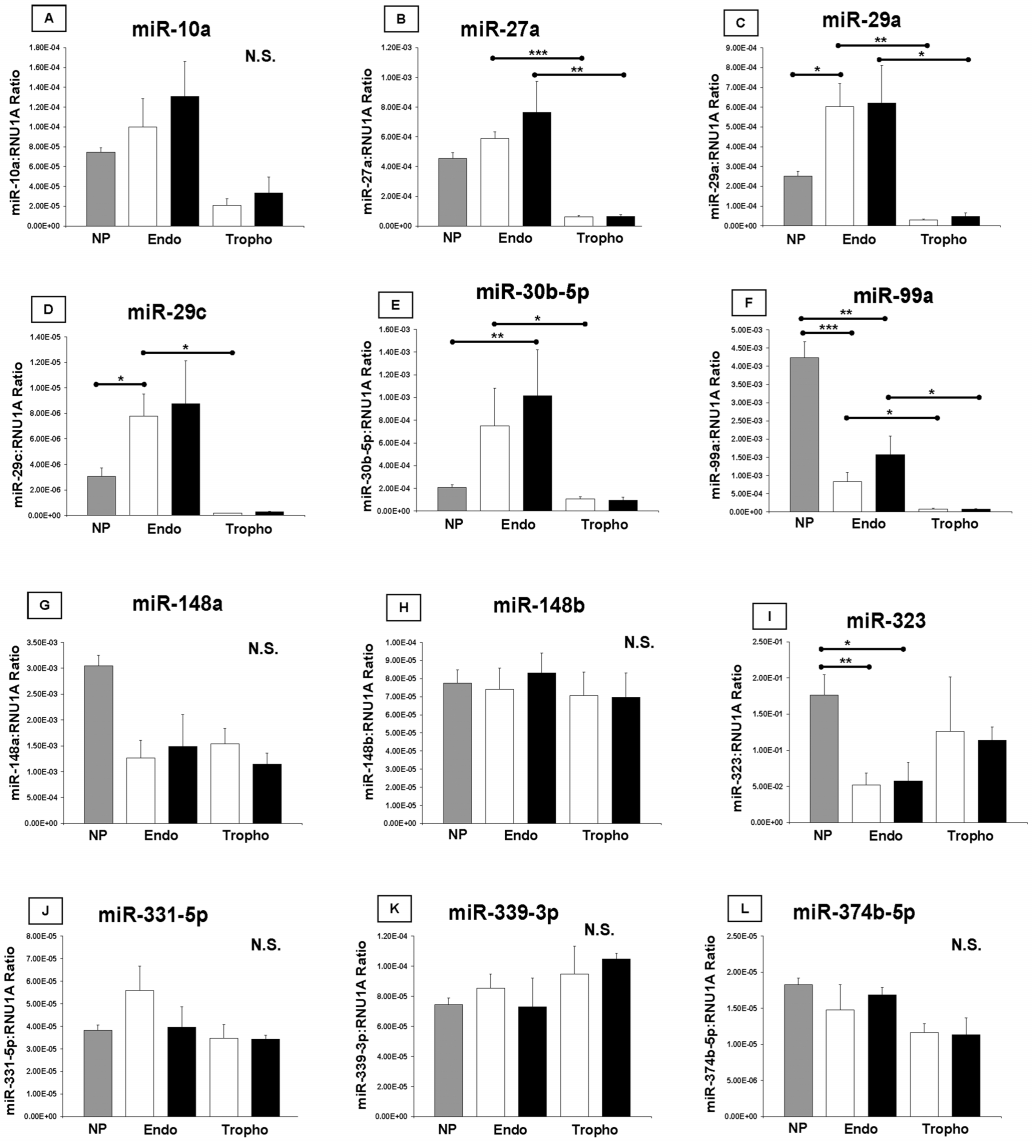
Validation of microarray results by Real-Time PCR. Twelve miRNAs were selected for Real-Time PCR validation of significant differences seen by microarray. Relative quantification against the control gene RNU1A was performed for all miRNAs. For each gene, non-pregnant endometrium (NP, n = 4) vs. endometrium associated with healthy conceptus attachment sites (HE, n = 3), NP vs. endometrium associated with arresting conceptus attachment sites (AE n = 3), HE vs. trophoblast associated with healthy conceptus attachment sites (HT, n = 3), AE vs. trophoblast associated with arresting conceptus attachment sites (AT, n = 3), HE vs. AE, and HT vs. AT were compared by t-test to mirror the statistical comparisons made with the microarray data. Bars on the graphs represent the mean plus the SEM. Grey bars indicate non-pregnant endometrium. White bars indicate tissues from healthy conceptus attachment sites. Black bars indicate tissues from arresting conceptus attachment sites. Statistical analyses revealed the power of the t-tests to be low, and this may have muted some differences between the tissues. Endo: endometrium, NP: non-pregnant endometrium, N.S.: not significant, Tropho: trophoblast.

### miRNA Transcripts by Real-Time PCR during Porcine Pregnancy

Of the 29 significant differences observed by microarray in miRNA transcripts compared between non-pregnant endometrium and healthy endometrium, 7 miRNAs (*miR-27a*, *29a*, *30b-5p*, *99a*, 1*48a*, *323*, and *374b-5p*) were assessed by Real-Time PCR. Of these, 2 (*miR-29a*, *99a*) followed the differences seen by microarray in direction and magnitude (p<0.05), 1 (*miR-323*) opposed results seen by microarray (p<0.05), and no significant differences were observed for the remaining miRNAs. Array and PCR results are compared in Figure 1A.

Of the 21 significant differences observed by microarray in miRNA transcripts compared between non-pregnant endometrium and arresting endometrium, 8 miRNAs (*miR-27a*, *29a*, *29c*, *30b-5p*, *99a*, *148a*, *331-5p*, and *339-3p*) were assessed by Real-Time PCR. Of these, 2 (*miR-30b-5p*, *99a*) were found to mirror microarray results in direction and magnitude (p<0.05). The remainder were not statistically different between these tissues. Array and PCR results are compared in Figure 1B.

### miRNA Transcripts by Real-Time PCR between Endometrium and Trophoblast

Of the 47 significant differences observed by microarray in miRNA transcripts between healthy endometrium and healthy trophoblast, 7 miRNAs (*miR-10a*, *27a*, *29a*, *29c*, *99a*, *148b*, and *323*) were assessed by Real-Time PCR. Of these, 4 (*miR-27a*, *29a*, *29c*, *99a*) were confirmed to be significantly elevated in healthy endometrium than healthy trophoblast. Microarray and PCR results are compared in Figure 2A.

Of the 38 significant differences observed by microarray in miRNA transcripts between arresting endometrium and arresting trophoblast, 5 (*miR-27a*, *29a*, *29c*, *99a*, and *323*) were assessed by Real-Time PCR. Of these 5 genes, 3 (*miR-27a*, *29a*, *99a*) followed the microarray results in direction, but were greater in magnitude (p<0.05). *miR-29c* and *323* did not differ statistically. Microarray and PCR results are compared in Figure 2B.

### miRNA Transcripts by Real-Time PCR between Healthy and Arresting Tissues

Of the 8 significant differences observed by microarray between healthy endometrium and arresting endometrium, 7 miRNAs (*miR-10a*, *27a*, *29c*, *323*, *331-5p*, *339-3p*, and *374b-5p*) were assessed by Real-Time PCR but the results could not be validated. Microarray and PCR results are compared in Figure 3A.

While no significant differences were observed by microarray between healthy and arresting trophoblast, *miR-148b* verged on significance (p<0.10), and was assessed by Real-Time PCR but the results did not significantly differ.

### Assessment of Putative miRNA Target Genes by Real-Time PCR

Several lists of putative mRNA targets for the miRNAs which differed between tissues were generated using stringent prediction parameters as described in Methods (Material S2: Putative miRNA Targets).

The expression level of 11 putative target genes (5 validated, and 6 predicted; *AhR*, *CCNG1*, *CDC42*, *DNMT3A*, *FADD*, *FOXO1*, *GPR37*, *IFI30*, *MMD*, *USF2*, and *USP46*) of the miRNAs which were demonstrated to be significantly elevated in arresting endometrium compared to healthy endometrium by microarray were measured by Real-Time PCR (Figure 5). A decrease in each mRNA was expected in arresting endometrium compared to healthy endometrium as miRNAs post-transcriptionally regulate their targets by binding and degrading them. While no significant differences in transcript numbers were observed between the tissues, 9 of 11 genes assessed followed the expected trend of lowered transcript numbers in arresting endometrium.

**Figure 5:**
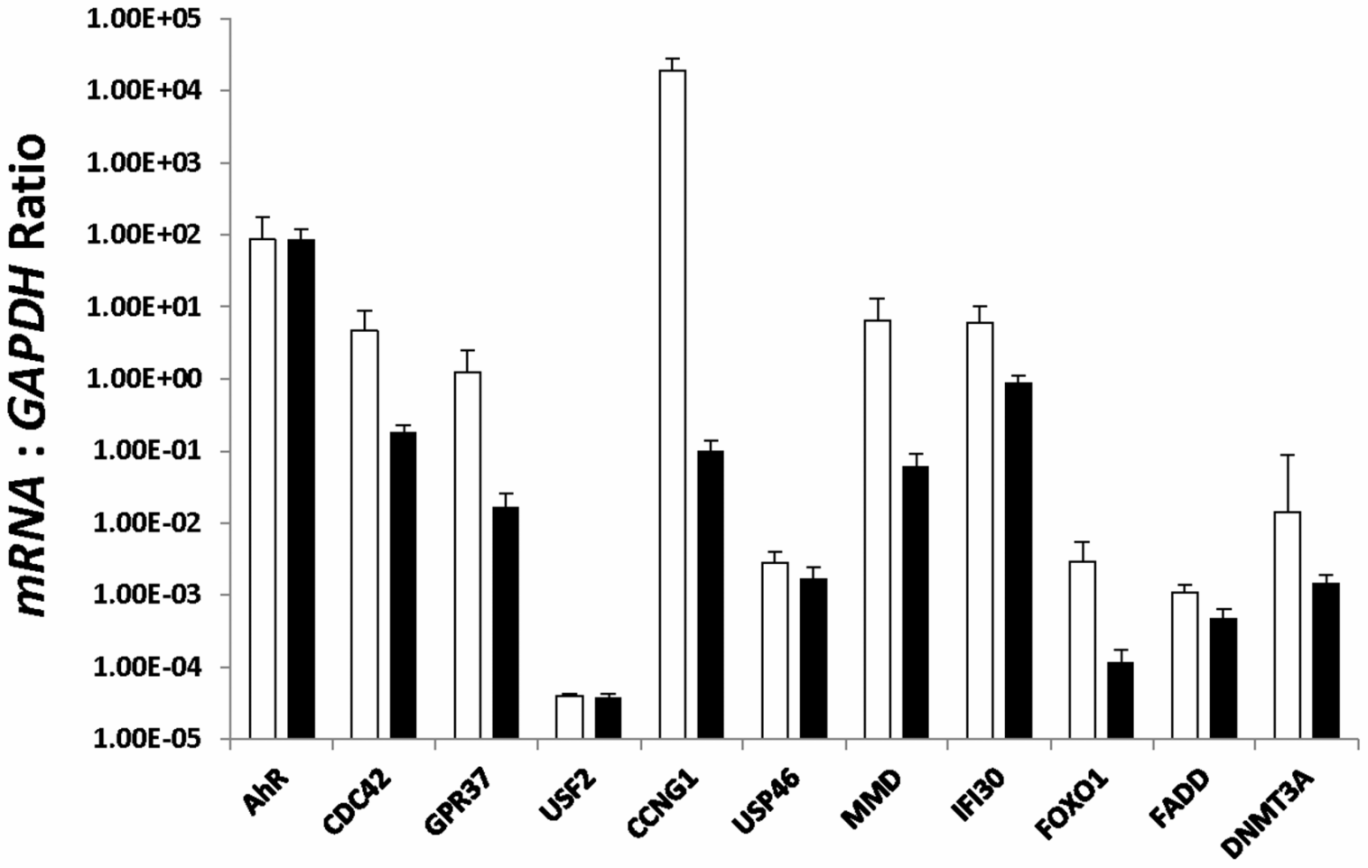
Assessment of Putative miRNA Target Genes by Real-Time PCR. Eleven mRNA targets of the miRNAs that were significantly elevated in arresting as compared to healthy endometrium in the microarray experiment were selected for quantification by Real-Time PCR. Each mRNA was relatively quantified against the control gene GAPDH. As miRNAs negatively regulate their mRNA targets, a decrease in mRNA transcripts in endometrium from arresting conceptus attachment sites was expected. Endometrium from healthy attachment sites (white bars, n = 6) was compared to endometrium from arresting sites (black bars, n = 6) by t-test. Bars on the graphs represent the mean plus the SEM. Data is presented on a logarithmic scale to display all genes on one graph. No statistically significant differences were observed, however each of the 11 mRNAs quantified was decreased in arresting endometrium. Statistical analyses revealed the power of the t-tests to be low, and this may have muted differences between the tissues.

### Functional Clustering of Putative Target mRNAs

Functional clustering was used to group genes within the list based on their co-associations and function. The complete list is found in Material S3: Functional Annotation Clusters of Target mRNAs. The top ten functional clusters which would be affected by the differences in miRNAs as observed by microarray are summarized in Figure 6. The bars indicate the proportion of genes in the top ten list related to that cluster. Extracellular matrix factors were at the top of the list of genes which would be increased in non-pregnant endometrium when compared to pregnant endometrium, regardless of whether the endometrium was associated with a healthy (Figure 6A) or arresting conceptus (Figure 6C). Nuclear transcription factor regulation topped the list of genes when endometrium from healthy conceptus attachment sites was compared to non-pregnant endometrium (Figure 6B), whereas neuronal differentiation was the top cluster when endometrium associated with arresting conceptuses was compared to non-pregnant endometrium (Figure 6D). In endometrium from healthy conceptus attachment sites, blood vessel development/angiogenesis was the top functional cluster when compared to trophoblast from the same attachment site (Figure 6E). Neuronal differentiation was found to be the top cluster represented in the trophoblast from healthy conceptus attachment sites when compared to the endometrium from these sites (Figure 6F). Endometrium from arresting conceptus attachment sites had neuronal projection (axonal) at the top of the list of clusters when compared to trophoblast isolated from arresting conceptus attachment sites (Figure 6G); whereas collagen was the most represented group in trophoblast associated with arresting attachment sites, as compared to endometrium from these same sites (Figure 6H). Finally, extracellular matrix factors were highly represented when endometrium from healthy conceptus attachment sites was compared to endometrium from arresting littermate attachment sites (Figure 6I). Endometrium from arresting conceptus attachment sites had a large representation of GRAM domain genes when compared to the endometrium associated with healthy littermates (Figure 6J). The methodology for this study is summarized in Figure 7.

**Figure 6:**
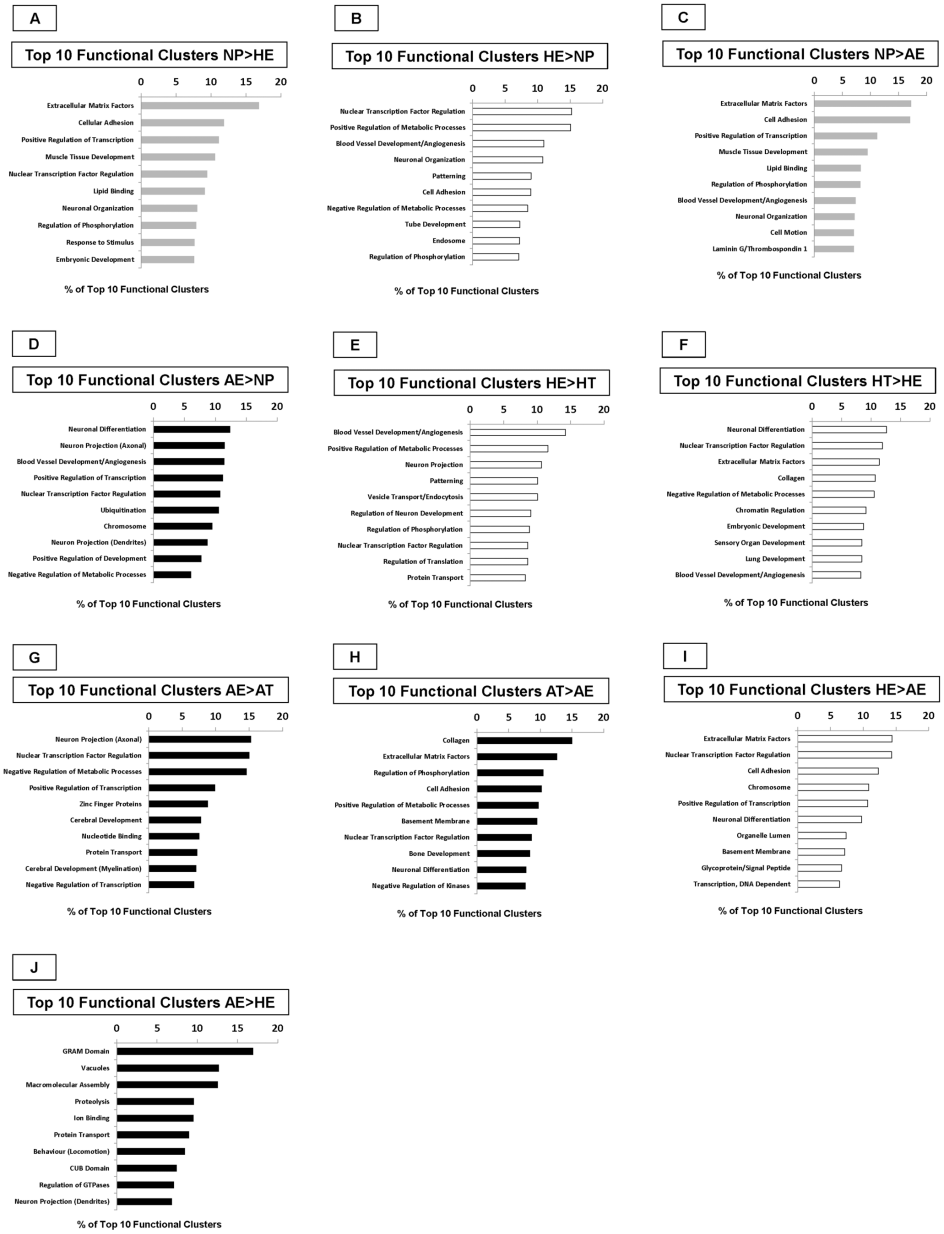
Functional Clustering of mRNA Target Genes. DAVID software was used to create groupings by gene function for the putative mRNA targets. The top ten clusters for each tissue comparison are listed as a percentage of the top ten by enrichment score. The list represents the gene families which may be increased in one tissue over the other because of the differential expression of miRNAs which was seen by microarray. A comparison of the top ten clusters in (A) non-pregnant endometrium (NP) and (B) endometrium from healthy attachment sites (HE), (C) NP and endometrium from arresting attachment (D) sites (AE), (E) HE and trophoblast (F) from healthy conceptus attachment sites (HT), (G) AE and trophoblast (H) from arresting conceptus attachment sites (AT), and (I) HE and (J) AE. There were no significant differences in miRNAs found between HT and AT, thus there are no mRNA target gene clusters for these tissues. Grey bars indicate non-pregnant endometrium. White bars indicate tissues from healthy attachment sites. Black bars indicate tissues from arresting attachment sites. AE: arresting endometrium, AT: arresting trophoblast, HE: healthy endometrium, HT: healthy trophoblast, NP: non-pregnant endometrium.

**Figure 7:**
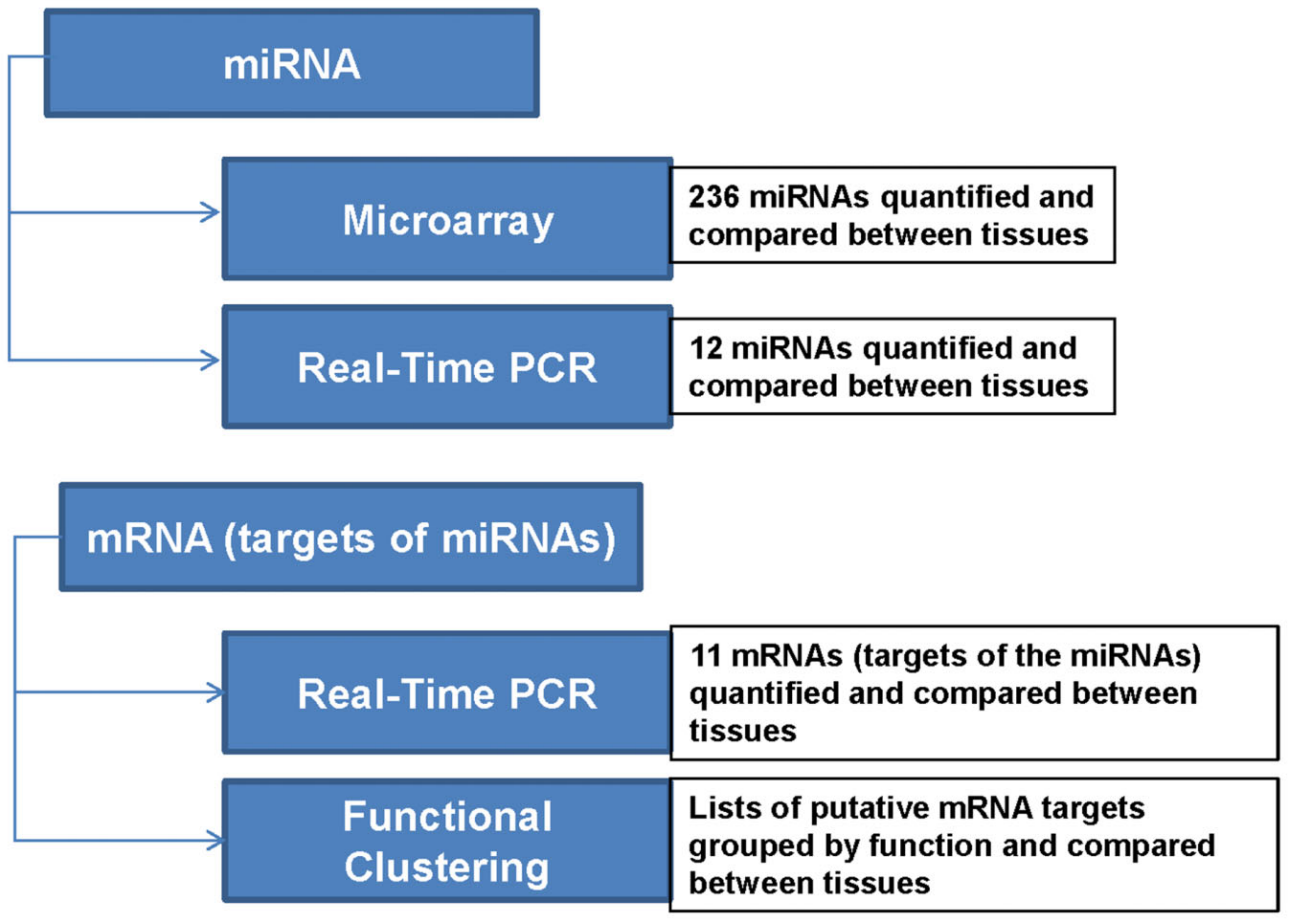
Flowchart outlining Experimental Methodology. First, 236 pig-specific miRNAs were assessed by microarray and comparisons between gestation day 20 tissues were made. Second, Real-Time PCR was used to validate several of the significant differences seen by microarray. Third, select mRNA targets of the miRNAs were assessed by Real-Time PCR. Finally, all putative targets were clustered by function to infer which cellular processes and pathways would be affected by the differential expression of miRNAs between gestational tissues. For all experiments the statistical comparisons made were non-pregnant endometrium (NP) vs. endometrium associated with healthy conceptus attachment sites (HE), NP vs. endometrium associated with arresting conceptus attachment sites (AE), HE vs. trophoblast associated with healthy conceptus attachment sites (HT), AE vs. trophoblast associated with arresting conceptus attachment sites (AT), HE vs. AE, and HT vs. AT.

## Discussion

Until recently, small non-coding RNAs were thought to serve no biological purpose, that they were a form of ‘waste’. It is now known that the miRNA system is a vast regulatory network of cellular processes, and that one miRNA can post-transcriptionally silence thousands of mRNA targets [1]. It should come as no surprise then that there are differences in miRNAs found at the ever changing maternal-fetal interface. Here, we have shown that: 1) miRNAs are expressed during early porcine pregnancy, 2) significant differences exist in the miRNA populations found in the various tissues at the maternal-fetal interface, and 3) the endometrium associated with healthy conceptuses does differ from the endometrium associated with arresting conceptuses.

First, non-pregnant endometrium was compared with endometrium from both healthy and arresting conceptus attachment sites in order to gain insight into which miRNAs are important during pregnancy. Several miRNAs which differed between non-pregnant endometrium and endometrium associated with healthy conceptuses also populated the list of miRNAs which differed between non-pregnant endometrium and endometrium associated with arresting conceptuses (Figure 1A, 1B). 

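The 13 miRNAs that differ from non-pregnant endometrium in both lists of the paper, among them miR-100, miR-205, miR-99a, miR-148a, miR-27a, miR-21, miR-29a and miR-30d, all had the same direction against healthy and against arresting gd20 endometrium. Their log2 fold changes differed between the 2 comparisons by a median of 0.36 and by at most 0.82. The paper chose these miRNAs from the same arrays, so this agreement repeats its observation and is not independent support. At an adjusted p under 0.05 from limma, miR-100, miR-181d-5p and miR-205 were higher in NP in both comparisons, and miR-29a, miR-30a-5p, miR-30d and miR-425-5p were lower in both. No miRNA was called in opposite directions. Across the 168 miRNAs the log2 fold changes of NP against HE and NP against AE had r = 0.736 and rho = 0.721, and 75.6% had the same sign. The comparisons share the 4 NP samples, and HE and AE come from the same 3 sows, with correlations of 0.427 to 0.476 between a sow's 2 deviations from the group means. In 1000 simulations with unchanged groups that shared the NP samples but had no pairing of HE and AE by sow, r had a mean of 0.426 (0.189 to 0.633, with 2.5% of the simulations beyond either end) and 64.1% of miRNAs shared the sign. With the NP samples divided 2 and 2 between the comparisons, in 6 ways, r was 0.427 to 0.656. With the authors' values r was 0.604, and without AE replicate 2 it was 0.617.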

All followed the same direction of change, and they were similar in magnitude. This indicates that these miRNAs are important for pregnancy, and that the genes and pathways they regulate are involved in processes not related to fetal loss. 

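Of the endometrial groups, miR-29a, a miRNA of both lists, had its highest mean in AE, at 11.56 ± 0.26 (SD, n = 3) on the log2 scale, against 10.18 ± 0.35 (SD, n = 4) in NP and 11.27 ± 0.42 (SD, n = 3) in HE. miR-205 was highest in NP, at 8.68 ± 0.53 (SD, n = 4), against 7.51 ± 0.27 (SD, n = 3) in HE and 7.18 ± 0.05 (SD, n = 3) in AE. From the shared direction and magnitude, the paper infers that these miRNAs matter for pregnancy. It places the genes and pathways under their control in processes unrelated to fetal loss.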

Quantitative Real-Time PCR results confirmed the microarray findings for several of the miRNAs. Only one miRNA, *miR-323*, was found to have the opposite direction of fold change by PCR when compared to microarray data. Functional clustering was used to predict which groups of genes might be affected by the different populations of miRNAs between non-pregnant and pregnant endometrium. The top functional clusters increased in non-pregnant endometrium (Figure 6A, 6C) were very similar, regardless of whether they were compared to the endometrium associated with healthy or arresting conceptuses. The top five groups between these lists were identical whereas the groups of genes increased in endometrium associated with healthy conceptuses were similar yet different from those increased in endometrium associated with arresting conceptuses when each list was compared to the non-pregnant state. Many of the same groups of genes were found in both lists; however, their order of priority or rank was altered. Positive regulation of transcription ranked higher in endometrium from healthy sites than from arresting sites when each was compared to non-pregnant endometrium. The list of genes in the endometrium from arresting conceptus attachment sites included ubiquitination within its top ten clusters, indicating that degradation of proteins was a priority in this tissue where the attached conceptus was arrested. The similarities between the lists in Figure 6A and 6C indicate which miRNAs and target networks are important in the physiological state of pregnancy, and the miRNAs which are unique to each list merit further attention for their potential role in pregnancy success.

Second, we sought to determine the miRNA expression patterns that define endometrium and trophoblast. Each is a distinct tissue, with endometrium being entirely maternal in origin, and trophoblast being fetal in origin, and thus hemi-allogeneic to its mother. The similarities and differences in miRNA expression between these two tissues were compared to determine which cellular processes were of a higher priority in mother compared with her offspring. Again, several miRNAs were found in both lists (Figure 2A, 2B) regardless of the health status of the offspring. 

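The 26 miRNAs that differ between endometrium and trophoblast in both lists of the paper, among them 6 let-7 members, miR-195, miR-29a, miR-29c, miR-17-5p, miR-92a, miR-106a, miR-214 and miR-382, all had the same direction at healthy and at arresting sites. Their log2 fold changes differed between sites by a median of 0.32 and by at most 1.36, the latter for miR-29c, which was not detected in HT. As these 26 were chosen in the paper from the same arrays, their agreement is not independent support. At an adjusted p under 0.05 from limma, 15 miRNAs were higher in endometrium at both sites, and 17 were lower at both. The former included let-7a, let-7c, let-7e, let-7f, let-7g, let-7i and miR-10b, and the latter miR-103, miR-107, miR-127 and miR-16. None was called in opposite directions. Across the 168 miRNAs the log2 fold changes at the 2 sites had r = 0.912 and rho = 0.845, 86.9% had the same sign, and the slope of the arresting on the healthy site was 1.06. The comparisons share no sample, but they share the 3 sows. In a test of the difference between the sites itself, the interaction of tissue and site status in limma, no miRNA passed an adjusted p under 0.05, and 5 had an unadjusted p under 0.05, namely miR-374a, miR-30e-3p, miR-29b, miR-29c and miR-30a-3p. The smallest adjusted p was 0.743.

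**Figure D2:**
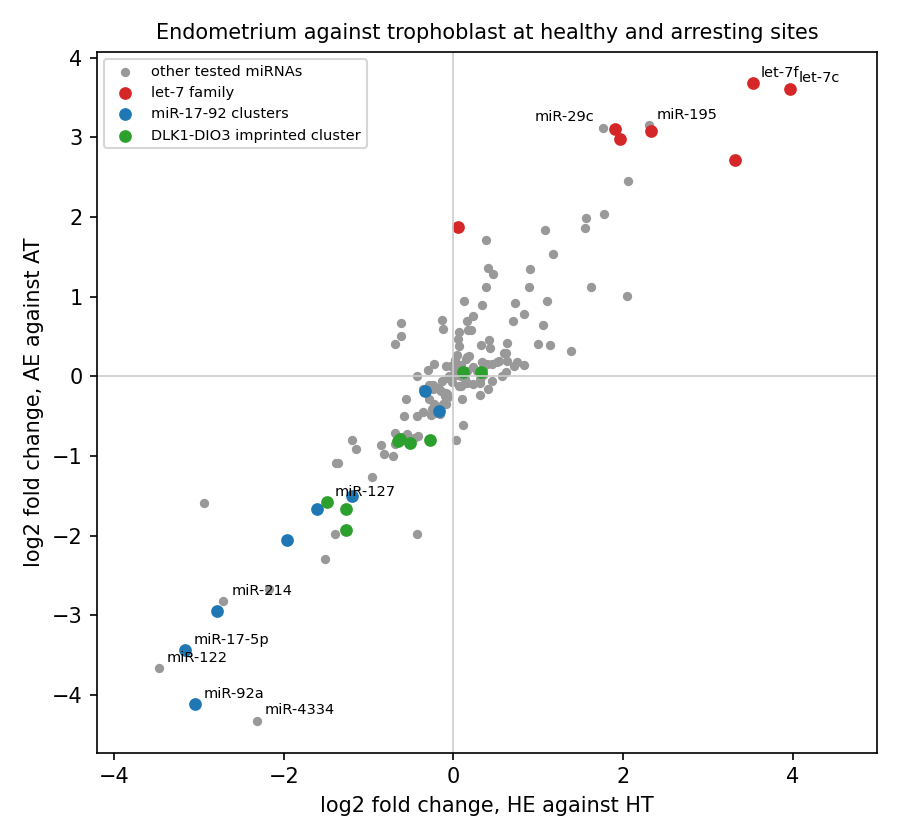
Log2 fold change of endometrium against trophoblast at healthy sites (horizontal axis) and at arresting sites (vertical axis) for the 168 miRNAs tested. Points are miRNAs, with the let-7 family, the miR-17-92 clusters and the DLK1-DIO3 cluster coloured; let-7 members lie towards the upper right, except miR-98 at 0.06 on the horizontal axis, and miR-17-5p and miR-92a at the lower left.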

All of the miRNAs which overlapped between lists followed the same direction of change, and in most cases the magnitude was similar. These miRNAs represent part of the fundamental molecular characteristics of maternal and fetal tissue. 

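let-7a illustrates the contrast of tissues, at 13.10 ± 0.63 (SD, n = 3) on the log2 scale in HE and 13.02 ± 0.06 (SD, n = 3) in AE against 9.78 ± 0.53 (SD, n = 3) in HT and 10.30 ± 0.61 (SD, n = 3) in AT. miR-92a had the reverse order, at 10.48 ± 0.48 (SD, n = 3) in HE and 9.87 ± 0.16 (SD, n = 3) in AE against 13.52 ± 0.15 (SD, n = 3) in HT and 13.98 ± 1.03 (SD, n = 3) in AT. The median of the let-7 family exceeded that of the miR-17-92 clusters by 4.11 at healthy and 4.93 at arresting sites. The paper states that these miRNAs form part of the basic molecular character of maternal and fetal tissue.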

When healthy endometrium and trophoblast were compared, the top ten functional gene clusters revealed blood vessel development/angiogenesis as the primary cluster in endometrium (Figure 6E) and neuronal differentiation as the primary cluster in trophoblast (Figure 6F). When functional clusters were compared between tissues associated with arresting conceptus attachment sites (Figure 6G), a shift in priority towards processes such as negative regulation of metabolic processes, zinc finger proteins, protein transport, and negative regulation of transcription, which likely contribute to fetal arrest or resorption, was observed in the endometrium. Angiogenesis was not included in the top functional clusters of the arresting endometrium, further supporting our previous work where the endometrium associated with arresting conceptuses lacked angiogenic factors when compared to endometrium associated with healthy littermates [19]–[21], [24].

Third, the miRNA differences between tissues associated with healthy and arresting conceptuses were directly compared, yielding a list of eight miRs which were significantly different between endometrium isolated from a healthy conceptus attachment site endometrium from an arresting conceptus attachment site (Figure 3A). This is the first report of the association between *miR-10a*, *27a*, *29c*, *323*, *331-5p*, *339-3p*, *374-5p*, and *935* and spontaneous fetal arrest. A major interest in miRNA research is the identification of disease biomarkers. It has been shown *in vitro* that trophoblast miRNAs are excreted via exosomes and that the *in vivo* isolation of placenta-specific miRNAs is possible from the maternal circulation [33]. Additionally, another recent report cites *miR-323-3p* as a circulating biomarker of ectopic pregnancy in humans [34]. 

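miR-323, of the imprinted DLK1-DIO3 cluster, lay near the detection limit in endometrium, at 7.05 ± 0.03 (SD, n = 3) on the log2 scale in HE, where 2 of 3 samples exceeded the limit, and 6.87 ± 0.14 (SD, n = 3) in AE, where none did. It was at least 1.07-fold higher in HE, with an adjusted p of 0.825 from limma. In NP it lay at 6.78 ± 0.20 (SD, n = 4). Between trophoblast of healthy and arresting sites it had a log2 fold change of -0.15 (standard error 0.23). More miRNAs passed the limit in Cy3 than in Cy5 samples, and HE held 2 Cy3 samples against 1 in AE.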

Our results support the dysregulation of *miR-323* in abnormal conceptus attachment sites and nominate 7 other miRNAs to be further explored as biomarkers of fetal health. To further support our results, *miR-10a* has been linked to the regulation of inflammation in endothelial cells [35], litter size in pigs was negatively associated with a single nucleotide polymorphism (SNP) in *miR-27a* expression [36], and *miR-29c* suppressed migration, invasion, and metastasis in nasopharyngeal carcinoma [37], [38]. 

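miR-29c, which represses collagens, lay at 10.42 ± 0.41 (SD, n = 3) on the log2 scale in AE and 9.10 ± 0.18 (SD, n = 3) in HE. The log2 fold change of HE against AE was -1.32 (standard error 0.36), higher in AE in 3 of 3 samples than in every HE sample, with an adjusted p of 0.107 from limma. In trophoblast the miRNA lay at 7.34 ± 0.52 (SD, n = 3) in HT and 7.29 ± 0.79 (SD, n = 3) in AT, and the interaction of tissue and site status had an adjusted p of 0.743.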

In our study, expression of *miR-29c* was elevated in arresting endometrium as compared to healthy. Perhaps trophoblast attachment to the uterine lining was negatively affected by this difference. While none of the changes in our study which were seen by microarray were replicated by PCR, the magnitude of the differences were relatively small. The literature suggests that correlations between microarray and PCR data increased as the magnitude of the fold change increased, and that degrees of change less than two-fold correlated infrequently compared to those above two-fold [39], [40]. 

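The folds between healthy and arresting endometrium were 2.71 for miR-10a and 2.5 for miR-29c, both higher in AE, 1.65 for miR-27a, higher in AE, and 1.14 for miR-935, higher in HE. The standard error on the log2 scale ran from 0.15 for miR-935 to 0.45 for miR-10a. miR-374b-5p was under the detection limit in HE, and miR-323 and miR-331-5p were under it in AE, so that their folds have only a lower limit, which was 1.03 for miR-331-5p. For miR-339-3p, under the limit in AE and near it in HE, no fold can be given.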

All but three of the fold changes observed in our data were below two-fold changes, and this may explain the PCR results. Additionally, our sample number for PCR validation of the miRNA microarray was only three (HE, AE, HT, AT) or four (NP) per group, and statistical analyses indicated the power of the t-tests to be lower than desired. No additional samples where miRNA had been extracted from the tissues were available for this study.

In order to better understand the functional implications of the differences in miRNAs between healthy and arresting endometrium 11 of the putative mRNA targets for these miRNAs were quantified by Real-Time PCR. The genes were targets of miRNAs which were elevated in arresting endometrium as compared to healthy. As miRNAs post-transcriptionally silence their targets, a lower level of mRNA transcripts was expected for all 11 genes. Although no significant differences were seen, all of the genes were depressed in arresting endometrium. Again the statistical power of these tests was sub-optimal, suggesting that differences in transcript levels may be present. Not surprisingly, when the putative mRNA targets were functionally clustered it was revealed that endometrium associated with arresting attachment sites had a distinct order to its list of molecular priorities, and that it included vacuoles, proteolysis, and protein transport. No overlap between the top ten functional clusters was observed between endometrium from healthy attachment sites versus endometrium from an arresting littermate attachment site.

When miRNAs were compared between fetal trophoblast from healthy and arresting attachment sites, no significant differences in any of the 236 miRNAs probed were seen by microarray. This, in addition to our previous work where much of the molecular dysregulation observed at the maternal-fetal interface during spontaneous arrest occurred on the maternal side [19]–[21], [23], [24], and the work of others where the majority of arresting embryos were identified as genetically normal [41], strongly suggests a maternal initiation of conceptus arrest. 

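Of the miRNAs with the smallest p in the interaction of tissue and site status, miR-30a-3p, named after its values were seen, differed between sites by -1.04 (standard error 0.31) in endometrium and -0.09 (standard error 0.31) in trophoblast on the log2 scale. miR-374a was detected in 3 of 3 AE samples and in no HE, HT or AT sample. miR-10a was lower at healthy sites in both tissues and did not pass the adjusted test in either. From the absence of differences in trophoblast, with earlier work on the maternal side and the work of others that found most such embryos genetically normal, the paper proposes that conceptus arrest starts on the maternal side.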

The triggers remain unknown.

Finally, we are only just beginning to understand the complex web of translational regulation by miRNAs. Here presented is a unique perspective on the miRNA networks found at the maternal-fetal interface, in a species where the independent isolation of fetal and maternal tissues is possible, and where a direct comparison between littermate siblings can be made to determine which factors are key elements that participate in spontaneous fetal loss. We have listed miRNAs which are expressed during early porcine pregnancy, found significant differences in the miRNA populations between maternal and fetal tissue, and implicated the maternal expression of *miR-10a, 27a, 29c, 323, 331-5p, 339-3p, 374b-5p*, and *935* in spontaneous loss during early gestation.

## Supporting Information

Material S1 **Microarray Heat Maps.** Heat maps for microarray comparisons of miRNAs during pregnancy, between endometrium and trophoblast, and between healthy and arresting tissues. AE: arresting endometrium, AT: arresting trophoblast, HE: healthy endometrium, HT: healthy trophoblast, NP: non-pregnant endometrium.
(PDF)

Material S2 **Putative miRNA Targets.** A list of mRNA targets predicted by 6 of 11 target prediction algorithms. Human homologs of the porcine miRNAs which were found to differ by microarray are listed along side of their validated and predicted targets, NCBI RefSeqs, and a description of the gene. N/A indicates that the miRNA was not found in the miRecords database, whereas ‘0 validated interactions’ or ‘0 predicted interactions’ indicates that the miRNA was included in the database, but did not have any targets predicted by 6 of 11 algorithms. Targets for miR-331-5p, 339-3p, and 935 were predicted using only 4 of 11 programs. AE: arresting endometrium, AT: arresting trophoblast, HE: healthy endometrium, HT: healthy trophoblast, NP: non-pregnant endometrium.
(XLS)

Material S3 **Functional Annotation Clusters of Target mRNAs.** Lists of putative mRNA target genes clustered by function and listed by enrichment score over the human genome as a background. AE: arresting endometrium, AT: arresting trophoblast, HE: healthy endometrium, HT: healthy trophoblast, NP: non-pregnant endometrium.
(XLS)

Material S4 **Functional Classifications of Target mRNAs.** Gene lists of putative mRNA targets grouped and ranked according to the number of times functionally related genes were represented within each list. Gd: gestation day.
(DOC)

Material S5 **Functional Annotation Charts of Target mRNAs.** Charts of mRNA targets listing the magnitude of enrichment of the genes in the submitted lists compared to the human genome as a background. AE: arresting endometrium, AT: arresting trophoblast, HE: healthy endometrium, HT: healthy trophoblast, NP: non-pregnant endometrium.
(XLS)

# Supplementary material for: The MicroRNAome of Pregnancy: Deciphering miRNA Networks at the Maternal-Fetal Interface
**Source:** PLoS One. 2013 Nov 22;8(11):e72264. doi: 10.1371/journal.pone.0072264

1. Clustering graph of all miRNAs with signal intensity > 32 (Endometrium associated with arresting conceptuses (AE) and Endometrium associated with healthy conceptuses (HE))

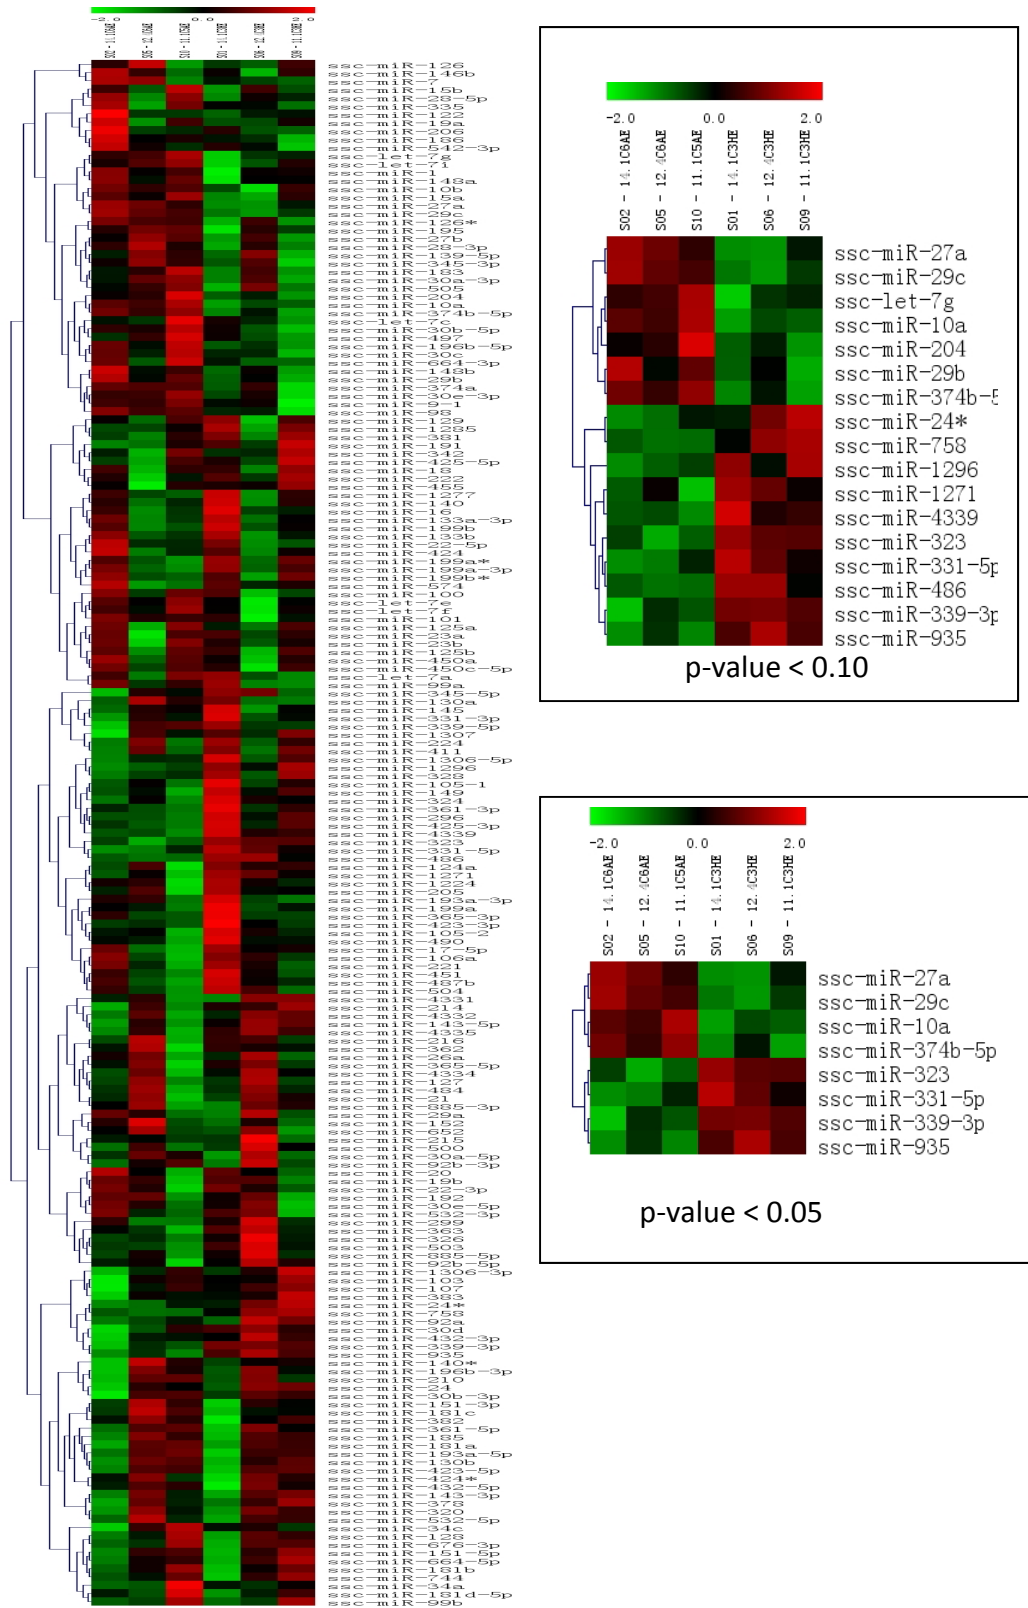

2. Clustering graph of all miRNAs with signal intensity > 32 (Endometrium from nonpregnant animals (NP) and Endometrium associated with healthy conceptuses (HE))

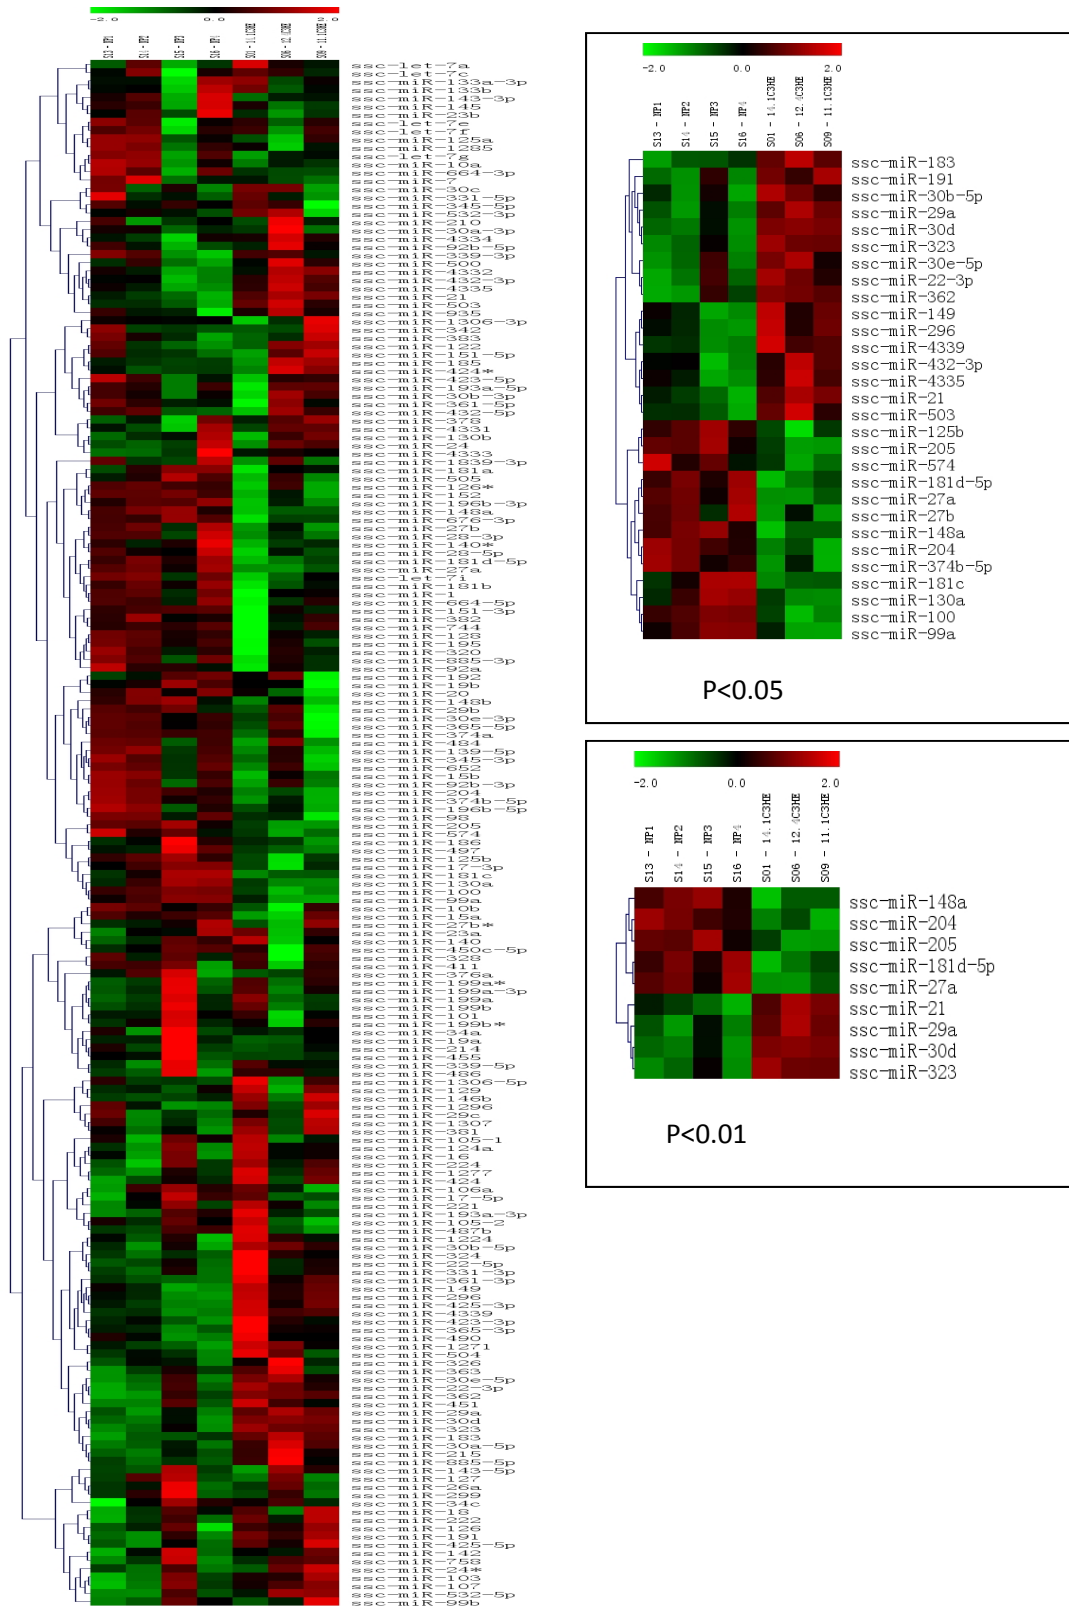

3. Clustering graph of all miRNAs with signal intensity > 32 (Trophoblast from healthy conceptuses (HT) and endometrium associated with healthy conceptuses (HE))

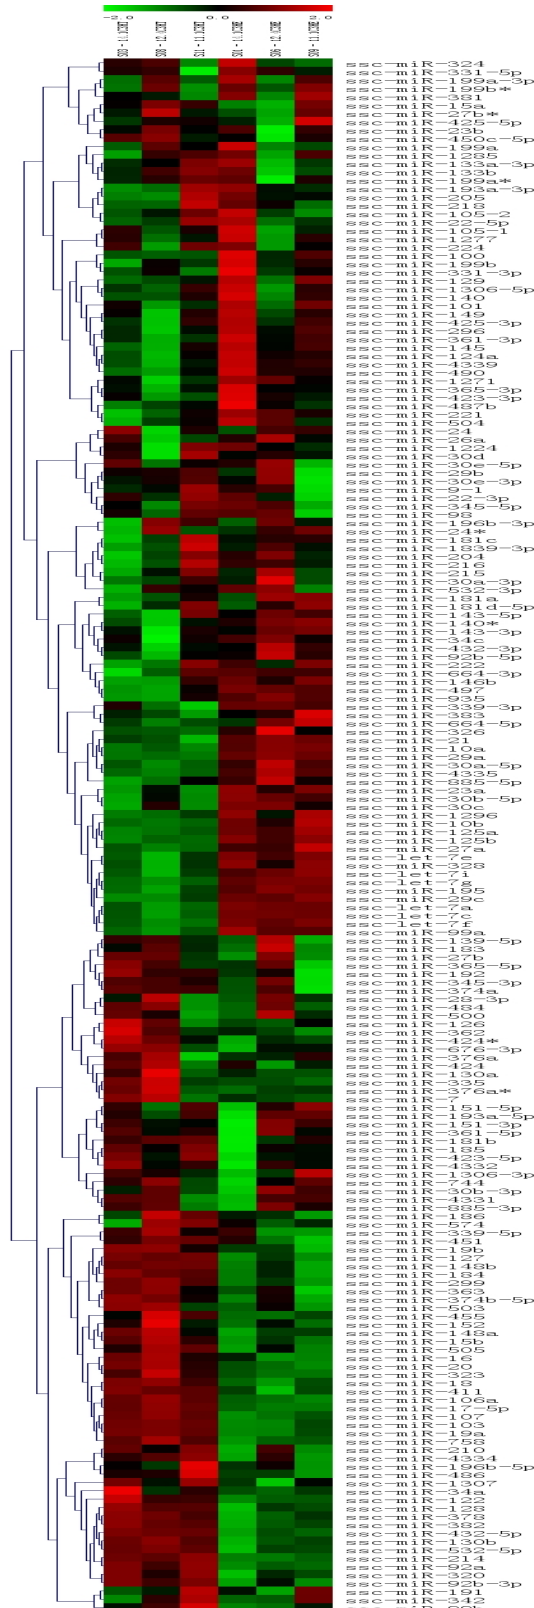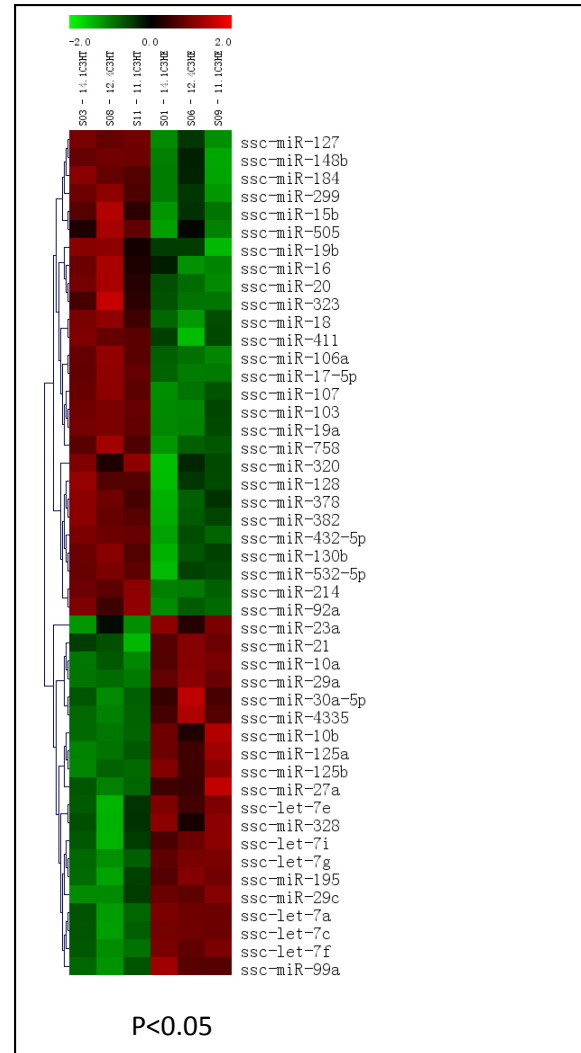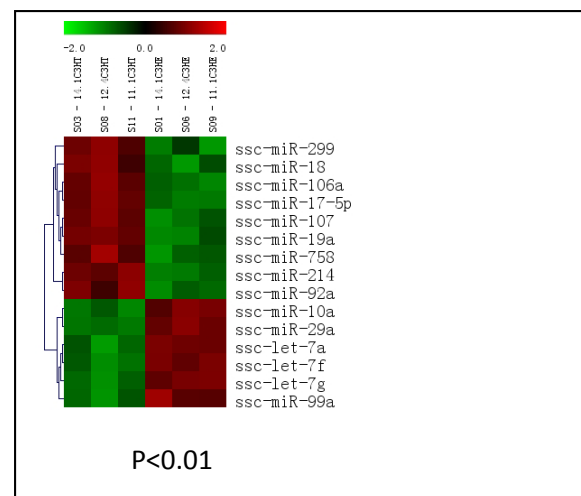

4. Clustering graph of all miRNAs with signal intensity > 32 (Trophoblast from arresting conceptuses (AT) and endometrium associated with arresting conceptuses (AE))

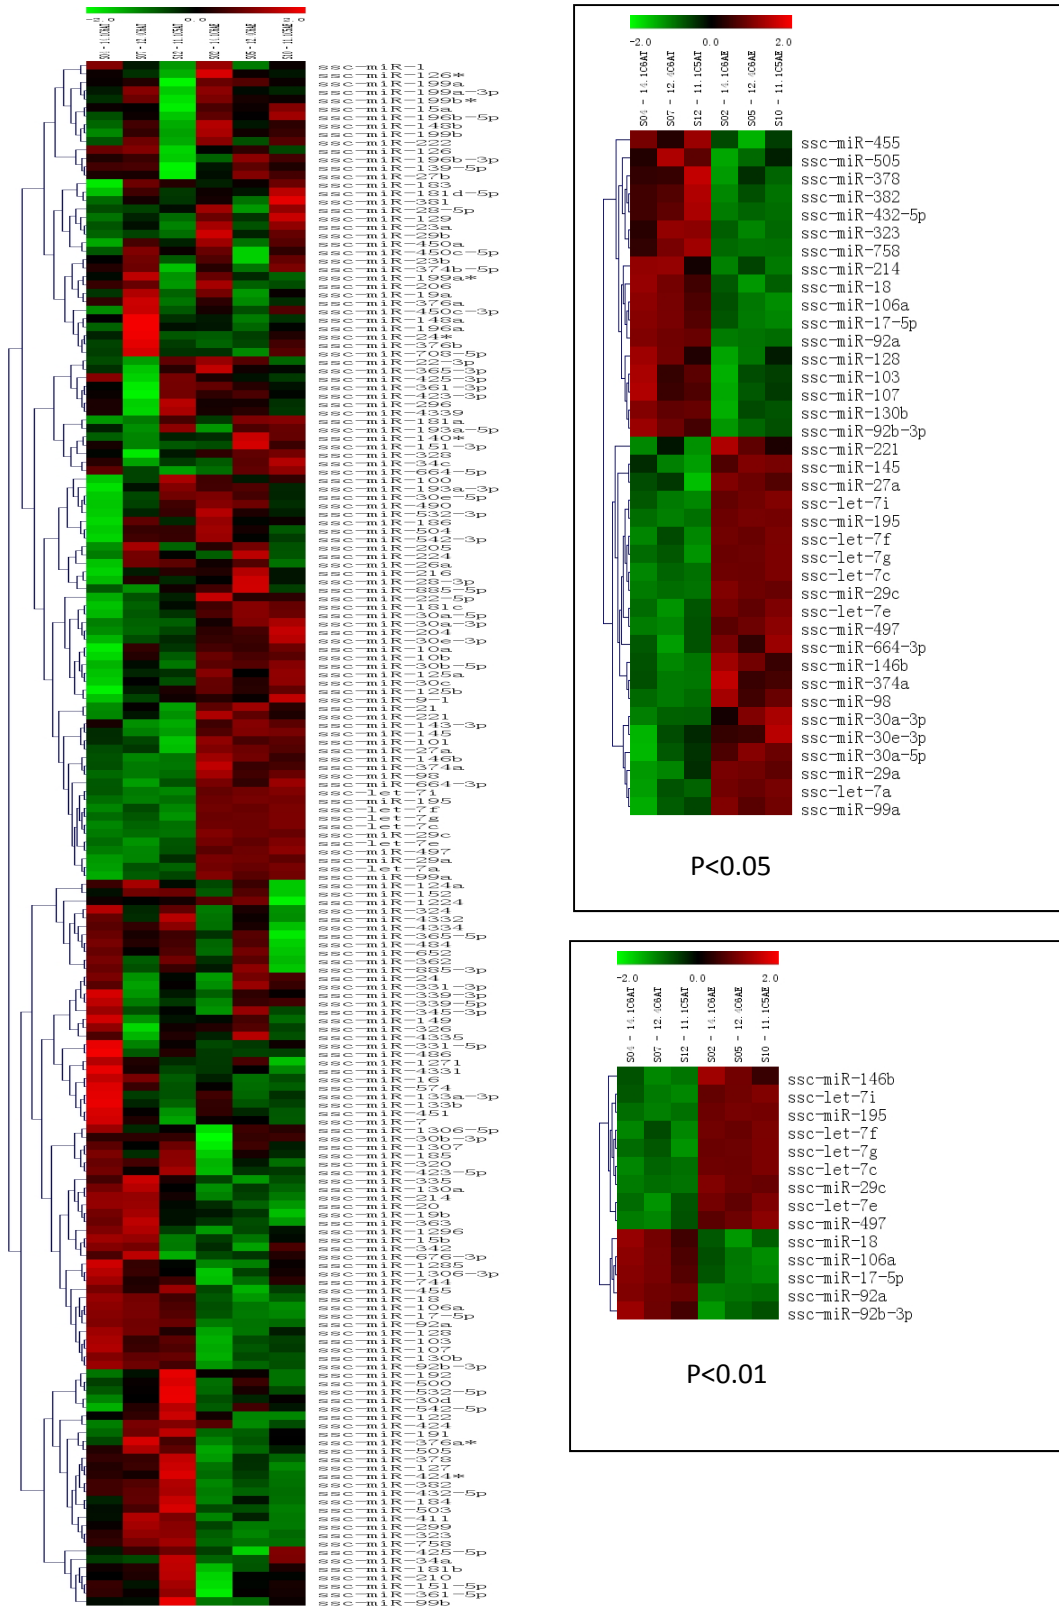

5. Clustering graph of all miRNAs with signal intensity > 32 (Trophoblast (T) and Endometrium (E))

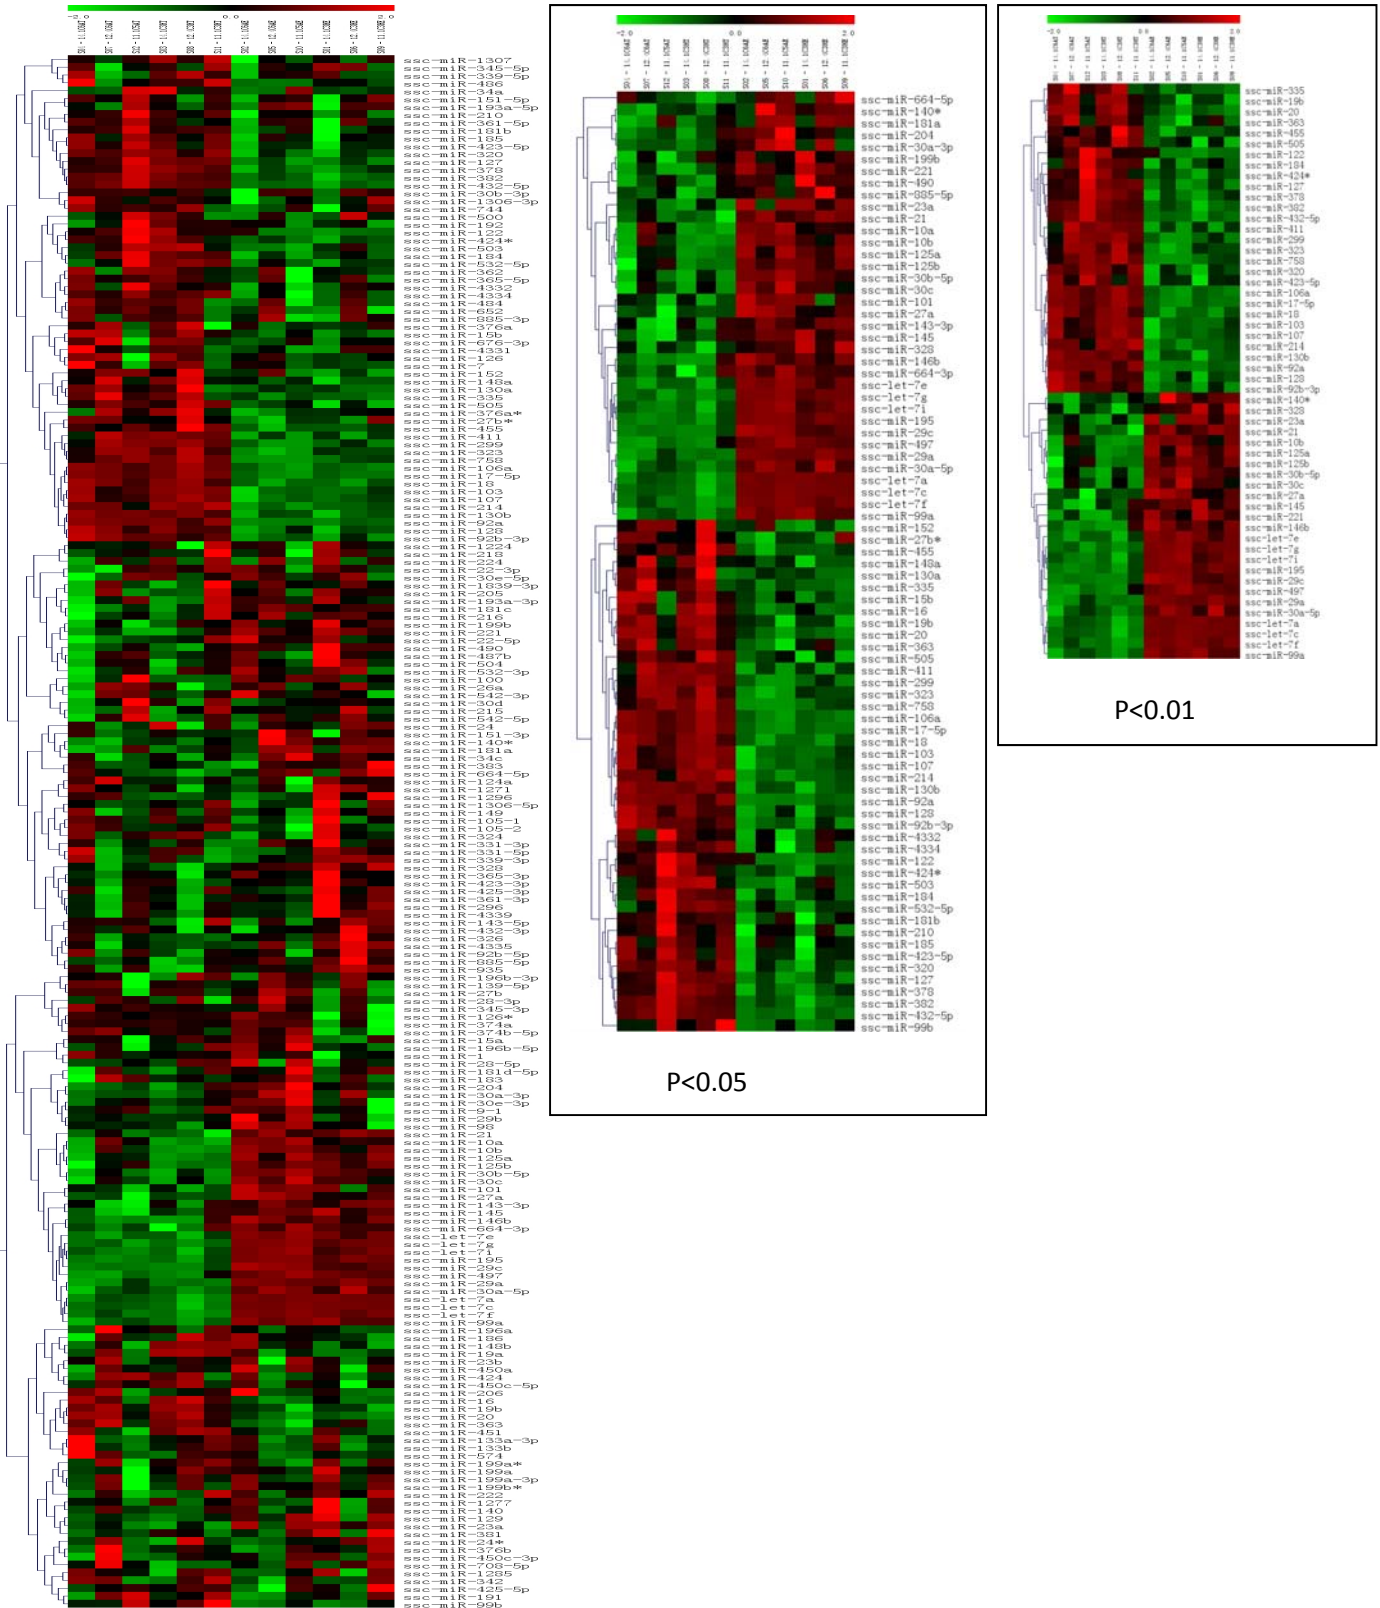

**Supplement:** Material S1 — Microarray Heat Maps. Heat maps for microarray comparisons of miRNAs during pregnancy, between endometrium and trophoblast, and between healthy and arresting tissues. AE: arresting endometrium, AT: arresting trophoblast, HE: healthy endometrium, HT: healthy trophoblast, NP: non-pregnant endometrium.

# Supplementary material for: The MicroRNAome of Pregnancy: Deciphering miRNA Networks at the Maternal-Fetal Interface
**Source:** PLoS One. 2013 Nov 22;8(11):e72264. doi: 10.1371/journal.pone.0072264
**Supplement:** Material S4 — Functional Classifications of Target mRNAs. Gene lists of putative mRNA targets grouped and ranked according to the number of times functionally related genes were represented within each list. Gd: gestation day.

**Non-Pregnant Endometrium > Healthy gd20 Endometrium**

**Gene Functional Classification Result**

**Gene Group 1 Enrichment Score: 10.02023800893443**

**REFSEQ_MRNA Gene Name**

NM_006022 TSC22 domain family, member 1

NM_006465 AT rich interactive domain 3B (BRIGHT-like)

NM_152622 mesoderm induction early response 1, family member 3

NM_030759 nuclear receptor binding factor 2

NM_022913 GC-rich promoter binding protein 1

NM_015534 zinc finger, ZZ-type containing 3

NM_181782 nuclear receptor coactivator 7

NM_015608 chromosome 10 open reading frame 137

**Gene Group 2 Enrichment Score: 8.690113468006867**

**REFSEQ_MRNA Gene Name**

NM_020310 MAX binding protein

NM_001427 engrailed homeobox 2

NM_004229 mediator complex subunit 14

NM_015265 SATB homeobox 2

NM_199072 MyoD family inhibitor domain containing

NM_001426 engrailed homeobox 1

NM_021961 TEA domain family member 1 (SV40 transcriptional enhancer factor)

NM_001452 forkhead box F2

NM_203394 E2F transcription factor 7

NM_004379 cAMP responsive element binding protein 1

NM_018951 homeobox A10

NM_022062 PBX/knotted 1 homeobox 2

NM_005599 nescient helix loop helix 2

NM_005924 mesenchyme homeobox 2

NM_001987 ets variant 6

NM_005316 general transcription factor IIH, polypeptide 1, 62kDa

NM_153607 chromosome 5 open reading frame 41

NM_057175 NMDA receptor regulated 1

NM_022658 homeobox C8

NM_019102 homeobox A5

NM_015995 Kruppel-like factor 13

NM_012081 elongation factor, RNA polymerase II, 2

NM_021728 orthodenticle homeobox 2

NM_012391 SAM pointed domain containing ets transcription factor

NM_005230 ELK3, ETS-domain protein (SRF accessory protein 2)

NM_006022 TSC22 domain family, member 1

NM_053002 mediator complex subunit 12-like

NM_007249 Kruppel-like factor 12

NM_022728 neurogenic differentiation 6

NM_032440 ligand dependent nuclear receptor corepressor

NM_022913 GC-rich promoter binding protein 1

NM_002126 hepatic leukemia factor

NM_021809 TGFB-induced factor homeobox 2

NM_006164 nuclear factor (erythroid-derived 2)-like 2

NM_006195 pre-B-cell leukemia homeobox 3

NM_030661 homeobox A3

NM_005461 v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (avian)

NM_003205 transcription factor 12

NM_001001419 SMAD family member 5

NM_003670 basic helix-loop-helix family, member e40

**Gene Group 3 Enrichment Score: 5.886426579531085**

**REFSEQ_MRNA Gene Name**

NM_006981 nuclear receptor subfamily 4, group A, member 3

NM_003822 nuclear receptor subfamily 5, group A, member 2

NM_001001890 runt-related transcription factor 1

NM_001300 Kruppel-like factor 6

NM_012231 PR domain containing 2, with ZNF domain

NM_006951 TAF5 RNA polymerase II, TATA box binding protein (TBP)-associated factor, 100kDa

NM_005238 v-ets erythroblastosis virus E26 oncogene homolog 1 (avian)

NM_006940 SRY (sex determining region Y)-box 5

NM_003111 Sp3 transcription factor

NM_012308 lysine (K)-specific demethylase 2A

NM_015995 Kruppel-like factor 13

NM_032440 ligand dependent nuclear receptor corepressor

NM_000964 retinoic acid receptor, alpha

NM_005234 nuclear receptor subfamily 2, group F, member 6

NM_004229 mediator complex subunit 14

NM_014795 zinc finger E-box binding homeobox 2

NM_005230 ELK3, ETS-domain protein (SRF accessory protein 2)

NM_004973 jumonji, AT rich interactive domain 2

NM_176814 zinc finger protein 800

NM_003107 SRY (sex determining region Y)-box 4

NM_001806 CCAAT/enhancer binding protein (C/EBP), gamma

NM_006164 nuclear factor (erythroid-derived 2)-like 2

NM_018433 lysine (K)-specific demethylase 3A

NM_006352 zinc finger protein 238

NM_004992 methyl CpG binding protein 2 (Rett syndrome)

NM_018263 additional sex combs like 2 (Drosophila)

NM_000176 nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)

NM_002198 interferon regulatory factor 1

NM_003670 basic helix-loop-helix family, member e40

NM_003413 Zic family member 3 (odd-paired homolog, Drosophila)

NM_006734 human immunodeficiency virus type I enhancer binding protein 2

NM_014682 suppression of tumorigenicity 18 (breast carcinoma) (zinc finger protein)

NM_015534 zinc finger, ZZ-type containing 3

NM_000248 microphthalmia-associated transcription factor

NM_033013 nuclear receptor subfamily 1, group I, member 2

NM_001438 estrogen-related receptor gamma

NM_015481 zinc finger protein 385A

NM_006599 nuclear factor of activated T-cells 5, tonicity-responsive

NM_012234 RING1 and YY1 binding protein

NM_005461 v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (avian)

NM_001452 forkhead box F2

NM_002893 retinoblastoma binding protein 7

NM_002166 inhibitor of DNA binding 2, dominant negative helix-loop-helix protein

NM_002460 interferon regulatory factor 4

NM_001001395 LIM domain only 3 (rhombotin-like 2)

NM_032682 forkhead box P1

NM_030751 zinc finger E-box binding homeobox 1

NM_138473 Sp1 transcription factor

NM_002167 inhibitor of DNA binding 3, dominant negative helix-loop-helix protein

NM_022658 homeobox C8

NM_014491 forkhead box P2

NM_005955 metal-regulatory transcription factor 1

NM_007249 Kruppel-like factor 12

NM_015094 hypermethylated in cancer 2

NM_021961 TEA domain family member 1 (SV40 transcriptional enhancer factor)

NM_015069 zinc finger protein 423

NM_152991 embryonic ectoderm development

NM_000901 nuclear receptor subfamily 3, group C, member 2

NM_006526 zinc finger protein 217

NM_014079 Kruppel-like factor 15

NM_000522 homeobox A13

NM_001489 nuclear receptor subfamily 6, group A, member 1

NM_014969 WD repeat domain 47

NM_003112 Sp4 transcription factor

NM_033224 purine-rich element binding protein B

NM_000125 estrogen receptor 1

NM_005316 general transcription factor IIH, polypeptide 1, 62kDa

NM_015265 SATB homeobox 2

NM_004241 jumonji domain containing 1C

NM_002500 neurogenic differentiation 1

NM_181353 inhibitor of DNA binding 1, dominant negative helix-loop-helix protein

NM_032329 inhibitor of growth family, member 5

NM_002655 pleiomorphic adenoma gene 1

NM_003575 zinc finger protein 282

NM_004926 zinc finger protein 36, C3H type-like 1

**Gene Group 4 Enrichment Score: 5.612915317600619**

**REFSEQ_MRNA Gene Name**

NM_003721 regulatory factor X-associated ankyrin-containing protein

NM_015215 calmodulin binding transcription activator 1

NM_022913 GC-rich promoter binding protein 1

NM_015158 KN motif and ankyrin repeat domains 1; similar to ankyrin repeat domain protein 15 isoform b

**Gene Group 5 Enrichment Score: 4.881665705100076**

**REFSEQ_MRNA Gene Name**

NM_025134 chromodomain helicase DNA binding protein 9

NM_003173 suppressor of variegation 3-9 homolog 1 (Drosophila)

NM_175709 chromobox homolog 7

NM_004824 chromodomain protein, Y-like

**Gene Group 6 Enrichment Score: 3.8112205129794807**

**REFSEQ_MRNA Gene Name**

NM_013396 ubiquitin specific peptidase 25

NM_020357 PEST proteolytic signal containing nuclear protein

NM_004656 BRCA1 associated protein-1 (ubiquitin carboxy-terminal hydrolase)

NM_015017 ubiquitin specific peptidase 33

NM_203301 F-box protein 33

NM_022832 ubiquitin specific peptidase 46

NM_014554 SUMO1/sentrin specific peptidase 1

NM_001001664 speckle-type POZ protein-like

NM_018315 F-box and WD repeat domain containing 7

NM_032236 ubiquitin specific peptidase 48

NM_004232 suppressor of cytokine signaling 6

NM_015176 F-box protein 28

NM_015246 mahogunin, ring finger 1

**Gene Group 7 Enrichment Score: 3.674723622461432**

**REFSEQ_MRNA Gene Name**

NM_015271 tripartite motif-containing 2

NM_005180 BMI1 polycomb ring finger oncogene

NM_139177 solute carrier family 39 (metal ion transporter), member 11

NM_015246 mahogunin, ring finger 1

NM_015336 zinc finger, DHHC-type containing 17

NM_144726 ring finger protein 145

NM_001001395 LIM domain only 3 (rhombotin-like 2)

NM_152737 ring finger protein 182

NM_152271 LON peptidase N-terminal domain and ring finger 1

NM_014504 RAB guanine nucleotide exchange factor (GEF) 1

NM_015153 PHD finger protein 3

NM_006526 zinc finger protein 217

NM_018375 solute carrier family 39 (zinc transporter), member 9

NM_025126 ring finger protein 34

NM_003575 zinc finger protein 282

NM_004241 jumonji domain containing 1C

NM_006458 tripartite motif-containing 3

NM_004776 UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 5

NM_018263 additional sex combs like 2 (Drosophila)

NM_023076 unkempt homolog (Drosophila)-like

NM_004293 guanine deaminase

NM_001002909 G patch domain containing 8

NM_014819 praja ring finger 2

NM_015017 ubiquitin specific peptidase 33

NM_015534 zinc finger, ZZ-type containing 3

NM_015481 zinc finger protein 385A

NM_022781 ring finger protein 38

NM_152787 mitogen-activated protein kinase kinase kinase 7 interacting protein 3

NM_153812 PHD finger protein 13

NM_176814 zinc finger protein 800

NM_014615 KIAA0182

NM_007218 ring finger protein 139

**Gene Group 8 Enrichment Score: 3.5681765927866675**

**REFSEQ_MRNA Gene Name**

NM_018211 ribonucleoprotein, PTB-binding 2

NM_016090 RNA binding motif protein 7

NM_019027 RNA binding motif protein 47

NM_007007 cleavage and polyadenylation specific factor 6, 68kDa

NM_030627 cytoplasmic polyadenylation element binding protein 4

NM_001420 ELAV (embryonic lethal, abnormal vision, Drosophila)-like 3 (Hu antigen C)

**Gene Group 9 Enrichment Score: 3.500029944365567**

**REFSEQ_MRNA Gene Name**

NM_003390 WEE1 homolog (S. pombe)

NM_006622 polo-like kinase 2 (Drosophila)

NM_032430 BR serine/threonine kinase 1

NM_173354 salt-inducible kinase 1

NM_101395 dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1A

NM_014683 unc-51-like kinase 2 (C. elegans)

NM_017553 INO80 homolog (S. cerevisiae)

NM_003010 mitogen-activated protein kinase kinase 4

NM_004755 ribosomal protein S6 kinase, 90kDa, polypeptide 5

NM_005400 protein kinase C, epsilon

NM_198465 Nik related kinase

NM_014397 NIMA (never in mitosis gene a)-related kinase 6

NM_002314 LIM domain kinase 1

NM_006141 dynein, cytoplasmic 1, light intermediate chain 2

NM_014899 Rho-related BTB domain containing 3

NM_002401 mitogen-activated protein kinase kinase kinase 3

NM_006251 protein kinase, AMP-activated, alpha 1 catalytic subunit

NM_001259 cyclin-dependent kinase 6

NM_005813 protein kinase D3

NM_020778 alpha-kinase 3

NM_012424 ribosomal protein S6 kinase, 52kDa, polypeptide 1

NM_005433 v-yes-1 Yamaguchi sarcoma viral oncogene homolog 1

NM_175854 PAN3 poly(A) specific ribonuclease subunit homolog (S. cerevisiae)

NM_015076 cell division cycle 2-like 6 (CDK8-like)

NM_003607 CDC42 binding protein kinase alpha (DMPK-like)

NM_002031 fyn-related kinase

NM_001895 casein kinase 2, alpha 1 polypeptide pseudogene; casein kinase 2, alpha 1 polypeptide

NM_006852 tousled-like kinase 2

NM_013233 serine threonine kinase 39 (STE20/SPS1 homolog, yeast)

NM_018323 phosphatidylinositol 4-kinase type 2 beta

**Gene Group 10 Enrichment Score: 3.374518696306157**

**REFSEQ_MRNA Gene Name**

NM_201567 cell division cycle 25 homolog A (S. pombe)

NM_152510 HORMA domain containing 2

NM_005862 stromal antigen 1

NM_001241 cyclin T2

NM_003858 cyclin K

NM_004060 cyclin G1

**Gene Group 11 Enrichment Score: 3.333941707407138**

**REFSEQ_MRNA Gene Name**

NM_030816 ankyrin repeat domain 13C

NM_032105 protein phosphatase 1, regulatory (inhibitor) subunit 12B

NM_175873 ankyrin repeat domain 43

NM_015158 KN motif and ankyrin repeat domains 1; similar to ankyrin repeat domain protein 15 isoform b

NM_033121 ankyrin repeat domain 13A

NM_002480 protein phosphatase 1, regulatory (inhibitor) subunit 12A

**Gene Group 12 Enrichment Score: 3.3187272716912997**

**REFSEQ_MRNA Gene Name**

NM_001406 ephrin-B3

NM_175607 contactin 4

NM_003872 neuropilin 2

NM_003873 neuropilin 1

NM_020796 sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6A

**Gene Group 13 Enrichment Score: 2.890234892847874**

**REFSEQ_MRNA Gene Name**

NM_001967 similar to eukaryotic translation initiation factor 4A2; eukaryotic translation initiation factor 4A, isoform 2

NM_025134 chromodomain helicase DNA binding protein 9

NM_003972 BTAF1 RNA polymerase II, B-TFIID transcription factor-associated, 170kDa (Mot1 homolog, S. cerevisiae)

NM_017780 chromodomain helicase DNA binding protein 7

NM_017553 INO80 homolog (S. cerevisiae)

NM_004396 DEAD (Asp-Glu-Ala-Asp) box polypeptide 5

NM_003069 SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 1

**Gene Group 14 Enrichment Score: 2.727810006028458**

**REFSEQ_MRNA Gene Name**

NM_004440 EPH receptor A7

NM_006206 platelet-derived growth factor receptor, alpha polypeptide

NM_004448 v-erb-b2 erythroblastic leukemia viral oncogene homolog 2, neuro/glioblastoma derived oncogene homolog (avian)

NM_001007156 neurotrophic tyrosine kinase, receptor, type 3

NM_005228 epidermal growth factor receptor (erythroblastic leukemia viral (v-erb-b) oncogene homolog, avian)

NM_001982 v-erb-b2 erythroblastic leukemia viral oncogene homolog 3 (avian)

**Gene Group 15 Enrichment Score: 2.7225819636662276**

**REFSEQ_MRNA Gene Name**

NM_002833 protein tyrosine phosphatase, non-receptor type 9

NM_004419 dual specificity phosphatase 5

NM_014369 protein tyrosine phosphatase, non-receptor type 18 (brain-derived)

NM_003463 protein tyrosine phosphatase type IVA, member 1

**Gene Group 16 Enrichment Score: 2.4334554313673786**

**REFSEQ_MRNA Gene Name**

NM_052851 StAR-related lipid transfer (START) domain containing 13

NM_020824 Rho GTPase activating protein 21

NM_016603 family with sequence similarity 13, member B

NM_018287 Rho GTPase activating protein 12

**Gene Group 17 Enrichment Score: 2.1108395893312855**

**REFSEQ_MRNA Gene Name**

NM_001616 activin A receptor, type IIA

NM_001204 bone morphogenetic protein receptor, type II (serine/threonine kinase)

NM_001105 activin A receptor, type I

NM_005813 protein kinase D3

**Gene Group 18 Enrichment Score: 2.065118157511815**

**REFSEQ_MRNA Gene Name**

NM_015263 Dmx-like 2

NM_017974 ATG16 autophagy related 16-like 1 (S. cerevisiae)

NM_006726 LPS-responsive vesicle trafficking, beach and anchor containing

NM_203301 F-box protein 33

NM_014325 coronin, actin binding protein, 1C

NM_005720 actin related protein 2/3 complex, subunit 1B, 41kDa; similar to Actin-related protein 2/3 complex subunit 1B (ARP2/3 complex 41 kDa subunit) (p41-ARC)

NM_001001664 speckle-type POZ protein-like

NM_152991 embryonic ectoderm development

NM_015626 WD repeat and SOCS box-containing 1

NM_005509 Dmx-like 1

NM_018315 F-box and WD repeat domain containing 7

NM_015176 F-box protein 28

NM_014969 WD repeat domain 47

**Gene Group 19 Enrichment Score: 1.9869960331019443**

**REFSEQ_MRNA Gene Name**

NM_021183 RAP2C, member of RAS oncogene family

NM_016131 RAB10, member RAS oncogene family

NM_016544 DnaJ (Hsp40) homolog, subfamily C, member 27

NM_004162 RAB5A, member RAS oncogene family

NM_004663 RAB11A, member RAS oncogene family

NM_014488 RAB30, member RAS oncogene family

NM_031934 RAB34, member RAS oncogene family

NM_020673 RAB22A, member RAS oncogene family

**Gene Group 20 Enrichment Score: 1.9183466806491194**

**REFSEQ_MRNA Gene Name**

NM_018211 ribonucleoprotein, PTB-binding 2

NM_006924 splicing factor, arginine/serine-rich 1

NM_007007 cleavage and polyadenylation specific factor 6, 68kDa

NM_002515 neuro-oncological ventral antigen 1

NM_007375 TAR DNA binding protein

NM_005105 RNA binding motif protein 8A

NM_004768 splicing factor, arginine/serine-rich 11

NM_004966 heterogeneous nuclear ribonucleoprotein F

**Gene Group 21 Enrichment Score: 1.6798893935795929**

**REFSEQ_MRNA Gene Name**

NM_058187 chromosome 21 open reading frame 63

NM_001781 CD69 molecule

NM_005907 mannosidase, alpha, class 1A, member 1

NM_014373 G protein-coupled receptor 160

NM_003654 carbohydrate (keratan sulfate Gal-6) sulfotransferase 1

NM_002033 fucosyltransferase 4 (alpha (1,3) fucosyltransferase, myeloid-specific)

NM_152996 ST6 (alpha-N-acetyl-neuraminyl-2,3-beta-galactosyl-1,3)-N-acetylgalactosaminide alpha-2,6-sialyltransferase 3

NM_005776 cornichon homolog (Drosophila)

NM_005668 ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 4

NM_015879 ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 3

NM_004776 UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 5

NM_016548 golgi membrane protein 1

NM_003779 UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 3

NM_017423 UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 7 (GalNAc-T7)

NM_014283 chromosome 1 open reading frame 9

NM_032039 integrin alpha FG-GAP repeat containing 3

NM_004616 tetraspanin 8

NM_005277 glycoprotein M6A

NM_003782 UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 4

**Gene Group 22 Enrichment Score: 1.6132485587175216**

**REFSEQ_MRNA Gene Name**

NM_025187 chromosome 16 open reading frame 70

NM_001002243 aftiphilin

NM_014822 SEC24 family, member D (S. cerevisiae)

NM_001655 archain 1

NM_004859 clathrin, heavy chain (Hc)

**Gene Group 23 Enrichment Score: 1.3561982484061126**

**REFSEQ_MRNA Gene Name**

NM_003337 ubiquitin-conjugating enzyme E2B (RAD6 homolog)

NM_017582 ubiquitin-conjugating enzyme E2Q family member 1

NM_003348 ubiquitin-conjugating enzyme E2N (UBC13 homolog, yeast)

NM_194261 ubiquitin-conjugating enzyme E2I (UBC9 homolog, yeast)

NM_080678 ubiquitin-conjugating enzyme E2F (putative)

NM_003338 ubiquitin-conjugating enzyme E2D 1 (UBC4/5 homolog, yeast)

**Gene Group 24 Enrichment Score: 1.1647146239552921**

**REFSEQ_MRNA Gene Name**

NM_001677 ATPase, Na+/K+ transporting, beta 1 polypeptide

NM_001682 ATPase, Ca++ transporting, plasma membrane 1

NM_001017971 ATPase, H+ transporting, lysosomal accessory protein 1-like

NM_001693 ATPase, H+ transporting, lysosomal 56/58kDa, V1 subunit B2

NM_020453 ATPase, class V, type 10D

**Gene Group 25 Enrichment Score: 1.139603848009399**

**REFSEQ_MRNA Gene Name**

NM_002204 integrin, alpha 3 (antigen CD49C, alpha 3 subunit of VLA-3 receptor)

NM_002998 syndecan 2

NM_018910 protocadherin alpha 7

NM_018906 protocadherin alpha 3

NM_058187 chromosome 21 open reading frame 63

NM_001781 CD69 molecule

NM_014373 G protein-coupled receptor 160

NM_013281 fibronectin leucine rich transmembrane protein 3

NM_014293 neuronal pentraxin receptor

NM_002205 integrin, alpha 5 (fibronectin receptor, alpha polypeptide)

NM_006811 serine incorporator 3

NM_018930 protocadherin beta 10; protocadherin beta 9

NM_018908 protocadherin alpha 5

NM_012428 neuroplastin

NM_001004439 integrin, alpha 11

NM_018905 protocadherin alpha 2

NM_033655 contactin associated protein-like 3; contactin associated protein-like 3B

NM_018976 solute carrier family 38, member 2

NM_016548 golgi membrane protein 1

NM_018903 protocadherin alpha 12

NM_018904 protocadherin alpha 13

NM_018899 protocadherin alpha 10

NM_018898 protocadherin alpha subfamily C, 1; protocadherin alpha subfamily C, 2

NM_001795 cadherin 5, type 2 (vascular endothelium)

NM_032039 integrin alpha FG-GAP repeat containing 3

NM_001797 cadherin 11, type 2, OB-cadherin (osteoblast)

NM_002214 integrin, beta 8

NM_020403 protocadherin 9

NM_018911 protocadherin alpha 8; protocadherin alpha 6

NM_182527 calcium binding protein 7

NM_002644 polymeric immunoglobulin receptor

NM_001792 cadherin 2, type 1, N-cadherin (neuronal)

NM_003144 signal sequence receptor, alpha

NM_018900 protocadherin alpha 1

NM_018907 protocadherin alpha 4

NM_002207 integrin, alpha 9

**Gene Group 26 Enrichment Score: 1.1133046053377984**

**REFSEQ_MRNA Gene Name**

NM_001677 ATPase, Na+/K+ transporting, beta 1 polypeptide

NM_018976 solute carrier family 38, member 2

NM_020689 solute carrier family 24 (sodium/potassium/calcium exchanger), member 3

NM_022058 solute carrier family 4, sodium bicarbonate transporter, member 10

**Gene Group 27 Enrichment Score: 0.9121579606876826**

**REFSEQ_MRNA Gene Name**

NM_058187 chromosome 21 open reading frame 63

NM_018908 protocadherin alpha 5

NM_002998 syndecan 2

NM_144599 non imprinted in Prader-Willi/Angelman syndrome 1

NM_147127 Ellis van Creveld syndrome 2

NM_032039 integrin alpha FG-GAP repeat containing 3

NM_138799 membrane bound O-acyltransferase domain containing 2

NM_020403 protocadherin 9

NM_005779 lipoma HMGIC fusion partner-like 2

NM_014283 chromosome 1 open reading frame 9

NM_015008 transmembrane and coiled-coil domain family 1

NM_182511 cerebellin 2 precursor

NM_001003674 chromosome 18 open reading frame 1

NM_001781 CD69 molecule

NM_016040 transmembrane emp24 protein transport domain containing 5

NM_006134 transmembrane protein 50B

NM_152737 ring finger protein 182

NM_014373 G protein-coupled receptor 160

NM_018375 solute carrier family 39 (zinc transporter), member 9

NM_005277 glycoprotein M6A

NM_005776 cornichon homolog (Drosophila)

NM_017911 family with sequence similarity 118, member A

NM_138340 abhydrolase domain containing 3

NM_198549 family with sequence similarity 73, member A

NM_000958 prostaglandin E receptor 4 (subtype EP4)

NM_003943 starch binding domain 1

NM_018905 protocadherin alpha 2

NM_002644 polymeric immunoglobulin receptor

NM_181836 transmembrane emp24 protein transport domain containing 7; toll-like receptor adaptor molecule 2

NM_017694 major facilitator superfamily domain containing 6

NM_178454 DNA-damage regulated autophagy modulator 2

NM_153365 transmembrane anterior posterior transformation 1

NM_016548 golgi membrane protein 1

NM_020182 prostate transmembrane protein, androgen induced 1

NM_004694 solute carrier family 16, member 6 (monocarboxylic acid transporter 7); similar to solute carrier family 16, member 6

NM_016072 golgi transport 1 homolog B (S. cerevisiae)

NM_031434 transmembrane and ubiquitin-like domain containing 1

NM_017786 Golgi-localized protein

NM_019556 motile sperm domain containing 1

NM_020123 transmembrane 9 superfamily member 3

NM_006811 serine incorporator 3

NM_021978 suppression of tumorigenicity 14 (colon carcinoma)

NM_012329 monocyte to macrophage differentiation-associated

NM_018910 protocadherin alpha 7

NM_080546 solute carrier family 44, member 1

NM_022484 transmembrane protein 168

NM_020644 TMEM9 domain family, member B

NM_013281 fibronectin leucine rich transmembrane protein 3

**Gene Group 28 Enrichment Score: 0.9096380233022326**

**REFSEQ_MRNA Gene Name**

NM_005065 sel-1 suppressor of lin-12-like (C. elegans)

NM_016040 transmembrane emp24 protein transport domain containing 5

NM_020123 transmembrane 9 superfamily member 3

NM_014283 chromosome 1 open reading frame 9

NM_053039 UDP glucuronosyltransferase 2 family, polypeptide B28

NM_001077 UDP glucuronosyltransferase 2 family, polypeptide B17

NM_001076 UDP glucuronosyltransferase 2 family, polypeptide B15

**Gene Group 29 Enrichment Score: 0.5719869124727991**

**REFSEQ_MRNA Gene Name**

NM_020116 follistatin-like 5

NM_001219 calumenin

NM_182527 calcium binding protein 7

NM_022138 SPARC related modular calcium binding 2

NM_012198 grancalcin, EF-hand calcium binding protein

**Gene Group 30 Enrichment Score: 0.43314948891806987**

**REFSEQ_MRNA Gene Name**

NM_006310 hypothetical protein FLJ11822; aminopeptidase puromycin sensitive

NM_197941 ADAM metallopeptidase with thrombospondin type 1 motif, 6

NM_006988 ADAM metallopeptidase with thrombospondin type 1 motif, 1

NM_199355 ADAM metallopeptidase with thrombospondin type 1 motif, 18

**Gene Group 31 Enrichment Score: 0.36930750490700553**

**REFSEQ_MRNA Gene Name**

NM_052910 SLIT and NTRK-like family, member 1

NM_020873 leucine rich repeat neuronal 1

NM_138440 vasorin

NM_005512 leucine rich repeat containing 32

NM_015541 leucine-rich repeats and immunoglobulin-like domains 1

NM_002644 polymeric immunoglobulin receptor

NM_013281 fibronectin leucine rich transmembrane protein 3

**Gene Group 32 Enrichment Score: 0.12672212091577478**

**REFSEQ_MRNA Gene Name**

NM_153689 chromosome 2 open reading frame 69

NM_213609 family with sequence similarity 19 (chemokine (C-C motif)-like), member A1

NM_012098 angiopoietin-like 2

NM_178565 R-spondin 2 homolog (Xenopus laevis)

NM_138771 coiled-coil domain containing 126

NM_014421 dickkopf homolog 2 (Xenopus laevis)

**Healthy gd20 Endometrium > Non-Pregnant Endometrium**

**Gene Functional Classification Result**

**Gene Group 1 Enrichment Score: 4.340373898172667**

**REFSEQ_MRNA Gene Name**

NM_000090 collagen, type III, alpha 1

NM_001851 collagen, type IX, alpha 1

NM_000094 collagen, type VII, alpha 1

NM_000091 collagen, type IV, alpha 3 (Goodpasture antigen)

NM_001846 collagen, type IV, alpha 2

NM_001845 collagen, type IV, alpha 1

NM_000393 collagen, type V, alpha 2

NM_001844 collagen, type II, alpha 1

NM_001858 collagen, type XIX, alpha 1

NM_000092 collagen, type IV, alpha 4

NM_004369 collagen, type VI, alpha 3

NM_001854 collagen, type XI, alpha 1

NM_000089 collagen, type I, alpha 2

**Gene Group 2 Enrichment Score: 3.2048444134982588**

**REFSEQ_MRNA Gene Name**

NM_173560 regulatory factor X, 6

NM_006106 Yes-associated protein 1, 65kDa

NM_018416 forkhead box J2

NM_012081 elongation factor, RNA polymerase II, 2

NM_006940, NM_178010 SRY (sex determining region Y)-box 5

NM_004449 v-ets erythroblastosis virus E26 oncogene homolog (avian)

NM_012082 zinc finger protein, multitype 2

NM_001621 aryl hydrocarbon receptor

NM_003205 transcription factor 12

NM_005316 general transcription factor IIH, polypeptide 1, 62kDa

NM_003150 signal transducer and activator of transcription 3 (acute-phase response factor)

NM_012257 HMG-box transcription factor 1

NM_003222 transcription factor AP-2 gamma (activating enhancer binding protein 2 gamma)

NM_002657 pleiomorphic adenoma gene-like 2; similar to pleiomorphic adenoma gene-like 2

NM_014757 mastermind-like 1 (Drosophila)

NM_000346 SRY (sex determining region Y)-box 9

NM_002015 forkhead box O1

NM_007162 transcription factor EB

NM_002158 forkhead box N2

NM_004898 clock homolog (mouse)

NM_000965 retinoic acid receptor, beta

NM_006874 E74-like factor 2 (ets domain transcription factor)

NM_152622 mesoderm induction early response 1, family member 3

NM_005225 E2F transcription factor 1

NM_005596 nuclear factor I/B

NM_003074 SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily c, member 1

NM_006599 nuclear factor of activated T-cells 5, tonicity-responsive

NM_006943 SRY (sex determining region Y)-box 12

NM_001964 early growth response 1

NM_033083 ELL associated factor 1

NM_020432 putative homeodomain transcription factor 2

**Gene Group 3 Enrichment Score: 2.2057497516656768**

**REFSEQ_MRNA Gene Name**

NM_001198 PR domain containing 1, with ZNF domain

NM_003651 cold shock domain protein A; cold shock domain protein A pseudogene 1

NM_002892 AT rich interactive domain 4A (RBP1-like)

NM_002971 SATB homeobox 1

NM_012082 zinc finger protein, multitype 2

**Gene Group 4 Enrichment Score: 2.1840766125983087**

**REFSEQ_MRNA Gene Name**

NM_005153 ubiquitin specific peptidase 10

NM_182765 HECT domain containing 2

NM_022824 F-box and leucine-rich repeat protein 17

NM_004232 suppressor of cytokine signaling 6

NM_020935 ubiquitin specific peptidase 37

**Gene Group 5 Enrichment Score: 2.1234442673729745**

**REFSEQ_MRNA Gene Name**

NM_017742 zinc finger, CCHC domain containing 2

NM_001198 PR domain containing 1, with ZNF domain

NM_006940, NM_178010 SRY (sex determining region Y)-box 5

NM_012082 zinc finger protein, multitype 2

NM_002655 pleiomorphic adenoma gene 1

NM_003453 zinc finger, MYM-type 2

NM_006186 nuclear receptor subfamily 4, group A, member 2

NM_022893 B-cell CLL/lymphoma 11A (zinc finger protein)

NM_032373 polycomb group ring finger 5

NM_080764 zinc finger protein 280B

NM_001001395 LIM domain only 3 (rhombotin-like 2)

NM_016620 zinc finger protein 644

NM_005985 snail homolog 1 (Drosophila)

NM_152271 LON peptidase N-terminal domain and ring finger 1

NM_005522 homeobox A1

NM_002657 pleiomorphic adenoma gene-like 2; similar to pleiomorphic adenoma gene-like 2

NM_002202 ISL LIM homeobox 1

NM_020870 SH3 domain containing ring finger 1

NM_012421 rearranged L-myc fusion

NM_005664 makorin ring finger protein 3

NM_032268 zinc and ring finger 1

NM_015339 activity-dependent neuroprotector homeobox

NM_015435 ring finger protein 19A

NM_004926 zinc finger protein 36, C3H type-like 1

NM_032246 mex-3 homolog B (C. elegans)

NM_022898 B-cell CLL/lymphoma 11B (zinc finger protein)

NM_014615 KIAA0182

NM_203350 zinc finger, RAN-binding domain containing 2

NM_001206 Kruppel-like factor 9

NM_001964 early growth response 1

**Gene Group 6 Enrichment Score: 1.9331798784952856**

**REFSEQ_MRNA Gene Name**

NM_003794 sorting nexin 4

NM_003099 sorting nexin 1

NM_022133 sorting nexin 16

NM_014035 sorting nexin 24

**Gene Group 7 Enrichment Score: 1.266572608031177**

**REFSEQ_MRNA Gene Name**

NM_152835 PDLIM1 interacting kinase 1 like

NM_023018 NAD kinase

NM_054111 inositol hexakisphosphate kinase 3

NM_005736 ARP1 actin-related protein 1 homolog A, centractin alpha (yeast)

NM_021643 tribbles homolog 2 (Drosophila)

NM_002578 p21 protein (Cdc42/Rac)-activated kinase 3

NM_005627 serum/glucocorticoid regulated kinase 1

NM_015375 dual serine/threonine and tyrosine protein kinase

NM_080836 serine/threonine kinase 35

NM_020423 SCY1-like 3 (S. cerevisiae)

NM_001613 actin, alpha 2, smooth muscle, aorta

NM_005734 homeodomain interacting protein kinase 3

NM_001222 calcium/calmodulin-dependent protein kinase II gamma

NM_001259 cyclin-dependent kinase 6

NM_173797 PAP associated domain containing 4

NM_175854 PAN3 poly(A) specific ribonuclease subunit homolog (S. cerevisiae)

NM_170709 serum/glucocorticoid regulated kinase family, member 3

NM_005159 actin, alpha, cardiac muscle 1

NM_013233 serine threonine kinase 39 (STE20/SPS1 homolog, yeast)

**Gene Group 8 Enrichment Score: 0.9877484767068843**

**REFSEQ_MRNA Gene Name**

NM_004481 UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 2 (GalNAc-T2)

NM_004737 like-glycosyltransferase

NM_003654 carbohydrate (keratan sulfate Gal-6) sulfotransferase 1

NM_006699 mannosidase, alpha, class 1A, member 2

NM_004482 UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 3 (GalNAc-T3)

NM_014918 chondroitin sulfate synthase 1

NM_207015 N-acetylated alpha-linked acidic dipeptidase-like 2

NM_005668 ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 4

NM_015554 glucuronic acid epimerase

NM_020438 dolichyl pyrophosphate phosphatase 1

NM_032047 UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 5

**Gene Group 9 Enrichment Score: 0.9027688396739102**

**REFSEQ_MRNA Gene Name**

NM_016021 ubiquitin-conjugating enzyme E2, J1 (UBC6 homolog, yeast)

NM_182765 HECT domain containing 2

NM_003350 ubiquitin-conjugating enzyme E2 variant 2

NM_080678 ubiquitin-conjugating enzyme E2F (putative)

**Gene Group 10 Enrichment Score: 0.8712768469466113**

**REFSEQ_MRNA Gene Name**

NM_021183 RAP2C, member of RAS oncogene family

NM_004040 ras homolog gene family, member B

NM_022337 RAB38, member RAS oncogene family

NM_004165 Ras-related associated with diabetes

NM_198686 RAB15, member RAS onocogene family

NM_020673 RAB22A, member RAS oncogene family

**Gene Group 11 Enrichment Score: 0.477522741317482**

**REFSEQ_MRNA Gene Name**

NM_138390 transmembrane protein 169

NM_018907 protocadherin alpha 1; protocadherin alpha 4

NM_018908 protocadherin alpha 5

NM_017893 sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4G

NM_003043 solute carrier family 6 (neurotransmitter transporter, taurine), member 6

NM_000724 calcium channel, voltage-dependent, beta 2 subunit

NM_021945 solute carrier family 22, member 23

NM_032148 solute carrier family 41, member 2

NM_018231 solute carrier family 38, member 7

NM_004736 xenotropic and polytropic retrovirus receptor

NM_024081 proline rich Gla (G-carboxyglutamic acid) 4 (transmembrane)

NM_019849 solute carrier family 7, (neutral amino acid transporter, y+ system) member 10

NM_000232 sarcoglycan, beta (43kDa dystrophin-associated glycoprotein)

NM_152522 ADP-ribosylation-like factor 6 interacting protein 6

NM_006134 transmembrane protein 50B

NM_003692 transmembrane protein with EGF-like and two follistatin-like domains 1; chromosome 9 open reading frame 30; hypothetical LOC729538

NM_018904, NM_018898, NM_018899, NM_018901 protocadherin alpha 13; protocadherin alpha 10; protocadherin alpha subfamily C, 1; protocadherin alpha subfamily C, 2

NM_031442 transmembrane protein 47

NM_152527 solute carrier family 16, member 14 (monocarboxylic acid transporter 14)

NM_018992 potassium channel tetramerisation domain containing 5

NM_032961 protocadherin 10

NM_005302 G protein-coupled receptor 37 (endothelin receptor type B-like)

NM_003615 solute carrier family 4, sodium bicarbonate cotransporter, member 7

NM_018905 protocadherin alpha 2

NM_018976 solute carrier family 38, member 2

NM_018113 limb region 1 homolog (mouse)-like

NM_001001330 receptor accessory protein 3

NM_018593 solute carrier family 16, member 10 (aromatic amino acid transporter)

NM_207015 N-acetylated alpha-linked acidic dipeptidase-like 2

NM_003759 solute carrier family 4, sodium bicarbonate cotransporter, member 4

NM_013348 potassium inwardly-rectifying channel, subfamily J, member 14

NM_005927 microfibrillar-associated protein 3

NM_021161 potassium channel, subfamily K, member 10

NM_005329 hyaluronan synthase 3

NM_018911, NM_018909 protocadherin alpha 8; protocadherin alpha 6

NM_052886 mal, T-cell differentiation protein 2

NM_020179 hypothetical LOC728675; chromosome 11 open reading frame 75

NM_018906 protocadherin alpha 3

NM_001002762 DnaJ (Hsp40) homolog, subfamily B, member 12

NM_012329 monocyte to macrophage differentiation-associated

NM_173683 XK, Kell blood group complex subunit-related family, member 6

NM_032012 chromosome 9 open reading frame 5

NM_138391 transmembrane protein 183A; transmembrane protein 183B

**Non-Pregnant Endometrium > Arresting gd20 Endometrium**

**Gene Functional Classification Result**

**Gene Group 1 Enrichment Score: 8.300876965554966**

**REFSEQ_MRNA Gene Name**

NM_014552 grainyhead-like 1 (Drosophila)

NM_152622 mesoderm induction early response 1, family member 3

NM_016374 AT rich interactive domain 4B (RBP1-like)

NM_015608 chromosome 10 open reading frame 137

NM_181782 nuclear receptor coactivator 7

NM_030759 nuclear receptor binding factor 2

NM_032352 breast cancer metastasis-suppressor 1-like

NM_006465 AT rich interactive domain 3B (BRIGHT-like)

NM_194282 lin-54 homolog (C. elegans)

**Gene Group 2 Enrichment Score: 3.942253284065122**

**REFSEQ_MRNA Gene Name**

NM_005599 nescient helix loop helix 2

NM_005924 mesenchyme homeobox 2

NM_001002909 G patch domain containing 8

NM_003822 nuclear receptor subfamily 5, group A, member 2

NM_001001890 runt-related transcription factor 1

NM_001009960, NM_138494 zinc finger protein 655

NM_030661 homeobox A3

NM_021809 TGFB-induced factor homeobox 2

NM_014819 praja ring finger 2

NM_199072 MyoD family inhibitor domain containing

NM_002912 REV3-like, catalytic subunit of DNA polymerase zeta (yeast)

NM_021620 PR domain containing 13

NM_021728 orthodenticle homeobox 2

NM_033114 zinc finger CCHC-type and RNA binding motif 1

NM_003111 Sp3 transcription factor

NM_003430 zinc finger protein 91

NM_152437 zinc finger protein 664

NM_183238 similar to ZNF605 protein

NM_012308 lysine (K)-specific demethylase 2A

NM_014910 zinc finger protein 507

NM_003216 thyrotrophic embryonic factor

NM_015995 Kruppel-like factor 13

NM_057175 NMDA receptor regulated 1

NM_032440 ligand dependent nuclear receptor corepressor

NM_005180 BMI1 polycomb ring finger oncogene

NM_005234 nuclear receptor subfamily 2, group F, member 6

NM_004229 mediator complex subunit 14

NM_014795 zinc finger E-box binding homeobox 2

NM_203394 E2F transcription factor 7

NM_005230 ELK3, ETS-domain protein (SRF accessory protein 2)

NM_004973 jumonji, AT rich interactive domain 2

NM_022893 B-cell CLL/lymphoma 11A (zinc finger protein)

NM_022728 neurogenic differentiation 6

NM_001011666, NM_004904, NM_182898, NM_182899 cAMP responsive element binding protein 5

NM_058166, NM_001003818 TRIM6-TRIM34 readthrough transcript; tripartite motif-containing 6; tripartite motif-containing 34

NM_003107 SRY (sex determining region Y)-box 4

NM_002382 MYC associated factor X

NM_001806 CCAAT/enhancer binding protein (C/EBP), gamma

NM_025188 tripartite motif-containing 45

NM_006164 nuclear factor (erythroid-derived 2)-like 2

NM_018433 lysine (K)-specific demethylase 3A

NM_006352 zinc finger protein 238

NM_001001419 SMAD family member 5

NM_004992 methyl CpG binding protein 2 (Rett syndrome)

NM_018263 additional sex combs like 2 (Drosophila)

NM_004293 guanine deaminase

NM_005667 vacuolar protein sorting 24 homolog (S. cerevisiae); ring finger protein 103

NM_001001992, NM_006447, NM_001032410 ubiquitin specific peptidase 16

NM_144684 zinc finger protein 480

NM_000176 nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)

NM_017769 G2/M-phase specific E3 ubiquitin ligase

NM_002198 interferon regulatory factor 1

NM_012330 MYST histone acetyltransferase (monocytic leukemia) 4

NM_001039649 zinc finger, MYM-type 5

NM_015153 PHD finger protein 3

NM_002938 ring finger protein 4; hypothetical LOC644006

NM_014682 suppression of tumorigenicity 18 (breast carcinoma) (zinc finger protein)

NM_006734 human immunodeficiency virus type I enhancer binding protein 2

NM_015534 zinc finger, ZZ-type containing 3

NM_000248 microphthalmia-associated transcription factor

NM_144726 ring finger protein 145

NM_033013 nuclear receptor subfamily 1, group I, member 2

NM_022781 ring finger protein 38

NM_001438 estrogen-related receptor gamma

NM_015481 zinc finger protein 385A

NM_015246 mahogunin, ring finger 1

NM_004379 cAMP responsive element binding protein 1

NM_006599 nuclear factor of activated T-cells 5, tonicity-responsive

NM_012234 RING1 and YY1 binding protein

NM_006022 TSC22 domain family, member 1

NM_005461 v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (avian)

NM_001452 forkhead box F2

NM_015057 MYC binding protein 2

NM_002166 inhibitor of DNA binding 2, dominant negative helix-loop-helix protein

NM_019083 coiled-coil domain containing 76

NM_002460 interferon regulatory factor 4

NM_006458 tripartite motif-containing 3

NM_030751 zinc finger E-box binding homeobox 1

NM_153607 chromosome 5 open reading frame 41

NM_138473 Sp1 transcription factor

NM_002167 inhibitor of DNA binding 3, dominant negative helix-loop-helix protein

NM_022658 homeobox C8

NM_014491 forkhead box P2

NM_014240 LIM domains containing 1

NM_018419 SRY (sex determining region Y)-box 18

NM_005955 metal-regulatory transcription factor 1

NM_007249 Kruppel-like factor 12

NM_018951 homeobox A10

NM_021961 TEA domain family member 1 (SV40 transcriptional enhancer factor)

NM_053002 mediator complex subunit 12-like

NM_015271 tripartite motif-containing 2

NM_000901 nuclear receptor subfamily 3, group C, member 2

NM_004235 Kruppel-like factor 4 (gut)

NM_006526 zinc finger protein 217

NM_013450 bromodomain adjacent to zinc finger domain, 2B

NM_019102 homeobox A5

NM_017519 AT rich interactive domain 1B (SWI1-like)

NM_003112 Sp4 transcription factor

NM_000125 estrogen receptor 1

NM_005316 general transcription factor IIH, polypeptide 1, 62kDa

NM_001013691 zinc finger protein 833

NM_003721 regulatory factor X-associated ankyrin-containing protein

NM_004241 jumonji domain containing 1C

NM_002500 neurogenic differentiation 1

NM_013316 CCR4-NOT transcription complex, subunit 4

NM_181353 inhibitor of DNA binding 1, dominant negative helix-loop-helix protein

NM_024672 THAP domain containing 9

NM_032329 inhibitor of growth family, member 5

NM_152787 mitogen-activated protein kinase kinase kinase 7 interacting protein 3

NM_017656 zinc finger protein 562

NM_024674 lin-28 homolog (C. elegans)

NM_001012756 zinc finger protein 260

NM_004234 zinc finger protein 235

NM_020310 MAX binding protein

**Gene Group 3 Enrichment Score: 3.3835892087915025**

**REFSEQ_MRNA Gene Name**

NM_019027 RNA binding motif protein 47

NM_016090 RNA binding motif protein 7

NM_018211 ribonucleoprotein, PTB-binding 2

NM_007007 cleavage and polyadenylation specific factor 6, 68kDa

NM_080832 poly(A) binding protein, cytoplasmic 5

NM_014912 cytoplasmic polyadenylation element binding protein 3

**Gene Group 4 Enrichment Score: 3.136333597737212**

**REFSEQ_MRNA Gene Name**

NM_052851, NM_178006, NM_178007 StAR-related lipid transfer (START) domain containing 13

NM_032900 Rho GTPase activating protein 19

NM_014859 Rho-type GTPase-activating protein RICH2

NM_018948 ERBB receptor feedback inhibitor 1

NM_020824 Rho GTPase activating protein 21

NM_016603 family with sequence similarity 13, member B

NM_018287 Rho GTPase activating protein 12

**Gene Group 5 Enrichment Score: 2.9426038571108863**

**REFSEQ_MRNA Gene Name**

NM_024039 MIS12, MIND kinetochore complex component, homolog (S. pombe)

NM_006265 RAD21 homolog (S. pombe)

NM_005862 stromal antigen 1

NM_015032 PDS5, regulator of cohesion maintenance, homolog B (S. cerevisiae)

NM_152510 HORMA domain containing 2

NM_004060 cyclin G1

NM_001042549, NM_015471 NSL1, MIND kinetochore complex component, homolog (S. cerevisiae)

NM_002956 CAP-GLY domain containing linker protein 1

**Gene Group 6 Enrichment Score: 2.8835640280126933**

**REFSEQ_MRNA Gene Name**

NM_145872 ankyrin repeat and SOCS box-containing 4

NM_013396 ubiquitin specific peptidase 25

NM_004656 BRCA1 associated protein-1 (ubiquitin carboxy-terminal hydrolase)

NM_015017 ubiquitin specific peptidase 33

NM_022832 ubiquitin specific peptidase 46

NM_001001664 speckle-type POZ protein-like

NM_015626 WD repeat and SOCS box-containing 1

NM_032236 ubiquitin specific peptidase 48

NM_004232 suppressor of cytokine signaling 6

NM_015176 F-box protein 28

NM_015246 mahogunin, ring finger 1

**Gene Group 7 Enrichment Score: 2.7584002492725923**

**REFSEQ_MRNA Gene Name**

NM_001627 hypothetical protein LOC100133690; activated leukocyte cell adhesion molecule

NM_175607 contactin 4

NM_003872 neuropilin 2

NM_003873 neuropilin 1

NM_020796 sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6A

**Gene Group 8 Enrichment Score: 2.5505777708051833**

**REFSEQ_MRNA Gene Name**

NM_003390 WEE1 homolog (S. pombe)

NM_032430 BR serine/threonine kinase 1

NM_007170 testis-specific kinase 2

NM_173354 salt-inducible kinase 1

NM_004438 EPH receptor A4

NM_014683 unc-51-like kinase 2 (C. elegans)

NM_001274 CHK1 checkpoint homolog (S. pombe)

NM_003010 mitogen-activated protein kinase kinase 4

NM_006609 mitogen-activated protein kinase kinase kinase 2

NM_021133 ribonuclease L (2',5'-oligoisoadenylate synthetase-dependent)

NM_005400 protein kinase C, epsilon

NM_198465 Nik related kinase

NM_014397 NIMA (never in mitosis gene a)-related kinase 6

NM_002314 LIM domain kinase 1

NM_006251 protein kinase, AMP-activated, alpha 1 catalytic subunit

NM_001259 cyclin-dependent kinase 6

NM_005813 protein kinase D3

NM_001204 bone morphogenetic protein receptor, type II (serine/threonine kinase)

NM_020778 alpha-kinase 3

NM_017719 SNF related kinase

NM_005433 v-yes-1 Yamaguchi sarcoma viral oncogene homolog 1

NM_175854 PAN3 poly(A) specific ribonuclease subunit homolog (S. cerevisiae)

NM_015076 cell division cycle 2-like 6 (CDK8-like)

NM_002031 fyn-related kinase

NM_006852 tousled-like kinase 2

NM_001895 casein kinase 2, alpha 1 polypeptide pseudogene; casein kinase 2, alpha 1 polypeptide

NM_016231 nemo-like kinase

**Gene Group 9 Enrichment Score: 2.4420202392055614**

**REFSEQ_MRNA Gene Name**

NM_004728 DEAD (Asp-Glu-Ala-Asp) box polypeptide 21

NM_025134 chromodomain helicase DNA binding protein 9

NM_021931 DEAH (Asp-Glu-Ala-His) box polypeptide 35

NM_000489 alpha thalassemia/mental retardation syndrome X-linked (RAD54 homolog, S. cerevisiae)

NM_003972 BTAF1 RNA polymerase II, B-TFIID transcription factor-associated, 170kDa (Mot1 homolog, S. cerevisiae)

NM_017553 INO80 homolog (S. cerevisiae)

NM_004396 DEAD (Asp-Glu-Ala-Asp) box polypeptide 5

**Gene Group 10 Enrichment Score: 2.1944046467221536**

**REFSEQ_MRNA Gene Name**

NM_018211 ribonucleoprotein, PTB-binding 2

NM_006924 splicing factor, arginine/serine-rich 1

NM_001031684 splicing factor, arginine/serine-rich 7, 35kDa

NM_007007 cleavage and polyadenylation specific factor 6, 68kDa

NM_033114 zinc finger CCHC-type and RNA binding motif 1

How the deposited data were processed for this re-analysis (not part of the article)

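Small RNA from 4 non-pregnant endometria (NP) and from endometrium and trophoblast of healthy (HE, HT) and arresting (AE, AT) attachment sites of 3 sows at gd20 was measured on a microarray of 236 porcine miRNA probes of miRBase 16, each in 12 spots, with 1 array channel per sample in Cy3 or Cy5. The authors' service laboratory scanned the chips, and the scanner intensities, the mean pixel density of each spot, were deposited by the authors without background subtraction or normalization. The authors also deposited intensities made from these by background subtraction, LOWESS normalization and averaging over the spots of a miRNA, on the linear scale; the paper's text does not name the scanner, the LOWESS settings or which samples shared a chip.

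The spot densities were corrected with normexp with an offset of 50, control spots were removed, log2 values were averaged over the 12 spots, and the 16 samples were normalized by cyclic loess in limma 3.58.1 with statmod 1.5.0 and jsonlite 2.0.0 under R 4.3.3. The files hold no local background, so the background of a sample was taken as the mean of the miRNA spots between the 5th and the 25th percentile of density, a choice made after the files had been looked at, since the empty spots were brighter than dim probes. A miRNA was called detected at a mean of more than 32 above that background, the limit used in Material S1, and the 168 miRNAs detected in at least 3 samples were tested. Detected miRNAs numbered 128 to 184 in the Cy3 samples and 72 to 128 in the Cy5 samples, and the coefficient of variation of the spots of a probe had sample medians of 7.45% to 16.8%. Per-miRNA values correlated with those of the authors at r = 0.948 to 0.996 per sample, across the tested miRNAs whose authors' value exceeded 32 in that sample. Dimmer miRNAs are left out of this range. The number of arrays limits the precision.

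The 6 comparisons NP vs HE, NP vs AE, HE vs HT, AE vs AT, HE vs AE and HT vs AT, and the interaction of tissue and site status, were tested in limma with 1 model of the 5 groups and Benjamini-Hochberg adjustment over the 168 miRNAs. Every adjusted p of a single miRNA is from limma, two-sided. The two-sided Student's test named in the paper's methods was applied to the same log2 values, without adjustment and with it. Lists of miRNAs were tested with camera of limma, with a preset correlation of 0.01 and with an estimated one, where at least 3 members were tested, with Benjamini-Hochberg adjustment over the lists of a comparison; "adjusted over the list alone" means adjustment of limma's p over a list's members. The 24 lists, written before the data were examined, were the let-7, miR-29, miR-30, miR-15/16/195/497, miR-103/107, miR-148/152 and miR-181 families, the miR-99/100, miR-10 and miR-125 families, the miR-17-92, miR-23/27/24 and DLK1-DIO3 clusters, the X-linked cluster of miR-424 and miR-503, the stromal cluster of miR-199 and miR-214, miR-210, the miR-34 family, epithelial, smooth muscle, skeletal and cardiac muscle, endothelial, red blood cell, leukocyte, liver and neural miRNAs, and the 12 miRNAs the paper measured by PCR. A list member named without an arm brought in both arms of its hairpin. The groups, comparisons, tests, alternatives and the rule for the miRNAs named were also set before the data were examined. The rule took, per comparison, the 8 largest positive and 8 largest negative log2 fold changes at an adjusted p under 0.05 (where fewer than 8 passed, the 8 smallest unadjusted p), every miRNA that the paper's text names for HE vs AE and HT vs AT, the 12 PCR miRNAs, and up to 4 members of each list described with the largest change (a list was described where camera called it or at least 2 members passed); the paper's lists of miRNAs had been read by then.

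The steps were tested on simulated data with independent noise and no effect of sow or dye. Of 40 miRNAs changed by 2 on the log2 scale in 50 simulated sets, 95.6% were called, with 1.44 unchanged miRNAs called per set. With nothing changed 0.1 were called by limma and 8.68 had an unadjusted p under 0.05 by the methods' test, in groups of 3 and 3. The alternatives were the authors' values on the log2 and linear scales, plain background subtraction, quantile normalization, scaling to the 75th percentile of detected or of all miRNAs, no normalization, no filter, a filter at 500, the median of the spots, linear signal, Welch's test, dye as a covariate, the sow as a fixed or random replicate block, the paired test, an intensity trend with a robust prior, only the samples compared, an estimated correlation, and each sample left out. Fits within each dye, the background from empty spots, GC content regressed out and list tests with a sample left out were added after the data had been seen. The quantitative PCR of the paper has no files, and its target annotation, given in its supplements, was left out. Figures were drawn with matplotlib 3.10.9 and tables handled with pandas 2.3.3 under Python 3.11.15.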

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

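Of the tests in this part, that of GC content in HE vs AE was chosen only after the result was seen.

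In NP, miR-30a-3p had 1 sample far from the others: the gap of NP replicate 3 to the nearest sample, 0.405 on the log2 scale, was 0.917 of the range of the 4 samples, above Dixon's critical value for 4 samples. Of 37 miRNAs tested in this way 1 exceeded it, where chance gives about 1 in 20.

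Some miRNAs outside the paper's lists differed at an adjusted p under 0.05 from limma, in 13 results of 12 miRNAs. In NP vs HE the log2 fold change was -0.86 for miR-425-5p, -0.96 for miR-425-3p, 0.64 for miR-139-5p and 0.81 for miR-181b, and in NP vs AE it was -0.72 for miR-425-5p. In AE vs AT it was 1.13 for miR-30c, 0.94 for miR-15a, 0.59 for miR-29b (at least 1.03-fold, as it was not detected in AT), 0.58 for miR-151-3p, -0.78 for miR-424*, -1.98 for miR-26a and -4.32 for miR-4334. miR-335 had -2.3 in AE vs AT and was not detected in AE, which makes it at least 4.55-fold lower there. The samples of the 2 groups did not overlap in these results except for miR-181b and miR-26a, and miR-26a turned to higher in AE under quantile normalization (0.31), under scaling to the 75th percentile of detected (0.35) or of all (2.04) miRNAs and without normalization (2.9). Scaling to the 75th percentile of detected miRNAs also turned the direction of miR-139-5p, miR-15a, miR-29b and miR-151-3p, and scaling to that of all miRNAs turned miR-139-5p and miR-29b. The miRNAs outside the rule for naming were named here after their values were seen.

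The mismatch control spots, which the paper does not report, reached 11.7% of the signal of their matching probes in NP replicate 1 and 5.02% in NP replicate 2, where the highest value outside NP was 2.99%. The means were 5.04% in NP and 0.521% in the pregnant samples.

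By the methods' test 13 miRNAs were lower and 8 were higher in HE than in AE, with a mean GC content of 38.6% and 59.2%, against 49.9% for all 168. The GC content stays open. Between the log2 fold change and GC content across the miRNAs r was 0.475 (permutation p = 1e-05, the smallest that 100000 permutations can give), against -0.23 to 0.17 in the other comparisons. AE replicates 1 and 3 had GC slopes of -3.14 and -1.65. With GC regressed out, 8 of the 21 miRNAs of the methods' test kept an unadjusted p under 0.05. The median size over all 21 was then 0.30 in place of 0.60. The dye balance is also open, since the fold changes correlated with the Cy3 minus Cy5 difference of NP at r = 0.327 (permutation p = 6.0e-05), and at 0.336 for HT vs AT, and with dye as a covariate limma counted 18 at an unadjusted p under 0.05, against 22 without it. The lower signal over background in HE, 1.09 against 3.04 in AE, cannot be told apart from the site status, because cyclic loess removes trends with signal (r = 0.0594 after it and -0.763 without normalization). A difference between healthy and arresting sites stays open beside these, untested. The permutations for GC content and dye shuffled miRNAs, which are not independent replicates, so their p do not measure the spread between samples.

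Between endometrium and trophoblast, the median of let-7 was higher and that of the miR-17-92 clusters lower at both site types, under every scaling. Single members depended on it: without normalization miR-17-5p, miR-18, miR-92a and miR-106a had no unadjusted p under 0.05 by the methods' test in either comparison. Dim trophoblast samples stay open. The gap between the medians of both lists exceeded that of miRNAs matched on signal by 4.67 in the smaller of the comparisons. The matching used values after cyclic loess, which removes trends with signal. Matched miRNAs could therefore hardly show such a gap, and the test cannot decide. GC content is argued against by the gap of 4.1 that was left after regressing it out. A difference between the tissues stays open beside dim trophoblast samples, as a hypothesis formed and tested on the same data. The share of each cell type in the samples was not measured.

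Of the 12 miRNAs higher in NP than in HE or AE, 8 have a similar miRNA on the array (at most 3 differences of sequence). Weaker washing of NP replicates 1 and 2, the samples with high mismatch control signal, is argued against, since without them 84.0% of the median log2 fold change was left and 11 of 12 stayed positive. NP replicates 3 and 4 still had mismatch signals of 1.98% and 1.49%, above the highest of HE and AE (1.10%, AE replicate 2). Weaker washing of all NP samples is therefore not covered. Cross-hybridization between similar miRNAs stays open: miRNAs with a similar one exceeded the others by 0.236 in median log2 fold change (permutation p = 0.0040, 57 against 111 miRNAs), and by 0.149 with NP replicates 1 and 2 only and 0.332 with NP replicates 3 and 4 only. A difference between the non-pregnant and the pregnant state is open too and is confounded with the sows, since NP came from other animals. It cannot be told apart from signal over background either, which was 4.39 to 6.30 in NP, above every HE (0.906 to 1.29) and AE (1.53 to 4.23) sample. The permutation p for similar miRNAs also comes from shuffling miRNAs, which are not independent replicates.

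Other splits of the same samples into groups of the same sizes show how often chance gives as much. In NP vs HE, 2 of 35 splits gave as many calls as the real one by limma (23, highest other 30) and 2 by the methods' test (42, highest other 48), so that chance is not excluded, and for the lists, where the real number was 0 and the highest other 6, all 35 did. In NP vs AE, 2 of 35 did by limma (11, highest other 17) and 17 for the lists (3, highest other 5). By the methods' test only the real split, 1 of 35, reached 32 (highest other 26), a share under 0.05. That is the smallest share 35 splits can give, and the counts tested were not corrected for their number. Chance is therefore not excluded for that count either. The splits with 30 and 17 calls point to a structure of the samples: they place NP replicate 3 with HE and with AE, and this sample lay at 43.3% of the way from the pregnant to the NP samples, where the others lay at 87.0% to 102%.

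With 3 samples against 3 the 10 splits are too few for a share under 0.05. In HE vs HT limma gave 37 (highest other 0), the methods' test 54 (highest other 8) and the lists 3 (highest other 4), with 1, 1 and 3 splits as large. In AE vs AT these were 50 (1), 45 (11) and 5 (5), with 1, 1 and 3 splits, in HE vs AE 0 (2), 21 (13) and 4 (2), with 10, 1 and 1 splits, and in HT vs AT 0 (3), 3 (19) and 3 (5), with 10, 10 and 5 splits. For the interaction limma's number was 0, with 5 at an unadjusted p under 0.05, and all 100 splits drawn gave at least that, with a highest of 2. Among the 4 splits that part each sow's pair of samples, the real one included, the highest others by the methods' test were 5 in HE vs HT, 11 in AE vs AT, 3 in HE vs AE and 8 in HT vs AT.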

How the results depend on the processing

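The alternatives were set before the data were examined, apart from the fits within each dye, the background from the empty spots, GC content regressed out and the lists with a sample left out, which were chosen only after the data had been seen. Of 104 results of named miRNAs at an adjusted p under 0.05, those named after their values were seen included, with 2640 values under alternatives in all, 1891 kept the call and its direction, 720 lost the call and 29 turned the direction. 12 results kept the call under each of their 26 alternatives, with the log2 fold change of HE vs HT from 3.28 to 6.09 for let-7c, 3.25 to 5.59 for let-7f, 2.65 to 5.59 for let-7a, 2.05 to 3.99 for let-7g and 1.85 to 3.81 for miR-195, and of AE vs AT from 3.31 to 6.93 for let-7c, 3.2 to 6.6 for let-7f, 2.36 to 6.34 for let-7a, 2.37 to 4.92 for let-7g, 2.04 to 4.85 for let-7i, 2.61 to 5.27 for miR-195 and 2.04 to 4.60 for miR-29a. Among counts, correlations and shares of the same sign, 357 values under alternatives stayed within 1.5 times the count or within a fixed distance of the correlation or share. The other 106 did not, and they are given here with each direction that turned, apart from counts within a dye where a group held 1 sample. Without a filter, with the median of the spots, with dye as a covariate, with the sow as a fixed or random block, with the sow and dye together and with linear signal, no count of miRNAs, both directions together, or of lists moved by more than 1.5 times.

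With the authors' values on the log2 scale, limma's count was 6 in NP vs AE, 63 in HE vs HT and 2 in HE vs AE, the count of the methods' test was 1 in HT vs AT, the lists called numbered 1 in HE vs AE, r of the NP comparisons was 0.604 and 76.7% of miRNAs shared the sign in the tissue comparisons. With the authors' values on the linear scale, the count of the methods' test was 13 in HE vs AE. With plain background subtraction, limma's count was 5 in NP vs AE and the count of the methods' test was 1 in HT vs AT. With quantile normalization, limma's count was 4 in NP vs AE, 61 in HE vs HT and 2 in HE vs AE, the count of the methods' test was 1 in HT vs AT, the lists called numbered 2 in HE vs AE and log2 fold changes turned for miR-26a to 0.31 in AE vs AT. With scaling to the 75th percentile of detected miRNAs, limma's count was 75 in NP vs HE, 0 in NP vs AE and 132 in AE vs AT, the count of the methods' test was 94 in NP vs HE, 21 in NP vs AE, 83 in AE vs AT, 86 in HE vs AE and 0 in HT vs AT, the lists called numbered 3 in NP vs HE, 98.2% of miRNAs shared the sign in the tissue comparisons and log2 fold changes turned for miR-205 to -0.20, miR-339-3p to -1.8, miR-181d-5p to -1.01 and miR-139-5p to -0.86 in NP vs HE, miR-221 to -0.017 and miR-146b to -0.23 in HE vs HT and miR-148b to -2.16, miR-29b to -1.78, miR-30a-3p to -0.91, miR-15a to -1.33, miR-221 to -1.22, miR-146b to -1.15, miR-497 to -1.36, miR-26a to 0.35 and miR-151-3p to -1.44 in AE vs AT. With scaling to the 75th percentile of all miRNAs, limma's count was 71 in NP vs HE, the count of the methods' test was 83 in NP vs HE, 49 in NP vs AE, 39 in HE vs AE and 0 in HT vs AT, the lists called numbered 3 in NP vs HE and 1 in HT vs AT and log2 fold changes turned for miR-339-3p to -1.27, miR-181d-5p to -0.49 and miR-139-5p to -0.33 in NP vs HE and miR-29b to -0.090, miR-16 to 0.73 and miR-26a to 2.04 in AE vs AT. With no normalization, limma's count was 6 in NP vs HE, 0 in NP vs AE and 19 in HE vs HT, the count of the methods' test was 22 in NP vs HE, 14 in NP vs AE, 22 in HE vs HT, 22 in AE vs AT, 6 in HE vs AE and 0 in HT vs AT, the lists called numbered 3 in NP vs HE, 2 in HE vs AE and 1 in HT vs AT and log2 fold changes turned for miR-16 to 0.43, miR-103 to 0.099 and miR-107 to 0.18 in HE vs HT and miR-214 to 0.63, miR-320 to 0.13, miR-16 to 1.6, miR-103 to 0.42, miR-107 to 0.46, miR-126 to 2.34 and miR-26a to 2.9 in AE vs AT. The scalings moved the median log2 fold change of all miRNAs to -1.21 in NP vs HE, -0.96 in HE vs HT, -2.14 in AE vs AT and 1.28 in HE vs AE for detected miRNAs, to -0.69, -0.21, -0.45 and 0.32 for all miRNAs, and to -0.16, 0.65, 0.41 and 0.34 without normalization. For the counts of this paragraph the cause was not tested. In HT vs AT, where the methods' test gave 0, limma's adjusted count was 0 too.

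With a filter at a signal of 500, limma's count was 12 in NP vs HE and 33 in AE vs AT and the count of the methods' test was 24 in NP vs HE, 13 in NP vs AE, 26 in AE vs AT, 9 in HE vs AE and 1 in HT vs AT. With only the samples compared, limma's count was 3 in NP vs HE and 32 in AE vs AT. With an intensity trend and robust prior, limma's count was 3 in HE vs AE. With the methods' test after adjustment, the count was 0 in NP vs HE, 0 in NP vs AE, 12 in HE vs HT and 18 in AE vs AT. With Welch's test, the count of the methods' test was 1 in HT vs AT. With the paired test with sow as block, the count of the methods' test was 29 in HE vs HT and 5 in HT vs AT. With an estimated correlation, the lists called numbered 0 in NP vs AE, 0 in HE vs HT, 0 in AE vs AT, 0 in HE vs AE and 0 in HT vs AT. With only the Cy3 samples, limma's count was 0 in NP vs HE and 18 in HE vs HT, and the log2 fold change of miR-26a turned to 0.14 in AE vs AT. With only the Cy5 samples, limma's count was 0 in NP vs AE and 31 in AE vs AT. With the background from the empty spots, the count of the methods' test was 1 in HT vs AT. With GC content regressed out, log2 fold changes turned for miR-339-3p to 0.54 in AE vs AT. The filter at 500 tests fewer miRNAs, and the fits within a dye and those of only the samples compared use fewer samples; for the others the cause was not tested. Within a dye some groups hold 1 sample, which is assumed to vary like the other groups.

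Leaving out 1 sample at a time gave these ranges, with the other samples that moved a count by more than 1.5 times named between the ends. Limma's count of NP vs HE ran from 2 (without HE replicate 3) to 37 (without NP replicate 3), with 7 (without HE replicate 1), 9 (without NP replicate 2) and 10 (without NP replicate 4). Limma's count of HE vs HT ran from 16 (without HE replicate 1) to 44 (without HE replicate 2), with 17 (without HT replicate 1) and 20 (without HT replicate 2). Limma's count of HE vs AE ran from 0 (without HE replicate 1) to 3 (without HE replicate 2), with 1 (without AE replicate 2). The count of the methods' test in NP vs HE ran from 22 (without HE replicate 3) to 57 (without NP replicate 3), with 22 (without NP replicate 2) and 25 (without NP replicate 4). The count of the methods' test in HE vs HT ran from 35 (without HT replicate 1) to 54 (without HT replicate 3), with 35 (without HE replicate 3). The count of the methods' test in HE vs AE ran from 10 (without AE replicate 1) to 24 (without HE replicate 2), with 12 (without HE replicate 3) and 12 (without AE replicate 3). The number of lists called in NP vs HE ran from 0 (without HE replicate 1) to 2 (without HE replicate 3), with 1 (without NP replicate 1). R of the NP comparisons ran from 0.617 (without AE replicate 2) to 0.790 (without NP replicate 3). Limma's count of NP vs AE ran from 6 (without AE replicate 2) to 21 (without NP replicate 3), with 6 (without AE replicate 3), 7 (without NP replicate 2) and 7 (without NP replicate 4). The number of lists called in NP vs AE ran from 3 (without AE replicate 1) to 5 (without NP replicate 1). The count of the methods' test in HT vs AT ran from 2 (without HT replicate 1) to 7 (without AT replicate 1). The number of lists called in HT vs AT ran from 0 (without AT replicate 3) to 4 (without AT replicate 1), with 1 (without HT replicate 1) and 1 (without HT replicate 2). Where leaving out a sample leaves 2 in a group, fewer samples are used, and for the counts that rose without NP replicate 3 the cause was not tested.

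Loess within a chip followed by Aquantile normalization between chips, and chip as a block, were not run, since neither the files nor the labels give the chip. The fixed sow block and the paired test could not be run for NP vs HE and NP vs AE, because NP came from other sows. Signal over background limits the values of the dimmer arrays: its 75th percentile ran from 0.199 to 2.13 times the background in HT, from 0.906 to 1.29 times in HE, from 0.728 to 2.71 times in AT, from 1.53 to 4.23 times in AE and from 4.39 to 6.30 times in NP, and folds against groups without detection are lower limits.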

Differences from the paper's values

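The paper's counts and lists were set at an unadjusted p under 0.05 of the Student's test, as were the counts compared with them here. The alternatives named were set before the data were examined. For NP vs HE the paper's number of miRNAs at an unadjusted p under 0.05, higher in NP, is 13, and 21 were found here. The numbers came within 1.5 times of the paper's under plain background subtraction (19), scaling to the 75th percentile of detected miRNAs (9), scaling to the 75th percentile of all miRNAs (13), a filter at a signal of 500 (13), linear signal (16) and Welch's test (18), or without HE replicate 1 (12), without HE replicate 3 (12), without NP replicate 1 (17), without NP replicate 2 (12) and without NP replicate 4 (14). They did not under the authors' values on the log2 scale (21), quantile normalization (25), no normalization (21), no filter (26), the median of the spots (20) and the authors' values on the linear scale (21), or without HE replicate 2 (22) and without NP replicate 3 (38). For NP vs AE the paper's number of miRNAs at an unadjusted p under 0.05, in all, is 21, and 32 were found here. The numbers came within 1.5 times of the paper's under plain background subtraction (28), scaling to the 75th percentile of detected miRNAs (21), no normalization (14), the median of the spots (30), linear signal (30), the authors' values on the linear scale (29) and Welch's test (28), or without AE replicate 1 (24), without AE replicate 2 (27), without AE replicate 3 (28), without NP replicate 1 (29), without NP replicate 2 (24) and without NP replicate 4 (29). They did not under the authors' values on the log2 scale (33), quantile normalization (34), scaling to the 75th percentile of all miRNAs (49), no filter (42) and a filter at a signal of 500 (13), or without NP replicate 3 (38). For NP vs AE the paper's number of miRNAs at an unadjusted p under 0.05, lower in NP, is 9, and 15 were found here. The numbers came within 1.5 times of the paper's under scaling to the 75th percentile of detected miRNAs (8), a filter at a signal of 500 (6), the median of the spots (13), the authors' values on the linear scale (12) and Welch's test (12), or without AE replicate 1 (13), without NP replicate 2 (13) and without NP replicate 4 (13). They did not under the authors' values on the log2 scale (15), plain background subtraction (14), quantile normalization (16), scaling to the 75th percentile of all miRNAs (44), no normalization (5), no filter (20) and linear signal (14), or without AE replicate 2 (15), without AE replicate 3 (16), without NP replicate 1 (14) and without NP replicate 3 (17). For HE vs AE the paper's number of miRNAs at an unadjusted p under 0.05, in all, is 8, and 21 were found here. The numbers came within 1.5 times of the paper's under no normalization (6) and a filter at a signal of 500 (9), or without AE replicate 1 (10), without HE replicate 3 (12) and without AE replicate 3 (12). They did not under the authors' values on the log2 scale (17), plain background subtraction (18), quantile normalization (14), scaling to the 75th percentile of detected miRNAs (86), scaling to the 75th percentile of all miRNAs (39), no filter (22), the median of the spots (20), linear signal (18), the authors' values on the linear scale (13), Welch's test (16) and the paired test with sow as block (16), or without HE replicate 1 (14), without AE replicate 2 (23) and without HE replicate 2 (24). For HE vs AE the paper's number of miRNAs at an unadjusted p under 0.05, higher in HE, is 4, and 8 were found here. The numbers came within 1.5 times of the paper's under plain background subtraction (6), the median of the spots (5), linear signal (6), the authors' values on the linear scale (6) and Welch's test (4), or without HE replicate 1 (6), without AE replicate 1 (3), without AE replicate 2 (5), without HE replicate 3 (6) and without AE replicate 3 (5). They did not under the authors' values on the log2 scale (9), quantile normalization (7), scaling to the 75th percentile of detected miRNAs (83), scaling to the 75th percentile of all miRNAs (27), no normalization (0), no filter (8), a filter at a signal of 500 (2) and the paired test with sow as block (7), or without HE replicate 2 (7). For HE vs AE the paper's number of miRNAs at an unadjusted p under 0.05, lower in HE, is 4, and 13 were found here. The numbers came within 1.5 times of the paper's under scaling to the 75th percentile of detected miRNAs (3) and no normalization (6), or without HE replicate 3 (6). They did not under the authors' values on the log2 scale (8), plain background subtraction (12), quantile normalization (7), scaling to the 75th percentile of all miRNAs (12), no filter (14), a filter at a signal of 500 (7), the median of the spots (15), linear signal (12), the authors' values on the linear scale (7), Welch's test (12) and the paired test with sow as block (9), or without HE replicate 1 (8), without AE replicate 1 (7), without AE replicate 2 (18), without HE replicate 2 (17) and without AE replicate 3 (7).

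A negative fold means a lower value in the group named first. In NP vs HE the paper's folds (Figure 1A, read by eye) and those found here were about 4.7 against 3.32 for miR-148a, about 2.9 against 1.61 for miR-181d-5p, about 8.5 against 3.64 for miR-204 and about 3.5 against 2.25 for miR-205. In NP vs AE the paper's folds (Figure 1B, read by eye) and those found here were about 4.9 against 2.83 for miR-205. In HE vs HT the paper's folds (Figure 2A, read by eye) and those found here were about 21 against 9.96 for let-7a, about 48 against 15.7 for let-7c, about 7.7 against 3.9 for let-7e, about 43 against 11.5 for let-7f, about 16 against 5.02 for let-7g and about 5 against 2.26 for miR-10a. Further pairs in Figure 2A were about 8.8 against 2.93 for miR-10b, about -16 against -8.93 for miR-17-5p, about -8.3 against -3.88 for miR-20, about 1.6 against 1.38 for miR-27a, about 7.5 against 4.17 for miR-29a and about -2.5 against -1.81 for miR-103. Further pairs in Figure 2A were about -14 against -6.89 for miR-106a, about -2.3 against -1.61 for miR-107, about 6.2 against 3.07 for miR-125b, about -6.4 against -2.82 for miR-127, about -2.1 against -1.17 for miR-148b and about 11 against 4.93 for miR-195. Further pairs in Figure 2A were about -5 against -6.57 for miR-214, about -2.6 against -1.43 for miR-323, about -9.7 against -2.4 for miR-382, about -9.7 against -2.4 for miR-432-5p and about -4.1 against -1.58 for miR-758. In AE vs AT the paper's folds (Figure 2B, read by eye) and those found here were about 13 against 6.58 for let-7a, about 29 against 12.2 for let-7c, about 30 against 12.8 for let-7f, about 23 against 8.43 for let-7g, about 28 against 8.65 for let-7i and about 3.4 against 2.44 for miR-27a. Further pairs in Figure 2B were about 29 against 8.71 for miR-29c, about 5.9 against 2.57 for miR-30a-3p, about 9.5 against 4.12 for miR-99a, about -2.5 against -1.82 for miR-103, about -14 against -7.7 for miR-106a and about -2.4 against -1.64 for miR-107. Further pairs in Figure 2B were about 20 against 8.93 for miR-195, about -4 against -7.08 for miR-214, about -12 against -3.16 for miR-382 and about -15 against -3.79 for miR-432-5p. In HE vs AE the paper's folds (Figure 3A, read by eye) and those found here were about 1.9 against 1.14 for miR-935.

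Under the authors' values, on the log2 scale or as ratios of group means on the linear scale, each of these 45 folds came within the spread of the samples of the paper's fold. With plain background subtraction 34 of the 45 came within it, namely miR-148a, miR-181d-5p, miR-204 and miR-205 in NP vs HE, miR-205 in NP vs AE, let-7a, let-7c, let-7e, miR-10a, miR-10b, miR-17-5p, miR-20, miR-27a, miR-29a, miR-103, miR-106a, miR-107, miR-127, miR-195, miR-382 and miR-432-5p in HE vs HT and let-7a, let-7c, let-7f, let-7i, miR-27a, miR-29c, miR-30a-3p, miR-99a, miR-103, miR-106a, miR-195, miR-382 and miR-432-5p in AE vs AT, and 11 did not. With quantile normalization 23 of the 45 came within it, namely miR-148a in NP vs HE, let-7a, let-7c, let-7e, let-7f, miR-10a, miR-10b, miR-20, miR-27a, miR-29a, miR-103, miR-107, miR-125b, miR-127, miR-195 and miR-214 in HE vs HT and let-7c, let-7f, miR-27a, miR-103, miR-107, miR-214 and miR-382 in AE vs AT, and 22 did not. For 20 of the 45 this held with scaling to the 75th percentile of detected miRNAs, namely miR-148a in NP vs HE, miR-205 in NP vs AE, let-7a, miR-17-5p, miR-20, miR-103, miR-106a, miR-107, miR-127, miR-148b, miR-214, miR-323, miR-382, miR-432-5p and miR-758 in HE vs HT and let-7a, miR-106a, miR-214, miR-382 and miR-432-5p in AE vs AT, and 25 did not. For 13 of the 45 this held with scaling to the 75th percentile of all miRNAs, namely miR-148a in NP vs HE, let-7a, let-7c, let-7e, miR-20, miR-27a, miR-29a, miR-125b and miR-195 in HE vs HT, let-7g, miR-27a and miR-195 in AE vs AT and miR-935 in HE vs AE, and 32 did not. With no normalization 19 of the 45 came within it, namely miR-148a, miR-204 and miR-205 in NP vs HE, miR-205 in NP vs AE, let-7c, let-7e, let-7f, let-7g, miR-10a, miR-10b, miR-27a and miR-195 in HE vs HT, let-7f, let-7g, let-7i, miR-27a, miR-99a and miR-195 in AE vs AT and miR-935 in HE vs AE, and 26 did not. With the median of the spots 1 of the 45 came within it, namely miR-148a in NP vs HE, and 44 did not. The filters, which leave the folds as they are, changed none. Of all 138 folds of the figures that could be compared, 138 had the paper's sign, 118 were smaller in size and 76 differed, against 24 with plain background subtraction, 53 with quantile normalization and 0 with the authors' values. miRNAs not detected in any sample of a group were compared by the lower limit of their fold, and none of these limits exceeded the paper's fold by more than 1.5 times.

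Of the miRNAs the paper lists, those with an unadjusted p under 0.05 numbered 20 of 29 in NP vs HE, 16 of 21 in NP vs AE, 39 of 47 in HE vs HT, 33 of 38 in AE vs AT and 5 of 8 in HE vs AE. With the authors' values on the log2 scale they numbered 29 in NP vs HE, 21 in NP vs AE, 46 in HE vs HT, 38 in AE vs AT and 8 in HE vs AE, and on the linear scale 26 in NP vs HE, 20 in NP vs AE, 44 in HE vs HT, 33 in AE vs AT and 8 in HE vs AE. In NP vs HE the listed miRNAs that did not pass were miR-130a (0.48), miR-181c (0.81), miR-574 (0.36), miR-30b-5p (-0.63), miR-30e-5p (-0.78), miR-149 (-1.07), miR-323 (at least 1.19-fold lower), miR-362 (-0.24) and miR-4335 (-0.14), with the log2 fold change or the lower limit of the fold in parentheses. In NP vs AE the listed miRNAs that did not pass were miR-27a (0.96), miR-130a (0.41), miR-664-5p (0.19), miR-21 (-1.27) and miR-30e-5p (-1.06), with the log2 fold change in parentheses. In HE vs HT the listed miRNAs that did not pass were miR-23a (0.63), miR-328 (at least 1.22-fold higher), miR-19b (-1.61), miR-184 (not tested), miR-378 (-0.54), miR-411 (-0.27), miR-423-5p (-0.71) and miR-505 (-0.13), with the log2 fold change or the lower limit of the fold in parentheses. In AE vs AT the listed miRNAs that did not pass were miR-145 (0.70), miR-221 (0.95), miR-323 (at least 1.69-fold lower), miR-455 (-0.19) and miR-505 (-0.05), with the log2 fold change or the lower limit of the fold in parentheses. In HE vs AE the listed miRNAs that did not pass were miR-323 (at least 1.07-fold higher), miR-935 (0.19) and miR-27a (-0.72), with the log2 fold change or the lower limit of the fold in parentheses. Each of these passed with the authors' values on the log2 scale except miR-423-5p in HE vs HT, which passed under none of the 11 other settings. With plain background subtraction, miR-574 and miR-149 in NP vs HE, miR-21 in NP vs AE, miR-378 in HE vs HT and miR-935 and miR-27a in HE vs AE passed. With quantile normalization, miR-130a, miR-574, miR-30e-5p, miR-149 and miR-362 in NP vs HE, miR-27a, miR-130a, miR-21 and miR-30e-5p in NP vs AE, miR-23a, miR-19b, miR-184, miR-378 and miR-411 in HE vs HT and miR-145, miR-221, miR-323 and miR-455 in AE vs AT passed. Those that passed with scaling to the 75th percentile of detected miRNAs were miR-149, miR-323, miR-362 and miR-4335 in NP vs HE, miR-27a and miR-21 in NP vs AE, miR-23a, miR-19b and miR-378 in HE vs HT, miR-145, miR-323, miR-455 and miR-505 in AE vs AT and miR-323 and miR-935 in HE vs AE. Those that passed with scaling to the 75th percentile of all miRNAs were miR-574, miR-149, miR-323, miR-362 and miR-4335 in NP vs HE, miR-21 and miR-30e-5p in NP vs AE, miR-23a, miR-378 and miR-411 in HE vs HT, miR-145, miR-323, miR-455 and miR-505 in AE vs AT and miR-27a in HE vs AE. With no normalization, miR-27a and miR-21 in NP vs AE, miR-23a in HE vs HT and miR-145 in AE vs AT passed. With the median of the spots, miR-184 in HE vs HT and miR-27a in HE vs AE passed. With the paired test with sow as block, miR-19b in HE vs HT and miR-935 in HE vs AE passed. None of them passed with linear signal and Welch's test. On the linear scale the authors' values passed the others apart from miR-181c in NP vs HE, miR-130a in NP vs AE, miR-423-5p in HE vs HT and miR-221 in AE vs AT.

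For HE vs HT the paper's text lists miR-423-5p as higher in trophoblast where Figure 2A shows miR-432-5p. Here miR-432-5p had a log2 fold change of -1.26 with an adjusted p under 0.05, and miR-423-5p had -0.71 without it. For miR-148b in HT vs AT, which the paper reports as higher in HT, short of significance, the unadjusted p here was 0.572. It was 0.0299 with the authors' values on the log2 scale and 0.0146 on the linear scale, 0.0533 with quantile normalization, 0.536 with plain subtraction, where the direction was the opposite, and 0.490 to 0.704 under the other settings run.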

Other observations

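No test in this part was chosen after its result was seen, but the miRNAs that stand outside the rule for naming were named after their values were seen. Adjusted p are from limma for a miRNA and from camera with a preset correlation for a list.

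In the miR-15/16/195/497 family, 8 members were tested, among them miR-424*, the other arm of the miR-424 hairpin. In HE vs HT 1 was higher, miR-195 (2.3), and 1 lower, miR-16 (-1.39), by log2 fold change, and in AE vs AT 3 were higher and 2 lower (adjusted over the list alone, 1 higher and 2 lower, and 3 and 4). The higher ones in AE were miR-195 (3.16), miR-15a (0.94) and miR-497, at least 1.55-fold higher, and the lower ones miR-16 (-1.09) and miR-424* (-0.78); miR-15a and miR-497 turned with scaling to the 75th percentile of detected miRNAs, miR-16 without normalization in both comparisons, and miR-16 in AE vs AT also with scaling to the 75th percentile of all miRNAs. The list's adjusted p was 0.629 and 0.940, and its median turned from -0.39 and -0.55 to 0.38 and 0.81 without normalization. The X-linked cluster of miR-424 and miR-503 had 4 members tested, with miR-424* lower in AE vs AT and an adjusted p of 0.310 there; in HE vs HT none passed, at 0.323. miR-103 and miR-107 were lower in endometrium at both site types (-0.86 and -0.68 in HE vs HT, -0.86 and -0.71 in AE vs AT), but higher without normalization. The family of miR-148 and miR-152 had 1 of 3 members higher in NP than in HE, miR-148a, with an adjusted p of 0.104 for the list. Adjusted over the list alone, miR-148a was also higher in NP than in AE (1.37 (standard error 0.39)) and lower in HE than in HT (-1.19 (standard error 0.42)).

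Lists of miRNAs abundant in particular cell types gave these results; the array measures tissue and not cells, and the cell types of the samples were not measured. Of 2 epithelial miRNAs tested, miR-205 was higher in NP than in HE (1.17, but -0.2 with scaling to the 75th percentile of detected miRNAs) and than in AE (1.5), and miR-183, not detected in NP, was at least 1.94-fold lower than in AE. Of 3 endothelial miRNAs, miR-221 was higher in endometrium (1.11 (standard error 0.32) in HE vs HT and 0.95 (standard error 0.32) in AE vs AT), except with scaling to the 75th percentile of detected miRNAs, where it had -0.017 and -1.22. miR-126 had -1.15 (standard error 0.60) and -0.91 (standard error 0.60) and did not pass; it was positive in both with scaling to the 75th percentile of all miRNAs (0.078 and 1.48) and without normalization (0.94 and 2.34). The list's adjusted p was 0.585 and 0.757. Of 2 leukocyte miRNAs, miR-146b was higher in HE than in HT (0.89 (standard error 0.26)) and at least 1.76-fold higher in AE than in AT, where it was not detected; with scaling to the 75th percentile of detected miRNAs the log2 fold changes were -0.23 and -1.15. Of 3 neural miRNAs, miR-128 was lower in endometrium (-0.68 (standard error 0.23) and -0.84 (standard error 0.23)), with an adjusted p of 0.696 and 0.694 for the list.

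The red blood cell miRNA miR-451 varied widely, with log2 fold changes of -2.68 (standard error 1.27) in NP vs HE, -1.47 (standard error 1.27) in NP vs AE, -2.94 (standard error 1.36) in HE vs HT and -1.59 (standard error 1.36) in AE vs AT, the last of them 0.19 without normalization, and neither of the 2 red blood cell miRNAs passed in any comparison. The liver miRNA miR-122, not detected in HE, was at least 10.8-fold lower in HE than in HT without passing (adjusted p = 0.0927), and in AE vs AT it had -3.66 (standard error 1.42), with an adjusted p of 0.0669 over all miRNAs and under 0.05 over the list of 2 alone. miR-210, the hypoxia-responsive miRNA, had -0.086 in HE vs HT and -0.35 in AE vs AT, the latter with an adjusted p of 0.0830 and, as the only member of its list, under 0.05 alone. None of the 2 miR-34 members, the 3 smooth muscle miRNAs or the 3 skeletal and cardiac muscle miRNAs passed in a comparison of single miRNAs, and the skeletal and cardiac muscle list had an adjusted p of 0.899 in HE vs HT and 0.940 in AE vs AT. In the stromal cluster of miR-199 and miR-214, 1 of 6 members, miR-214, was lower in endometrium (-2.72 and -2.82), with an adjusted p of 0.455 and 0.694 for the list, and without normalization it was higher in AE vs AT (0.63).

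Of the 12 miRNAs PCR-assessed by the paper, 4 were higher and none was lower in HE vs HT (5 and 1 adjusted over the list alone), and 6 were higher and 1 was lower in AE vs AT. The list's adjusted p was 0.323 and 0.0546, with medians of 0.31 and 0.72 that turned to -0.52 and -1.03 with scaling to the 75th percentile of detected miRNAs.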
